# The Basal Transcription Complex Component TAF3 Transduces Changes in Nuclear Phosphoinositides into Transcriptional Output

**DOI:** 10.1016/j.molcel.2015.03.009

**Published:** 2015-05-07

**Authors:** Yvette Stijf-Bultsma, Lilly Sommer, Maria Tauber, Mai Baalbaki, Panagiota Giardoglou, David R. Jones, Kathy A. Gelato, Jason van Pelt, Zahid Shah, Homa Rahnamoun, Clara Toma, Karen E. Anderson, Philip Hawkins, Shannon M. Lauberth, Anna-Pavlina G. Haramis, Daniel Hart, Wolfgang Fischle, Nullin Divecha

## Abstract

Phosphoinositides (PI) are important signaling molecules in the nucleus that influence gene expression. However, if and how nuclear PI directly affects the transcriptional machinery is not known. We report that the lipid kinase PIP4K2B regulates nuclear PI5P and the expression of myogenic genes during myoblast differentiation. A targeted screen for PI interactors identified the PHD finger of TAF3, a TATA box binding protein-associated factor with important roles in transcription regulation, pluripotency, and differentiation. We show that the PI interaction site is distinct from the known H3K4me3 binding region of TAF3 and that PI binding modulates association of TAF3 with H3K4me3 in vitro and with chromatin in vivo. Analysis of TAF3 mutants indicates that TAF3 transduces PIP4K2B-mediated alterations in PI into changes in specific gene transcription. Our study reveals TAF3 as a direct target of nuclear PI and further illustrates the importance of basal transcription components as signal transducers.

## Highlights

• PIP4K2B regulates nuclear PI5P and myogenic gene expression during differentiation
• A screen identifies 17 of 32 PHD fingers interacting with phosphoinositides
• The basal transcription component TAF3 interacts strongly with phosphoinositides
• TAF3 transduces changes in nuclear phosphoinositides into transcriptional output

## Introduction

Pre-initiation complex (PIC) formation of eukaryotic type II RNA polymerase requires the general transcription factor TFIID. TFIID contains the TATA box binding protein (TBP) and TBP-associated factors (TAFs) and nucleates the PIC on core promoters by binding to the TATA box (Burley and Roeder, 1996; Thomas and Chiang, 2006). Recent studies have demonstrated that tissue-specific and selective gene transcription can be imposed by core promoter components (Hochheimer and Tjian, 2003). For instance, TAF3 regulates specific gene transcription as part of the large canonical TFIID PIC, and of a developmentally regulated smaller transcription complex with TBP and the TBP-like protein TRF3 (Deato and Tjian, 2007, 2008; Hart et al., 2009; Maston et al., 2012). These non-canonical complexes are involved in the regulation of transcriptional programs during differentiation (Hart et al., 2009; Deato and Tjian, 2007).

How TAF3 regulates gene expression is incompletely understood. Its plant homeodomain (PHD) finger mediates the interaction with histone H3 trimethylated at lysine 4 (H3K4me3) (Vermeulen et al., 2007), which is required to regulate selective gene expression in response to stress signaling (Vermeulen et al., 2007; Lauberth et al., 2013). However, chromatin association studies have shown that while TAF3 and TFIID complexes are constitutively associated with H3K4me3, knockdown of TAF3 does not strongly affect constitutive gene expression (Lauberth et al., 2013; Liu et al., 2011), suggesting that other induced regulators may influence TAF3’s role as a transducer of cellular inputs to control differential transcriptional outputs.

Phosphoinositides (PI) are a family of seven signaling lipids regulating a wide variety of cellular processes including cell survival, proliferation, adhesion, and ion channel function (van den Bout and Divecha, 2009). PI are interconverted by the action of kinases and phosphatases, and degraded by phospholipases (Maffucci, 2012). The presence of different PI-modulating enzymes in subcellular compartments generates compartment-specific PI profiles that underpin organelle identity and function. PI and PI-modulating enzymes are present in the nuclear membrane, as well as within the nucleus (Shah et al., 2013; Divecha et al., 1991; Lindsay et al., 2006; Watt et al., 2004). In the latter, they are associated with interchromatin domains and affect nuclear functions. For example, the level of phosphatidylinositol 5-phosphate (PI5P) in chromatin is increased in response to stress signaling (Jones et al., 2006) and affects p53 acetylation and gene transcription (Gozani et al., 2003).

PIP4K2A and 2B are isoforms within the PIP4K family of lipid kinases that phosphorylate and remove nuclear PI5P (Rameh et al., 1997; Bultsma et al., 2010; Wang et al., 2010; Clarke et al., 2007; Jones et al., 2006). PIP4K2A and 2B are deregulated in human cancers (Jude et al., 2014; Keune et al., 2013; Emerling et al., 2013), leading to expression changes of genes involved in cell-cycle progression, epithelial-mesenchymal transition (EMT), reactive oxygen accumulation and metabolism, ultimately affecting tumor growth. However, how PIP4K and PI5P directly influence specific gene transcription is yet unknown.

Nuclear PI regulate processes through their interaction with proteins containing PI-interacting domains (Lewis et al., 2011; Bidlingmaier and Liu, 2007; Bidlingmaier et al., 2011; Jungmichel et al., 2014) and their identification has linked nuclear PI to protein folding, DNA and chromatin regulation (Lewis et al., 2011), mRNA splicing and polyadenylation (Lewis et al., 2011; Mellman et al., 2008), and allosteric regulation of histone binding modules (Gelato et al., 2014). The PHD finger of Inhibitor of growth protein 2 (ING2) was one of the first convincingly shown to interact with nuclear PI, including PI5P (Gozani et al., 2003). PHD-fingers are present predominantly in nuclear proteins (Bienz, 2006) and are often mutated or deleted in human diseases (Musselman and Kutateladze, 2009). They are zinc-finger motifs facilitating protein/protein and protein/ligand interactions, for example by recognizing specific histone modifications (Pena et al., 2006a; Wysocka et al., 2006). The interaction of PHD fingers with both PI and histone tails suggests possible direct cross talk between a lipid signaling pathway and chromatin.

PIP4K2B is highly expressed in muscle tissue and, in this study, we show that it regulates the expression of muscle-specific genes as well as the extent of myoblast differentiation. We also show that the PHD finger is a common motif for PI binding, and that the basal transcription component TAF3 is a strong interactor of PI, particularly PI5P. Detailed studies revealed a pathway linking the PIP4K2B signal transduction pathway directly to the regulation of TAF3 and gene expression.

## Results

### The Nuclear PI Kinase PIP4K2B Regulates Myoblast Differentiation

Because PIP4K2B is highly expressed in muscle tissue, we analyzed the role of PIP4K2B in myoblast differentiation using the C2C12 cell model. C2C12 myoblast cells can exit the cell cycle, synthesize muscle specific proteins, such as myogenin (MYOG) and myosin heavy chain (MYH), and finally fuse to form large multinucleate myotubes, resembling the differentiation of primary muscle myoblasts (Asp et al., 2011). We generated C2C12 cell lines stably depleted of PIP4K2B expression, without strongly affecting expression of the 2A or 2C PIP4K-isoforms (Figure 1A).

Although PIP4K2B knockdown did not significantly alter cell-cycle progression during differentiation (Figure S1A), it strongly increased myotube formation (Figure 1B) and significantly increased the myoblast fusion index (shX = 4.2 ± 1.2 [SD] and sh-PIP4K2B = 10.59 ± 3.0 [SD], p < 0.000001 Student’s t test). PIP4K2B depletion increased the expression of late (MYH) (Figure 1B) and (early (MYOG) (Figure 1C) myogenic markers. Overexpression of wild-type kinase active PIP4K2B suppressed MYH expression whereas kinase-inactive mutants of PIP4K2B increased the expression of MYH in a similar manner to the knockdown of PIP4K2B (Figure 1D). These data show that PIP4K2B kinase activity is important in controlling the expression of muscle-specific proteins and the extent of C2C12 myoblasts differentiation.

PIP4K2B localizes in the nucleus in many cell types (Bultsma et al., 2010; Jones et al., 2006; Richardson et al., 2007; Boronenkov et al., 1998; Ciruela et al., 2000) and we thus assessed its localization in C2C12 cells undergoing differentiation. In 88% of undifferentiated C2C12 myoblasts, PIP4K2B was nuclear and showed defined punctate nuclear staining (Figure 1E and 0 days). After 1 day of differentiation, PIP4K2B staining became diffuse throughout the cell and after 4 days when myotubes were formed, PIP4K2B was excluded from the nuclei (Figure 1E, day 4). Loss of endogenous nuclear PIP4K2B was also observed by immunoblotting (Figure S1B). Correlating with decreased nuclear PIP4K2B during differentiation, we observed a 1.7-fold increase in nuclear PI5P levels. Depletion of PIP4K2B further increased nuclear PI5P levels (Figure 1F). Knockdown of PIP4K2B did not alter the nuclear levels of total PIP (predominantly PI4P) or PIP_2_ (predominantly PI(4,5)P_2_) as assessed by mass spectrometry. A small decrease in both phosphatidylserine and phosphatidylinositol was observed (Figure S1C).

Because PIP4K2B is nuclear in undifferentiated cells, we postulated that it might affect myoblast differentiation by regulating gene expression. Knockdown of PIP4K2B increased the expression of early and late myogenic marker genes including MYOG, MYH, myosin light chain (MYL), and muscle creatine kinase (CKM) (Figures 1G and S1D). Increased expression of myogenic markers was observed with three different sh-RNA constructs targeting PIP4K2B (Figure S1E) and all three increased myotube formation (Figure S1F). The increased expression of MYH and MYL could be partially rescued by overexpression of a PIP4K2B-PIP4K2A fusion protein (Figure S1G). Increased myogenic gene expression was not solely a consequence of increased numbers of cells undergoing differentiation as they were increased in isolated myotubes (Yoshida et al., 1998) depleted of PIP4K2B (Figure S1H). Increased myogenic transcription was implicated using luciferase expression driven by endogenous promoters of MYOG, CKM or from a synthetic MRF promoter (4RE) which revealed increased transcriptional activity upon PIP4K2B depletion (Figure 1H).

These data are consistent with a role for PIP4K2B in regulating nuclear PI5P levels that affect the expression of muscle-specific genes during myogenic differentiation.

### PHD Finger Containing Proteins as Potential Downstream Targets of PIP4K2B

We reasoned that PHD finger containing proteins may be plausible downstream targets to couple changes in nuclear PI to gene expression (Gozani et al., 2003; Ndamukong et al., 2010). We cloned 32 different human PHD fingers and expressed them as GST fusion proteins in bacteria. Purified proteins (Figure 2A) were tested for interaction with PI using lipid dot blots (Figure 2B) and surface plasmon resonance (SPR) (Figures 2C and S2), together identified 17 PHD fingers as interactors of PI (Table S1). The specificity of PI interaction differed between the two lipid interaction assays, presumably reflecting differing presentation of the lipids.

PHD fingers also interact with methylated (Peña et al., 2006b; Shi et al., 2006) and non-methylated histone H3 tails (Rajakumara et al., 2011). Only three of the 32 PHD fingers preferentially interacted with a methylation modified H3 peptide (TAF3, ING3, and DIDO1), whereas many of the others preferred unmodified H3 peptide, which in some cases was reduced by methylation of the peptide at either K4 or K9 (Figure 2C and Table S1). For example, CXXC1 bound preferentially to the unmodified H3 peptide, while methylation of K9 but not K4 decreased its interaction (Figure 2C).

### The PHD Finger of the Basal Transcription Complex Component TAF3 Interacts with PI

Among the 17 PI interacting PHD fingers, we identified TAF3 (Figure 3A), a component of the basal transcription complex that interacts with H3K4me3 (Vermeulen et al., 2007) (Figure 3B) and is a regulator of C2C12 myoblast differentiation and muscle-specific gene transcription (Deato et al., 2008; Deato and Tjian, 2007).

We first determined how PI interacted with the PHD finger of TAF3. Mutation of conserved cysteine residues for zinc coordination ablated interaction with PI, demonstrating the requirement for an intact PHD finger (Figure S3A). Alignment of PI interacting PHD finger sequences suggested that a polybasic region (PBR) at the C terminus may be important for the interaction with PI (data not shown), which was confirmed by deletion of the PBR (Figures S3B–S3E). Combinatorial mutagenesis of lysine 922, 923, 925, 926 and 928, and arginine 927 completely ablated PI interaction of PHD-TAF3, while maintaining the specificity and interaction of the PHD finger with H3K4me3 peptide (Figures 3C and S3B–S3E). In contrast, mutagenesis of D890 and W891 residues disrupted the H3K4me3 interaction (Figure 3D, right) but did not significantly alter its interaction with PI (Figure 3D, left).

These data show that the PHD finger of TAF3 interacts independently with PI and histone methylation marks enabling the generation of PHD-TAF3 mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3), which we used to further study the relationship between PI5P and TAF3 during myoblast differentiation.

### PI Interaction Regulates TAF3-Dependent Gene Expression during Myoblast Differentiation

Stable knockdown of TAF3 in C2C12 cells (Figures 4A and S4) did not alter their cell growth or the cessation of proliferation upon differentiation (Figure 4B), but severely attenuated C2C12 myoblast differentiation (Deato and Tjian, 2007) and expression of MYOG and MYH (Figure 4C). As expected, mRNA levels of specific myogenic markers (MYOG, CMK, MYL, and MYH) were reduced in TAF3 knockdown cells (Figures 4D and S4A).

TAF3-depleted cells were rescued using either murine wild-type (WT) TAF3 or mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3), which were all similarly expressed (Figure 4E). These cell lines were differentiated and the expression of myogenic markers was determined. As expected, the expression of both MYH and MYOG was rescued by WT TAF3 (Figure 4F), whereas their expression was compromised by rescue with either KK-TAF3 or DW-TAF3 (Figures 4F and 4G). Late-stage myotube formation was also compromised in both the KK- and the DW-TAF3 mutant (Figure S4B).

These data show that PHD finger interactions with both PI and H3K4me3 are required for TAF3 to drive proper muscle-specific gene transcription during differentiation of C2C12 cells.

### PIP4K2B Regulates Specific Gene Expression through the PI Interacting Site of TAF3

We next explored the specific relationship between PIP4K2B expression and the TAF3-PI interaction site in the regulation of muscle differentiation. Specifically, we analyzed if myogenic genes that are regulated by PIP4K2B knockdown require the PI interaction site of TAF3. TAF3-depleted cells were rescued with either WT or KK-TAF3 and were additionally depleted of PIP4K2B (Figures 5A and S5A). QRT-PCR and immunoblotting showed that WT and KK-TAF3 (Figures S5A and S5B) were expressed to similar levels. After differentiation the expression levels of MYOG, MYH and MYL were rescued by the expression of WT-TAF3 and were further increased when PIP4K2B was depleted (Figure 5B, bars 3 and 4). KK-TAF3-expressing cells showed attenuated expression of myogenic markers that were not further induced by PIP4K2B depletion (Figures 5B, S5C, and S5D). In contrast, expression of the myogenic factor MYOD, which is dependent on TAF3 expression, was similarly expressed in both WT and KK-TAF3 rescued cells (Figures 5B, S5C, and S5D). These data directly link TAF3-PI interaction to the regulation of the expression of a subset of myogenic markers.

### PIP4K2B Positively and Negatively Regulates TAF3-Mediated Gene Expression

To gain further insight into the relationship between PIP4K2B and transcriptional regulation by TAF3, we carried out microarray gene expression analysis of the cell lines outlined in Figure 5A, which were either differentiated for 2 days or treated with etoposide for seven hours. 

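C2C12 is a mouse myoblast line that forms myotubes when serum is withdrawn, and etoposide inhibits topoisomerase II and so breaks DNA. The arrays cover cells whose own TAF3 had been depleted and replaced by WT-TAF3 or by KK-TAF3, the mutant that no longer binds phosphoinositides. Pip4k2b, the gene targeted by the shRNA, was lower on every sh-PIP4K2B array than on every shX array of the same treatment. In differentiated cells its log2 signal was 10.69 ± 0.005 (SD, n = 3) in WT-TAF3 shX cells, with single arrays between 10.68 and 10.69, 9.55 ± 0.09 (SD, n = 3) in WT-TAF3 sh-PIP4K2B cells (9.46 to 9.64) and 9.86 ± 0.04 (SD, n = 3) in KK-TAF3 sh-PIP4K2B cells (9.83 to 9.91). After etoposide it was 10.65 ± 0.15 (10.48 to 10.75), 9.76 ± 0.15 (9.63 to 9.92) and 9.94 ± 0.22 (9.69 to 10.10) in the same order, again as mean and SD of 3 arrays. Depletion thus changed Pip4k2b by a log2 value of -1.14 (SE 0.10, adjusted p = 1.78e-06) in differentiated cells and -0.88 (SE 0.10, adjusted p = 3.68e-05) in etoposide-treated cells, with SE the standard error and the adjusted p from limma. Between KK-TAF3 and WT-TAF3 cells, both with the shRNA, Pip4k2b differed by 0.31 (SE 0.10, adjusted p = 0.255) and 0.17 (SE 0.10, adjusted p = 0.411). Neither passed the threshold, which is adjusted over all genes. In differentiated cells, however, every KK-TAF3 array lay above every WT-TAF3 array. The difference was 27.1% of the fall on depletion there (limits 9.50 to 43.1) and 19.5% after etoposide (limits -4.85 to 40.3). By its transcript, Pip4k2b was thus less depleted in differentiated KK-TAF3 cells. Taf3, whose signal includes the introduced transcript wherever the probes match it, differed between KK-TAF3 and WT-TAF3 cells by -0.17 (SE 0.07, adjusted p = 0.456) after differentiation and -0.13 (SE 0.07, adjusted p = 0.368) after etoposide. In both treatments every KK-TAF3 array lay below every WT-TAF3 sh-PIP4K2B array for Taf3.
RNA of 3 genotypes in 2 treatments, with 3 arrays for each of the 6 groups, was amplified and hybridised to Affymetrix mouse gene arrays. The text of the paper and the array labels give 2 days of differentiation, while the design description of the series gives 3 days. Etoposide was applied at 10 µM for 7 hours. The paper calls the arrays of a group biological triplicates. The authors corrected the background, normalized by quantiles and summarised the probes of each transcript cluster by RMA, so the values are log2 signals. The median of all 35556 values of an array lay between 7.25 and 7.46, and arrays of one group correlated with r between 0.994 and 0.999. The median SD of a gene within a group was 0.0704, 0.0730 and 0.0694 in the differentiated shX, sh-PIP4K2B and KK-TAF3 cells and 0.0952, 0.137 and 0.112 after etoposide. Of the transcript clusters, 21789 have 1 gene symbol, and the brightest cluster of each symbol gave 19938 genes. All 18 arrays entered 1 limma fit of the 6 group means. PIP4K2B depletion is WT-TAF3 sh-PIP4K2B minus WT-TAF3 shX, and the KK-TAF3 comparison is KK-TAF3 minus WT-TAF3 within the sh-PIP4K2B cells. Both comparisons of a treatment therefore use the same 3 WT-TAF3 sh-PIP4K2B arrays, with opposite sign. A gene passed the threshold at an adjusted p under 0.05 (Benjamini-Hochberg) together with a change above 1.4-fold. The paper's text gives these limits on p and fold and does not name the test or an adjustment.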

Etoposide treatment increased nuclear PI5P in other cell types (Jones et al., 2006), allowing the study of TAF3-PI interaction in a setting unrelated to differentiation (accession number GSE66353). 

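Over the 500 genes with the largest variance across the 18 arrays, the differentiated and the etoposide-treated cells lay at opposite ends of the first component, which held 85.2% of the variance. The 3 differentiated genotypes had mean scores between -13.93 and -11.83 on it, and the etoposide-treated ones between 10.74 and 14.64. The second component, with 4.77% of the variance, set WT-TAF3 shX cells apart from both sh-PIP4K2B genotypes. In differentiated cells its scores were 5.06 ± 0.559 (SD, n = 3) for shX, -2.51 ± 0.497 for WT-TAF3 sh-PIP4K2B and -3.25 ± 0.444 for KK-TAF3 sh-PIP4K2B. After etoposide they were 2.93 ± 0.684, -0.026 ± 1.05 and -2.20 ± 1.27. The third component (3.76%) placed WT-TAF3 sh-PIP4K2B cells below the other genotypes in both treatments, at -4.12 ± 0.056 against 0.879 ± 0.204 (shX) and 3.44 ± 0.035 (KK-TAF3) after differentiation and at -3.22 ± 0.418 against 0.749 ± 0.264 and 2.27 ± 0.668 after etoposide. Of the 280 ways to divide the 9 arrays of a treatment into 3 groups of 3, the division by genotype gave the largest ratio of distances between and within groups, 17.4 in differentiated and 4.71 in etoposide-treated cells (exact permutation test, p = 0.00357 in each, the smallest p that 280 divisions allow). The next largest ratios were 4.00 and 3.16. Over all 19938 genes the ratio for etoposide-treated cells was 1.59 and no longer the largest (exact permutation test, p = 0.0679).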

Principal component (PC) analysis (Figure S6A) of the top 500 most variable genes showed that the biological triplicate arrays for each genotype were highly coherent and that the variation within the data sets could cluster C2C12 cells based on their specific genotype. Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) indicated that gene expression programmes upregulated either during myoblast differentiation (GSE19968) (van Oevelen et al., 2010) or by MYOD overexpression were highly enriched in cells with PIP4K2B depletion and in cells expressing WT-TAF3 compared to KK-TAF3 (Figure S6B). However, depletion of PIP4K2B or expression of KK-TAF3 did not affect all aspects of differentiation because genes that are normally downregulated during differentiation (van Oevelen et al., 2010) were not enriched (data not shown).

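Several structural genes of the sarcomere rose after PIP4K2B depletion and fell in KK-TAF3 cells. Of 55 measured sarcomere genes, listed before the data were examined, 7 were higher and none lower in differentiated WT-TAF3 cells with sh-PIP4K2B than with shX (7 also adjusted over the list alone). They are Pdlim3, a partner of alpha-actinin at the Z-disc, at 1.01 (SE 0.07, adjusted p = 2.12e-07), the fast myosin light chain Myl1 at 0.95 (SE 0.13, adjusted p = 3.43e-04), the troponins Tnnt3 at 0.83 (SE 0.07, adjusted p = 1.42e-06), Tnnt2 at 0.63 (SE 0.09) and Tnnc1, and Mylpf and Actn3. The median of the list was 0.02 and camera placed it higher (adjusted p = 0.00374, and adjusted p = 0.422 with an estimated correlation). In KK-TAF3 cells 11 of the 55 were lower than in WT-TAF3 cells and none was higher (11 adjusted over the list alone), with a median of -0.13 and a camera adjusted p = 4.71e-30, which held with an estimated correlation (adjusted p = 0.00716). The skeletal actin Acta1 fell by 1.18, SE 0.10, adjusted p = 1.55e-06, and Tnnc1 changed by -1.11 (SE 0.10, adjusted p = 3.36e-06), the embryonic myosin light chain Myl4 by -0.94 (SE 0.08), the embryonic myosin heavy chain Myh3 by -0.93 (SE 0.09) and Myl1 by -0.81 (SE 0.13). After PIP4K2B depletion Acta1, Myl4 and Myh3 stood at 0.47 (SE 0.10, adjusted p = 0.0138), 0.43 (SE 0.08) and 0.40 (SE 0.09), below 1.4-fold. Mylpf stood at -0.33 (SE 0.07) in the KK-TAF3 comparison, also below it, after 0.56 (SE 0.07) on depletion.
Of 29 genes of excitation-contraction coupling, 5 rose after PIP4K2B depletion and none fell (5 adjusted over the list alone): Chrnd at 0.84 (SE 0.08, adjusted p = 7.97e-06) and Chrng at 0.54 (SE 0.09), subunits of the acetylcholine receptor, the calcium-binding Casq2, Srl at 0.57 (SE 0.08) and the junctional protein Trdn at 0.53 (SE 0.11). Camera gave an adjusted p = 7.94e-05 for this list and 7.94e-05 in the other direction in KK-TAF3 cells, where only Casq2 passed, with an adjusted p = 0.105 in both with an estimated correlation. The 19 transcript clusters of Trdn stood between 0.29 and 1.41 on depletion, 15 of them above 1.4-fold, and between -1.335 and -0.367 in the KK-TAF3 comparison, again 15 beyond it. Tested with every transcript cluster, 9 of the 19 were higher on depletion and 3 lower in KK-TAF3 cells at the threshold. The brightest cluster, taken for the gene, stood at -0.47 (SE 0.11, adjusted p = 0.037) in the KK-TAF3 comparison, short of the fold limit. Among 23 regulators of myogenesis none passed after PIP4K2B depletion by limma, 0 also at an unadjusted p under 0.05 with 1.4-fold (camera adjusted p = 0.189), and 1 fell in KK-TAF3 cells (camera adjusted p = 0.288). That gene is Myog, at -1.02 (SE 0.09, adjusted p = 2.19e-06) in KK-TAF3 cells and 0.25 (SE 0.09, adjusted p = 0.0971) after depletion. Myod1 stood at 0.00 (SE 0.08) and 0.20 (SE 0.08). Of 30 genes of myoblast fusion none passed on depletion by limma, 0 also at an unadjusted p (camera adjusted p = 0.192), and 1 fell in KK-TAF3 cells, the fusion protein Mymk at -1.57 (SE 0.11, adjusted p = 6.46e-08) against 0.41 (SE 0.11, adjusted p = 0.0324) on depletion. Its list was lower by camera in KK-TAF3 cells (adjusted p = 0.00108, and adjusted p = 0.473 with an estimated correlation). The 24 genes of muscle metabolism held no gene past the threshold in either comparison by limma, 0 also at an unadjusted p with 1.4-fold (camera adjusted p = 0.809 and 0.333), with Ckm, the muscle creatine kinase, at 0.07 (SE 0.08) and -0.42 (SE 0.08). The calls of Chrng, Srl and Trdn on depletion were lost with the median signal of each array in the fit, and that of Trdn also without 1 of the arrays. The gene sets of the paper's enrichment analysis were not used here.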

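Few cell cycle genes, which myoblasts turn down as they leave the cycle to differentiate, passed the threshold. Of 39 genes of the G2 and M phases, 1 passed the threshold after PIP4K2B depletion, the mitotic kinesin Kif4 at 0.52 (SE 0.10, adjusted p = 0.00751), and none passed between KK-TAF3 and WT-TAF3 cells by limma, 0 also at an unadjusted p under 0.05 with 1.4-fold. Adjusted over the list alone the counts were the same, 1 and 0. Short of 1.4-fold the list moved as a whole, with a median of 0.28 on depletion and -0.16 in KK-TAF3 cells (camera adjusted p = 7.74e-18 and 4.23e-19). With an estimated correlation neither was past the threshold (adjusted p = 0.13 and 0.126). Of 39 genes of DNA replication 1 rose on depletion (1 adjusted over the list alone), the cyclin Ccne2 at 0.61 (SE 0.17, adjusted p = 0.0419), and none passed in KK-TAF3 cells by limma, 0 also at an unadjusted p (camera adjusted p = 3.22e-07 and 0.0628, or adjusted p = 0.325 and 0.75 with an estimated correlation). Among 23 genes of quiescent reserve cells, the cells of a culture that stay undifferentiated, 2 fell on depletion, Cd34 and Tgfbr3, and 1, Cd34, in KK-TAF3 cells, with camera adjusted p = 0.0825 and 0.348. The call of Ccne2 was lost without any 1 of the 6 arrays compared, and those of Ccne2 and Kif4 with the median signal of each array in the fit. The call of Kif4 was also lost in more than 1 of the fits that left out an array.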

Comparative expression analysis showed that 550 genes changed upon depletion of PIP4K2B (p < 0.05, >1.4-fold difference), of which 331 were upregulated. 

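PIP4K2B depletion raised 136 genes and lowered 75, 211 of 19938 in all (152 higher and 80 lower at an unadjusted p under 0.05 with the same fold). The largest rise was that of Sprr2b, a small proline-rich protein of the cornified envelope of skin, from 5.38 ± 0.22 to 9.48 ± 0.06 (log2 signal, SD, n = 3), a change of 4.11 (SE 0.13, adjusted p = 7.52e-13). The immunoglobulin-family surface protein Cd200 rose by 2.10 (SE 0.09, adjusted p = 2.71e-11), the flavin monooxygenase Fmo1 by 1.82 (SE 0.09, adjusted p = 4.59e-10), Lrrn1 by 1.4983 (SE 0.08), Glipr1 by 1.41 (SE 0.14) and Lix1 by 1.25 (SE 0.10). Frmpd1, Sh2d1b1, the desmosomal plakophilin Pkp2 and the protease Pappa, which cleaves IGF-binding proteins, rose by 1.16, 1.12, 1.06 and 1.01. Among 20 genes of the small proline-rich family and the epidermis 4 rose and none fell (4 adjusted over the list alone), Sprr2b, Sprr2j-ps at 0.65 (SE 0.12), Sprr2i at 0.56 (SE 0.11) and the keratin Krt14 at 0.56 (SE 0.08). The median of this list was -0.04 while its mean was 0.22, and camera found no shift (adjusted p = 0.322). The Sprr2 genes are similar in sequence, and signal shared between their probes was not tested.
Several genes of the extracellular matrix and secreted signalling fell. Of 24 proteoglycan genes 3 fell and none rose (3 adjusted over the list alone): lumican, Lum, at -1.06 (SE 0.09, adjusted p = 8.37e-07), Prelp, and versican, Vcan. Camera placed the list lower at an adjusted p = 0.00197, and an adjusted p = 0.13 with an estimated correlation. Of 40 collagen and matrix genes 1 fell, the elastic fibre protein Fbln5 at -0.95 (SE 0.07, adjusted p = 1.86e-07) (list adjusted p = 0.0972). Of 27 genes of Wnt, BMP and TGF-beta ligands and antagonists 4 fell and none rose (4 adjusted over the list alone): the BMP antagonist Grem1 at -0.65 (SE 0.08, adjusted p = 7.19e-05), Bmp4 at -0.60 (SE 0.08), Dkk3 and Sfrp2 (camera adjusted p = 0.00479, and adjusted p = 0.365 with an estimated correlation). Other large falls were those of the adenylate kinase Ak5 at -0.94 (SE 0.09), Bicc1 at -0.90 (SE 0.11), the carboxylesterase Ces2g at -0.90 (SE 0.10), Sh3rf3 at -0.76 (SE 0.07) and the neurturin receptor Gfra2 at -0.73 (SE 0.10). Il33 fell by 0.59, SE 0.10, adjusted p = 0.00187. Genes of cholesterol synthesis rose: of 20 genes 4 were higher and none lower (4 adjusted over the list alone), Idi1 at 0.67 (SE 0.15, adjusted p = 0.0188), Lss at 0.59 (SE 0.09), Msmo1 at 0.54 (SE 0.11) and Hmgcs1 at 0.49 (SE 0.07), with a list median of 0.25 (camera adjusted p = 2.97e-12, and adjusted p = 0.105 with an estimated correlation). Targets of p53 were higher as a list with no member past the threshold by limma, 0 also at an unadjusted p with 1.4-fold (adjusted p = 6.46e-04, and adjusted p = 0.13 with an estimated correlation), and so were 29 genes of TFIID and the core promoter (adjusted p = 6.69e-04 and adjusted p = 0.365). Bone and cartilage genes were lower in the same way (13 genes, adjusted p = 0.0015 and adjusted p = 0.325). Lists of 63 phosphoinositide enzymes and of 29 PHD finger proteins were higher as well (adjusted p = 0.0126 and 0.0402, or adjusted p = 0.56 and 0.59 with an estimated correlation). Of the enzymes Pik3r3 was higher and Pip4k2b lower, and no PHD finger gene was past the threshold by limma, 0 also at an unadjusted p. With the array median in the fit the direction of both lists turned to lower, with neither past the threshold. The median signal of the sh-PIP4K2B arrays was lower than that of the shX arrays by a mean difference of -0.0969, and over all genes the changes on depletion correlated with the shared axis along which arrays of one group differ (r = -0.664 across genes, which are not independent replicates). With the array median in the fit, 58 genes were higher and 86 lower, 99 of them among the 211. The array medians of the groups compared do not overlap, so a call can be lost in that fit through lost precision as well as through brightness. The calls of all 4 cholesterol genes and of Sprr2i and Sprr2j-ps were lost there. Those of Idi1, Hmgcs1 and Sprr2i were also each lost in more than 1 of the fits that left out an array. With each array centred on its median, 318 were higher and 31 lower. The count was 319 without WT-TAF3 sh-PIP4K2B replicate 1, 323 without shX replicate 3 and 140 without shX replicate 1.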

202 genes were differentially expressed between WT and KK-TAF3 rescued C2C12 cells (p < 0.05, 1.4-fold cut off) (Figure S6C). 

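Between KK-TAF3 and WT-TAF3 cells 60 genes were higher and 43 lower in KK-TAF3 cells, 103 in all (72 and 51 at an unadjusted p under 0.05 with the same fold). Genes of secreted growth factors were among those that rose. Pdgfd, a ligand of the PDGF receptor, rose from 6.85 ± 0.13 to 8.42 ± 0.10 (log2 signal, SD, n = 3), a change of 1.58 (SE 0.10, adjusted p = 6.46e-08), and the hepatocyte growth factor gene Hgf rose by 0.69 (SE 0.10, adjusted p = 0.00117). They were the 2 higher genes of 18 PDGF, VEGF and related ligands, with none lower (2 adjusted over the list alone), and camera gave the list an adjusted p = 1.22e-05, and an adjusted p = 0.105 with an estimated correlation. The calcium-binding C2-domain protein Mctp1 rose by 1.42 (SE 0.11, adjusted p = 2.44e-07), the Nogo receptor relative Rtn4rl1 by 1.16 (SE 0.09), the prostaglandin F receptor Ptgfr by 1.14 (SE 0.09), Setbp1 by 1.02 (SE 0.12), Renbp by 1.00 (SE 0.09), Ccdc3 by 0.89 (SE 0.09) and the integrin Itga4 by 0.86 (SE 0.09). The largest fall was that of Sprr2b at -3.79 (SE 0.13, adjusted p = 3.19e-12), from 9.48 to 5.70 ± 0.18. It was the 1 lower gene of the small proline-rich and epidermal list, where Sprr2e was the 1 higher gene (camera adjusted p = 0.253). Of 24 proteoglycans 1 was higher, Vcan, and 2 lower, Prelp and Aspn, the latter at -0.73 (SE 0.17, adjusted p = 0.0417), a call lost without any 1 of the 6 arrays (list adjusted p = 0.288). Interferon response genes (37) and cholesterol synthesis genes (20) were lower and fat cell genes (18) higher as lists, with no member past the threshold by limma and 3, 0 and 0 at an unadjusted p with 1.4-fold. Camera gave an adjusted p = 0.00257, 0.00393 and 0.0222, and an adjusted p = 0.453, 0.498 and 0.325 with an estimated correlation. The mean array medians of the groups compared differed by 0.00813, and the array median in the fit left 65 genes higher and 43 lower, 99 of them among the 103.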

Sixty-three genes were deregulated in both conditions (Figure S6B) and analysis of changes in the overlapping genes showed that those that are increased by PIP4K2B depletion are decreased in KK-expressing cells. Conversely, genes downregulated when PIP4K2B is depleted are more highly expressed in KK-TAF3 rescue cells (Figure 6B). 

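Of the genes changed in differentiated cells, 28 passed the threshold both on PIP4K2B depletion and between KK-TAF3 and WT-TAF3 cells, and 17 of these rose on depletion and fell in KK-TAF3 cells. None rose in both. With each array centred on its median 25 rose on depletion and fell in KK-TAF3 cells and 3 rose in both, with the array median in the fit the numbers were 19 and 0, and without WT-TAF3 sh-PIP4K2B replicate 1 they were 20 and 1. The 17 include muscle genes (Myl1, Pdlim3, Tnnc1, Tnnt2, Tnnt3 and Casq2) and Sprr2b. The secreted C1q and TNF related protein C1qtnf3 changed by 0.93 (SE 0.09, adjusted p = 7.78e-06) on depletion and -1.35 (SE 0.09, adjusted p = 6.46e-08) in KK-TAF3 cells. Casq2 changed by 0.73 (SE 0.08, adjusted p = 3.52e-05) and -1.22 (SE 0.08, adjusted p = 6.46e-08), the hemojuvelin gene Hjv by 0.97 (SE 0.09) and -0.74 (SE 0.09), and Fam107a by 0.67 (SE 0.08) and -0.89 (SE 0.08). Lrrn1 and Fmo1 fell in KK-TAF3 cells by 1.22, SE 0.08, adjusted p = 6.46e-08 and by 0.92, SE 0.09, adjusted p = 5.11e-06. Pdlim3, Tnnt3 and Tnnt2 fell there by 0.64, 0.57 and 0.93. Independent lists of these sizes would share 1.09 genes, so that the observed overlap is 25.7 times as large, and 0.293 of those would be higher on depletion and lower in KK-TAF3 cells. Independent lists leave out the arrays that both comparisons use, and 3 arrays cannot be split evenly between them, so part of the excess may come from these arrays. Of 100 drawn assignments of the 9 arrays to the genotypes 2 gave as many shared genes, the real one included, with 40 as the highest other. Over all 19938 genes the 2 sets of changes correlated with r = -0.282 and a covariance of -0.00672, against a simulated r of -0.500 and covariance of -0.00499 from the shared arrays alone with genes taken as independent. Redrawn residuals, which keep the noise that genes share, gave r from -0.857 to 0.173 and a covariance from -0.0143 to 0.00113 with no change (95% of 100 draws), and both observed values lie within. Here each r is across genes, which are not independent replicates. The redrawn residuals had nearly the same mean covariance in both treatments, -0.00542 here and -0.00534 after etoposide, although genes varied more after etoposide. Their range may therefore be too wide for differentiated cells.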

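The opposite class, lower after PIP4K2B depletion and higher in KK-TAF3 cells, held 6 of the 28 genes, against 0.226 for independent lists. This number depends on the scaling of the arrays: it was 13 of 36 with the array median in the fit and 2 of 33 with each array centred on its median. Trp53i11, a gene induced by p53, changed by -1.13 (SE 0.08, adjusted p = 1.86e-07) on depletion and 0.53 (SE 0.08, adjusted p = 0.00154) in KK-TAF3 cells. The matrix proteoglycan Vcan changed by -0.65 (SE 0.16, adjusted p = 0.028) and 0.76 (SE 0.16, adjusted p = 0.0257), and the matrix protein Dpt by -0.71 (SE 0.10) and 0.55 (SE 0.10). The Wnt antagonist Sfrp2 changed by -0.53 (SE 0.10) and 0.59 (SE 0.10), the sulfotransferase Chst15 by -0.50 (SE 0.08) and 0.67 (SE 0.08), and Kirrel3 by -0.52 (SE 0.09) and 0.52 (SE 0.09). Over the 28 shared genes the changes of the 2 comparisons correlated with r = -0.801 across genes, and with r = -0.634 without Sprr2b. Genes were chosen here for passing in both comparisons, which share arrays, so this r holds the shared noise too. The call of Vcan was lost in both comparisons without any 1 of the arrays compared, those of Sfrp2 and Chst15 on depletion without 1 of them and that of Dpt in KK-TAF3 cells without some.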

GSEA also demonstrated that genes upregulated upon PIP4K2B knockdown (increase in nuclear PI5P) were highly enriched in WT-TAF3 expressing cells, whereas those downregulated in PIP4K2B knockdown cells were highly enriched in KK-TAF3 cells. These data suggest that PIP4K2B regulates gene transcriptional output by changing the levels of nuclear PI, which modulates TAF3 function by directly interacting with the PBR domain of TAF3.

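Ranked by the moderated statistic of WT-TAF3 over KK-TAF3 in differentiated cells, the 136 genes raised by PIP4K2B depletion lay towards WT-TAF3. Their normalized enrichment score was 3.57 (fgsea, permutation p = 1.62e-38, n = 136 genes), with 69 genes in the leading part of the ranking and a median change of -0.18 in KK-TAF3 cells. The 75 genes lowered by depletion lay towards KK-TAF3, with a score of -2.003 (permutation p = 8.74e-06, n = 75 genes), 40 genes in the leading part and a median change of 0.18. Camera gave p = 3.76e-38 for the first set (n = 136 genes) and p = 7e-08 for the second (n = 75 genes), and both stayed past the threshold with an estimated correlation (p = 0.00544, n = 136 genes, and p = 0.00767, n = 75 genes). The sets and the ranking use the same WT-TAF3 sh-PIP4K2B arrays. With sets taken instead from etoposide-treated cells, which share no array with this ranking, the 64 genes raised by depletion there had a score of 2.75 (permutation p = 7.98e-11, n = 64 genes) and the 109 lowered ones a score of -2.08 (permutation p = 2.41e-07, n = 109 genes). Of these, the first held with an estimated correlation in camera (p = 0.00133, n = 64 genes) and the second did not (p = 0.245, n = 109 genes). These sets still come from cells of the same genotypes, so a deviation particular to the WT-TAF3 sh-PIP4K2B cells is not excluded.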

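Set against WT-TAF3 shX cells, KK-TAF3 sh-PIP4K2B cells stood higher in some of the genes raised by depletion and lower in others. The arrays hold no KK-TAF3 cells without sh-PIP4K2B, so the effect of depletion within KK-TAF3 cells was not measured. An effect of the mutant by itself cannot be told apart here from a lost response to depletion. Sprr2b stood at 0.32 (SE 0.13, adjusted p = 0.118) relative to shX cells, not past the threshold. Fmo1 stood at 0.89 (SE 0.09, adjusted p = 6.47e-06) and Tnnt3 at 0.27 (SE 0.07, adjusted p = 0.0292), the latter short of 1.4-fold. C1qtnf3 and Acta1 lay below the shX level, at -0.42 (SE 0.09, adjusted p = 0.0117) and -0.71 (SE 0.10, adjusted p = 4.33e-04), the former short of 1.4-fold. Of the genes lowered by depletion, Vcan stood at 0.11 (SE 0.16, adjusted p = 0.686) and Trp53i11 at -0.61 (SE 0.08, adjusted p = 1.94e-04). Igfbp4, a binding protein of insulin-like growth factors, stood lower than on depletion, at -1.57 (SE 0.07, adjusted p = 3.50e-10). In all, 164 genes were higher and 87 lower in KK-TAF3 sh-PIP4K2B than in WT-TAF3 shX cells. With each array centred on its median 383 were higher and 50 lower, and with the array median in the fit 88 and 81. Without KK-TAF3 replicate 3 the total was 381. From the genes shared by the 2 comparisons and the enrichment of the depletion sets between WT-TAF3 and KK-TAF3 cells, the paper proposes that PIP4K2B sets transcriptional output through the level of nuclear phosphoinositides, which act on TAF3 by binding its polybasic region.

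**Figure D1:**
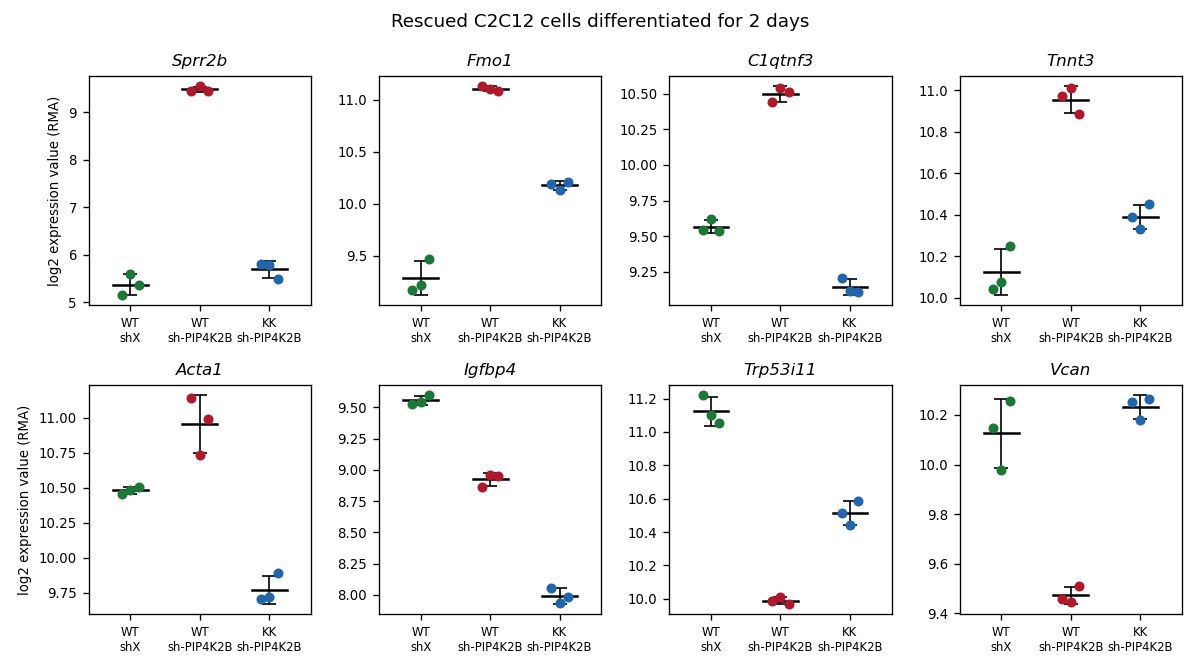
Log2 signal of 8 genes on each array of differentiated cells, by genotype (WT-TAF3 shX, WT-TAF3 sh-PIP4K2B and KK-TAF3 sh-PIP4K2B, 3 arrays each); points are single arrays and bars the mean with the SD. In this order the mean of Sprr2b is 5.38, 9.48 and 5.70, and that of Igfbp4 is 9.55, 8.92 and 7.99.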

To verify the microarray analysis we analyzed gene expression by QRT-PCR. Another six genes (CKM, Sprr2b, Tmem8C, Acta1,Trdn, and C1qTNF3) showed similar patterns of expression as MYOG, MYH, and MYL (Figures 5B and 6D). Their upregulation when PIP4K2B was depleted was suppressed in KK-TAF3 rescue cells (Figure 6D). We also identified another group of genes (Ncam2, Igfbp4, Dkk3, Ces2g, and Prelp) whose expression was partially decreased in PIP4K2B knockdown cells and strongly decreased in KK-TAF3 cells (Figure 6D).

In etoposide-treated cells, 236 genes were differentially expressed in PIP4K2B-depleted cells, whereas 127 genes were differentially expressed between WT-TAF3 and KK-TAF3 rescue cells, with a highly significant overlap of 30 genes (Figure S6D). These 30 genes again highlighted a co-regulated response. However, most of the genes in the overlap were downregulated in PIP4K2B depleted cells and correspondingly upregulated in KK-TAF3 rescue cells (Figure 6E). 

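In etoposide-treated cells PIP4K2B depletion raised 64 genes and lowered 109, 173 in all (67 and 121 at an unadjusted p under 0.05 with the same fold). Genes of mitosis were higher. Of 39 genes of the G2 and M phases 16 rose and none fell (17 adjusted over the list alone), with a median of 0.46 and a camera adjusted p = 3.36e-45, which held with an estimated correlation (adjusted p = 0.034). The mitotic kinesins Kif20a and Kif23 rose by 0.72 (SE 0.06, adjusted p = 1.20e-06) and 0.63 (SE 0.07, adjusted p = 6.23e-05), and the mitotic kinases Plk1 and Aurka by 0.67 (SE 0.09) and 0.61 (SE 0.07). Of 39 genes of DNA replication 3 rose and none fell (3 adjusted over the list alone), Ccne2 at 0.68 (SE 0.17, adjusted p = 0.0306) and the licensing factors Cdt1 at 0.55 (SE 0.08) and Mcm5 at 0.51 (SE 0.06), with a median of 0.29 (camera adjusted p = 4.23e-19, and adjusted p = 0.105 with an estimated correlation). Among the largest rises were those of Sprr2b at 2.25 (SE 0.13, adjusted p = 1.36e-08), Sh2d1b1 at 1.4991 (SE 0.14), the quinone reductase Nqo1 at 1.101 (SE 0.13), the invariant chain Cd74 at 0.98 (SE 0.08), Cd200 at 0.91 (SE 0.09) and the kinesin Kif18b at 0.78 (SE 0.09). Sprr2b was the 1 member past the threshold of the 20 small proline-rich and epidermal genes, which camera placed higher (adjusted p = 2.08e-05, and adjusted p = 0.034 with an estimated correlation).
Several proteoglycans fell: of 24 genes 5 were lower and none higher (5 adjusted over the list alone), led by decorin, Dcn, and with Aspn at -1.08 (SE 0.17, adjusted p = 9.34e-04), Lum at -0.95 (SE 0.09, adjusted p = 3.63e-06), Prelp at -0.67 (SE 0.10) and Omd (camera adjusted p = 0.00362, and adjusted p = 0.16 with an estimated correlation). Of 29 genes of axon guidance and neural adhesion 3 fell and none rose (3 adjusted over the list alone), the semaphorins Sema3c at -0.84 (SE 0.07, adjusted p = 1.20e-06) and Sema3d at -0.79 (SE 0.13) and Slit2 at -0.67 (SE 0.14). The median of that list was 0.01 and its mean -0.07 (camera adjusted p = 0.327). The hypoxia-induced carbonic anhydrase Car9 fell by 1.32, SE 0.12, adjusted p = 3.76e-06. Members of other lists fell too: Insig1 at -0.62 (SE 0.09) as the 1 of 20 cholesterol genes, Plcg2 at -0.67 (SE 0.12) and the shRNA target Pip4k2b as the 2 of 63 phosphoinositide enzymes, and Trdn at -0.64 (SE 0.11), with its transcript clusters between -1.088 and 0.263, as the 1 of 29 genes of excitation-contraction coupling. Camera placed these 3 lists lower (adjusted p = 8.90e-06, 0.00479 and 2.37e-04, or adjusted p = 0.315, 0.53 and 0.126 with an estimated correlation). The median signal of the sh-PIP4K2B arrays was higher than that of the shX arrays by a mean difference of 0.0461, the changes correlated across genes with the shared axis of the arrays (r = 0.565), and the array median in the fit left 96 genes higher and 81 lower, 133 of them among the 173. Centring each array on its median gave 38 higher and 149 lower. The call of Trdn was lost without WT-TAF3 sh-PIP4K2B replicate 2. Those of Ccne2, Mcm5 and Slit2 were each lost in more than 1 of the fits that left out an array. Without WT-TAF3 sh-PIP4K2B replicate 1 the count was 348.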

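Between KK-TAF3 and WT-TAF3 cells treated with etoposide 68 genes were higher and 13 lower in KK-TAF3 cells, 81 in all (85 and 21 at an unadjusted p under 0.05 with the same fold). In a fit on the 2 groups compared alone, 24 were higher and 2 lower. Pdgfd rose by 1.35 (SE 0.10, adjusted p = 6.45e-07) and was the 1 gene past the threshold among 18 PDGF, VEGF and related ligands (camera adjusted p = 0.0449, and adjusted p = 0.453 with an estimated correlation). Mctp1 rose 2.14-fold (adjusted p = 1.54e-05), the neuronal pentraxin Nptx1 by 0.93 (SE 0.11), the receptor phosphatase Ptprf by 0.92 (SE 0.13), Renbp by 0.90 (SE 0.09) and the G-protein regulator Rgs2 by 0.88 (SE 0.11). Falls besides that of Sprr2b include those of Irak3, an inhibitor of Toll-like receptor signalling, at -0.90 (SE 0.10, adjusted p = 4.71e-05) and the ephrin receptor Epha4 at -0.61 (SE 0.09). Of the 20 small proline-rich and epidermal genes 3 fell, Sprr2b, Krt14 at -0.54 (SE 0.08) and Krt19 at -0.51 (SE 0.09), and 1 rose, Sprr2f at 0.82 (SE 0.10) (3 and 1 adjusted over the list alone). Camera placed this list lower at an adjusted p = 4.96e-05, which held with an estimated correlation (adjusted p = 0.0361). Taf9b, a relative of the TFIID subunit TAF9, rose by 0.52 (SE 0.08) as the 1 gene past the threshold of 29 of TFIID and the core promoter (camera adjusted p = 4.85e-05, and adjusted p = 0.294 with an estimated correlation). Pmaip1, a p53 target that promotes apoptosis, rose by 0.51 (SE 0.09) as the 1 such gene of 36 p53 targets (adjusted p = 0.0219, and adjusted p = 0.325 with an estimated correlation). Lists with no member past the threshold by limma were higher for mitosis and DNA replication (adjusted p = 6.55e-06 and 2.37e-04) and lower for collagens, the sarcomere and bone and cartilage (adjusted p = 2.08e-05, 0.0272 and 0.0449). At an unadjusted p with 1.4-fold the counts were 1 lower for collagens and 0 for the other 4, and with an estimated correlation the adjusted p was at least 0.453 for each of the 5. The KK-TAF3 arrays had a lower median signal than the WT-TAF3 arrays by a mean difference of -0.0367, which went with the changes across genes (r = -0.591 with the shared axis). With the array median in the fit 52 genes were higher and 19 lower, 63 of them among the 81, and the call of Taf9b was lost. Without WT-TAF3 sh-PIP4K2B replicate 1 the count was 188, without replicate 2 it was 52 and without KK-TAF3 replicate 1 it was 141, and single arrays also decided the calls of Krt14, Krt19, Taf9b and Pmaip1.

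**Figure D2:**
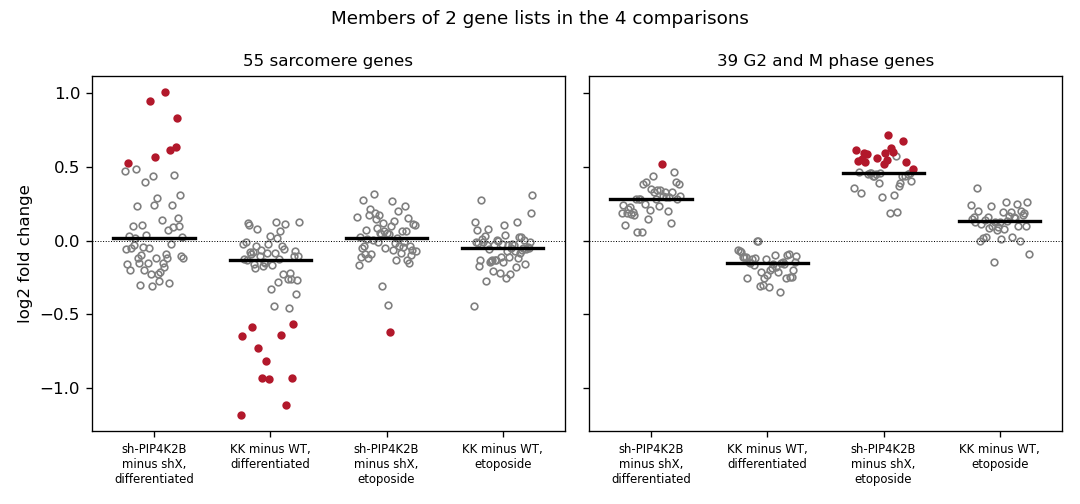
Log2 change of each of 55 sarcomere genes and 39 genes of the G2 and M phases in the 4 comparisons; each point is a gene, filled red where it passed the threshold, and the black bar is the median of the list. The G2 and M genes have a median of 0.46 on depletion after etoposide with 16 past the threshold, and the sarcomere genes a median of -0.13 in differentiated KK-TAF3 cells with 11.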

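In etoposide-treated cells 25 genes passed the threshold in both comparisons, and 24 of them moved in opposite directions, down on PIP4K2B depletion and up in KK-TAF3 cells or the reverse. The exception is the plasminogen activator inhibitor Serpinb2, higher in both at 0.65 (SE 0.13, adjusted p = 0.00937) and 0.64 (SE 0.13, adjusted p = 0.026). Each of these calls was lost in more than 1 of the fits that left out an array. Over the 25 genes the changes of the 2 comparisons correlated with r = -0.895 across genes, and with r = -0.691 without Sprr2b, where genes are not independent replicates and were chosen for passing both. Independent lists of these sizes would share 0.703 genes, and the overlap was 35.6 times that. Of 100 drawn assignments of the 9 arrays to the genotypes 9 gave as many shared genes, the real one included, with 94 as the highest other, and part of the excess may come from the shared arrays. Without WT-TAF3 sh-PIP4K2B replicate 1 the overlap was 63 and without replicate 2 it was 16. Across all genes r was -0.575 with a covariance of -0.0139, against a simulated covariance of -0.00498 for the arrays alone with genes taken as independent. Both lie within what redrawn residuals, which keep the noise that genes share, gave with no change (95% of 100 draws). These gave r from -0.885 to 0.205 and a covariance from -0.0181 to 0.00127. That range may be too narrow, as genes varied more after etoposide and the mean redrawn covariance was nearly that of differentiated cells.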

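Of the 25 shared genes 22 were lower after PIP4K2B depletion and higher in KK-TAF3 cells, against 0.372 for independent lists. The matrix proteoglycan decorin, Dcn, changed by -1.53 (SE 0.07, adjusted p = 3.10e-10) on depletion and 1.12 (SE 0.07, adjusted p = 3.26e-08) in KK-TAF3 cells, and the cytokine gene Il33 by -1.46 (SE 0.10, adjusted p = 9.02e-08) and 1.20 (SE 0.10, adjusted p = 1.64e-06). The integrin Itga4 changed by -1.07 (SE 0.09, adjusted p = 1.66e-06) and 0.91 (SE 0.09, adjusted p = 1.60e-05), and the GDNF receptor Gfra1 by -1.01 (SE 0.09, adjusted p = 2.17e-06) and 0.79 (SE 0.09, adjusted p = 5.45e-05). Raet1d, a ligand of the NKG2D receptor, changed by -0.87 (SE 0.10) and 0.97 (SE 0.10), and the serpin Serpinb6b by -0.93 (SE 0.11) and 0.75 (SE 0.11). Enpp5 changed by -0.79 (SE 0.09) and 0.76 (SE 0.09), and the profilin Pfn2 by -0.88 (SE 0.14) and 0.76 (SE 0.14). The call of Pfn2 in the KK-TAF3 comparison was lost in more than 1 of the fits that left out an array. The reverse direction, higher on depletion and lower in KK-TAF3 cells, held 2 genes, against 0.0417 for independent lists. With the array median in the fit the 2 classes held 18 and 6 of 25 genes, and with each array centred on its median 26 and 1 of 28. The 2 genes higher on depletion and lower in KK-TAF3 cells are Sprr2b and the semaphorin receptor Plxna4. Sprr2b stood at -2.36 (SE 0.13, adjusted p = 1.25e-08) in KK-TAF3 cells. Plxna4 stood at 0.50 (SE 0.09, adjusted p = 0.00221) on depletion and -0.55 (SE 0.09, adjusted p = 0.00298) in KK-TAF3 cells. Its call on depletion was lost in more than 1 of the fits that left out an array.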

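The 109 genes lowered by PIP4K2B depletion in etoposide-treated cells had a median change of 0.25 in KK-TAF3 cells relative to WT-TAF3 cells. In the ranking of WT-TAF3 over KK-TAF3 cells their normalized enrichment score was -3.21 (permutation p = 2.97e-30, n = 109 genes), with 74 genes in the leading part towards KK-TAF3. Camera gave p = 1.72e-31 (n = 109 genes), and p = 0.00621 with an estimated correlation (n = 109 genes). Set and ranking share the WT-TAF3 sh-PIP4K2B arrays. The 75 genes lowered by depletion in differentiated cells, which share no array with this ranking, had a score of -1.58 (permutation p = 0.00716, n = 75 genes) with 13 in the leading part, while camera found no shift (p = 0.618, n = 75 genes) and their median change was -0.02.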

GSEA of the genes downregulated by PIP4K2B knockdown (increase in PI5P) showed that they were more highly expressed in KK-TAF3 compared to WT-TAF3 rescue cells (normalized enrichment score −1.408, FWER p = 0.05 with 72 of 151 genes enriched) (Figure 6F). However, there was no enrichment of genes upregulated by PIP4K2B knockdown (data not shown). 

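The 64 genes raised by PIP4K2B depletion in etoposide-treated cells had a median change of -0.03 in KK-TAF3 cells. Camera found no shift towards WT-TAF3 at the threshold (p = 0.0560, n = 64 genes, and p = 0.318 with an estimated correlation), while the normalized enrichment score was 1.80 (permutation p = 0.000412, n = 64 genes) with 19 genes in the leading part. The 136 genes raised by depletion in differentiated cells, which share no array with this ranking, had a score of -1.76 (permutation p = 0.000225, n = 136 genes), towards KK-TAF3. Camera gave them p = 0.00176 (n = 136 genes), and p = 0.429 with an estimated correlation (n = 136 genes). For the 64 genes camera p fell under the threshold without WT-TAF3 sh-PIP4K2B replicate 1 (p = 9e-06, n = 64 genes) or 3 (p = 0.00117) and without KK-TAF3 replicate 2 (p = 0.0124) or 3 (p = 0.0189, n = 64 genes).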

QRT-PCR showed a decrease in expression of Tspan7, Pdgf, IL33 v.2, and Decorin (Dcn) in response to PIP4K2B depletion in WT-TAF3 rescue cells, which was suppressed in KK-TAF3 rescue cells. EpH5 and Sprr2b expression increased upon PIP4K2B knockdown, which was suppressed in KK-TAF3 rescue cells. Expression of p21 was not effected by any of the conditions but as expected was upregulated in response to etoposide (Figure 6G).

The simplest interpretation of these data is that PIP4K2B-mediated changes in nuclear PI can stimulate and repress the expression of specific genes through the TAF3-PI interaction site.

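Relative to etoposide-treated WT-TAF3 shX cells, KK-TAF3 sh-PIP4K2B cells differed less than WT-TAF3 sh-PIP4K2B cells did in some of the lowered genes, chosen here for passing in both comparisons, and no less in others. Dcn stood at 12.12 ± 0.003 in shX cells, 10.59 ± 0.14 on depletion and 11.71 ± 0.08 in KK-TAF3 cells (log2 signal, SD, n = 3 arrays each), which leaves -0.41 (SE 0.07, adjusted p = 0.00163) relative to shX cells, short of 1.4-fold. Il33, Itga4 and Gfra1 stood at -0.26 (SE 0.10, adjusted p = 0.238), -0.16 (SE 0.09, adjusted p = 0.575) and -0.22 (SE 0.09, adjusted p = 0.275), none past the threshold. As in differentiated cells, the effect of depletion within KK-TAF3 cells was not measured. Of the genes lowered by depletion that did not pass in the KK-TAF3 comparison, Aspn, Prelp and Trdn stood at -1.29 (SE 0.17, adjusted p = 1.15e-04), -0.91 (SE 0.10, adjusted p = 3.44e-05) and -0.75 (SE 0.11, adjusted p = 2.83e-04) relative to shX cells. Pdgfd, at 0.89 (SE 0.10, adjusted p = 4.12e-05), stood above the shX level, against -0.47 (SE 0.10, adjusted p = 0.0137) on depletion, short of 1.4-fold. Among the raised genes, Sprr2b and Plxna4 stood at -0.10 (SE 0.13, adjusted p = 0.885) and -0.04 (SE 0.09, adjusted p = 0.939). The mitotic kinesin Kif20a stood at 0.79 (SE 0.06, adjusted p = 1.18e-06). Over all genes 158 were higher and 72 lower in KK-TAF3 sh-PIP4K2B than in shX cells. As the simplest reading of the array and QRT-PCR data in both treatments, the paper proposes that changes in nuclear phosphoinositides brought about by PIP4K2B can raise and lower specific genes through the site of TAF3 that binds them.

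**Figure D3:**
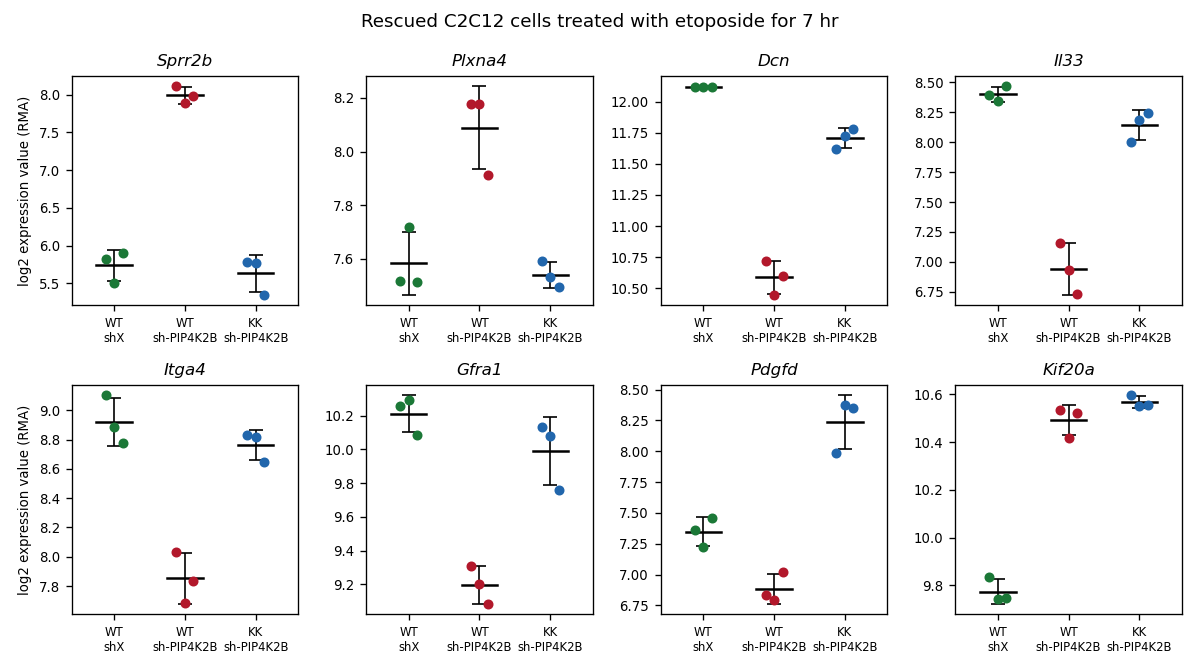
Log2 signal of 8 genes on each array of etoposide-treated cells, by genotype (WT-TAF3 shX, WT-TAF3 sh-PIP4K2B and KK-TAF3 sh-PIP4K2B, 3 arrays each); points are single arrays and bars the mean with the SD. The mean of Il33 goes from 8.40 to 6.94 and 8.14, and that of Kif20a from 9.77 to 10.49 and 10.57.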

### PI Interaction Modulates TAF3 PHD Finger Interaction with H3K4me3

How might TAF3-PI interaction mediate transcriptional regulation? TAF3 regulates gene expression through its interaction with H3K4me3 (Vermeulen et al., 2007), the myogenic transcription factor MyoD (Deato et al., 2008) and the TFIID complex. However, interaction with these transcriptional coponents was not altered in the KK-TAF3 mutant. Full-length WT-TAF3 and KK-TAF3 showed similar interactions with H3K4me3 peptides, while DW-TAF3 as expected was compromised in this interaction (Figure S7A). WT-TAF3, KK-TAF3, and DW-TAF3 similarly interacted with TAF10 (Figure S7B), which mediates the association of TAF3 with the canonical TFIID complex. Finally, both WT-TAF3 and KK-TAF3 interacted similarly with MyoD (Figure S7C) as assessed with co-immunoprecipitation (coIP).

Using fluorescence polarization, we next tested if PI modulates the conformation of the PHD finger. Measurements with labeled H3K4me3 peptide showed that WT-TAF3 PHD finger interacted with H3K4me3 (KD ≈1 μM, Figure 7A) but as expected not with non-methylated peptide (data not shown). Addition of a 5-fold molar excess of PI5P increased the KD to 3.5 μM (Figure 7A). In contrast, the KK-TAF3 PHD finger exhibited a KD of 0.5 μM and showed no change in KD upon addition of PI5P (Figure 7B). Interestingly, PI(4,5)P_2_ which also interacted with TAF3 by SPR, also modulates the interaction of the PHD finger with H3K4me3 (Figure S7D). These data suggest that PI interaction can modulate the interaction of TAF3 with H3K4me3.

To determine if this occurs in vivo, we assessed the promoter occupancy of endogenous TAF3 using chromatin immunoprecipitation (ChIP). Upon differentiation, TAF3 was highly enriched at PIP4K2B regulated genes (MYOG and Sprr2b) and other genes (MYOD and GAPDH), and knockdown of TAF3 validated antibody specificity (Figure 7C). Differentiation modestly increased both RNA polymerase II (RNAPII) and TAF3 occupancy at the MYOG promoter and gene body as well as at the MyoD promoter. Occupancy of RNAPII and TAF3 after differentiation was not altered by PIP4K2B knockdown (Figure 7D). There was a modest significant increase in TAF3 occupancy at the MyoD and GAPDH promoter in undifferentiated conditions suggesting that nuclear PI might stimulate TAF3 binding in the absence of differentiation (Figure 7D). TAF3 and RNAPII occupancy was also determined at later points of differentiation at both the MYH (Figure 7E) and MYOG promoter (Figure S7E). RNAPII and TAF3 occupancy increased during differentiation and there was a modest increase in TAF3 binding in PIP4K2B depleted undifferentiated cells. Strikingly, 72 hr after differentiation, TAF3 occupancy was strongly decreased in PIP4K2B-depleted cells at both the MYH and the MYOG promoter, suggesting that PI negatively regulates chromatin interaction of TAF3 in vivo. To determine if PI interaction alone could regulate TAF3 in vivo, we assessed the occupancy of KK-TAF3 compared to WT-TAF3. KK-TAF3 occupancy was significantly increased at all genomic regions (Figure 7F), directly linking TAF3 chromatin occupancy with PI interaction.

### PIP4K Regulates TAF3-Mediated Gene Expression in Zebrafish

To determine whether a PIP4K/PI/TAF3 pathway is evolutionarily conserved, we analyzed its function in Mespa expression and on muscle morphology in zebrafish (*Danio rerio*). Mespa is an essential transcription factor in primitive hematopoiesis initiation and is a direct target of TAF3. TAF3 binds the promoter of the *mespa* gene and TAF3 depletion reduces *mespa* expression and attenuates hematopoiesis (Hart et al., 2009). Alignment of the sequence of *taf3* from different organisms showed that residues within the PBR region that are crucial for PI interaction are highly conserved (Figure S7F). Depletion of PIP4K in zebrafish embryos (Elouarrat et al., 2013) led to a developmental phenotype that was suppressed by the co-injection of mRNA coding for a kinase active PIP4K but not a kinase inactive enzyme (Figure S7G), suggesting that regulation of PI underlies in part the phenotypic defect of PIP4K depletion. At 1 day post fertilization (dpf), depletion of PIP4K did not induce gross morphological abnormalities (Figure 7G) nor did they affect TAF3 expression levels. PIP4K depletion however, significantly decreased the expression of *mespa*. The decrease in *mespa* was rescued by the co-expression of kinase active PIP4K but not by the inactive PIP4K, strongly suggesting that *mespa* expression is regulated by changes in PI (Figure 7G). The expression of early hematopoiesis markers (*scl* and *lmo2*) was also decreased in PIP4K-depleted zebrafish (Figure S7H) in line with decreased Mespa function.

Although TAF3 has been implicated in C2C12 myoblast differentiation, its role in muscle development in zebrafish is not known. We therefore depleted zebrafish TAF3 and assessed myosin filament architecture by immunostaining. TAF3 knockdown led to a significant disruption of myofibril alignment, somite boundaries, and shape as monitored by MYH staining. The phenotype could be rescued by co-injection of human WT-TAF3 (Figure 7H) but not by the mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3). In fact, expression of the KK-TAF3 appeared to enhance the disorganization of myosin filaments. A similar disorganization of myofibril alignment was observed upon depletion of PIP4K in zebrafish (Figure S7I). Furthermore, mutation of *mespa* leads to muscle phenotypes that resemble those for TAF3-depleted embryos (D.H., unpublished data). These data support a role for a PIP4K/TAF3/mespa pathway in the regulation of zebrafish muscle development and strongly implicate nuclear PI in transcriptional regulation during development in vivo.

## Discussion

Levels of nuclear PI change in response to cell-cycle progression (Clarke et al., 2001), differentiation (Divecha et al., 1995), and in response to stress signaling (Jones et al., 2006) in both animals and plants (Meijer et al., 2001; Ndamukong et al., 2010) and are transduced into functional outputs by their interaction with proteins. Their interactors have implicated roles for nuclear PI in regulating histone modification (Ndamukong et al., 2010), chromatin binding (Gozani et al., 2003; Jones et al., 2006; Gelato et al., 2014), mRNA polyadenylation (Mellman et al., 2008), and topoisomerase activity (Lewis et al., 2011). Here, we show that PIP4K2B modulates C2C12 differentiation and muscle-specific gene expression. Detailed analysis revealed a pathway that directly links PIP4K2B and nuclear PI to the regulation of TAF3, a component of the basal transcription complex.

The effect of PIP4K2B knockdown on C2C12 myoblast differentiation is notable because PIP4K2B is highly expressed in muscle tissue. C2C12 cells resemble activated satellite like cells that are poised to differentiate to repair muscle after injury. This might implicate the PIP4K2B/TAF3 pathway in regulating satellite cell function and muscle biology in vivo. In zebrafish, we show that compromising the interaction of TAF3 with either H3K4me3 or PI and depleting PIP4K affects muscle fiber alignment in vivo. We suggest that this may occur through the regulation of *mespa* because both TAF3 and PIP4K regulate its expression and mutating *mespa* confers a similar phenotype (D.H., unpublished data).

Previous studies in human cells demonstrated that while 43% (11,000 genes) of protein-coding genes are bound by TAF3, the transcription of only 119 genes is affected by TAF3 knockdown, whereas after doxorubicin treatment thousands of genes are affected (Lauberth et al., 2013). A similar effect was observed during differentiation (Liu et al., 2011). This strongly suggests that signal-induced regulation of TAF3 is essential for TAF3 to modulate gene transcription. While changes in H3K4me3 are clearly important for TAF3 signaling, we propose that changes in nuclear PI are another such relevant signal. Our studies in C2C12 cells reveal at least four different groups of genes that are regulated by the PI interaction site of TAF3: group 1 increase on PIP4K2B depletion and is suppressed by loss of the TAF3 PI interaction site (e.g., MYOG); group 2 is downregulated by PIP4K2B depletion and increased by loss of the PI interaction site (e.g., Tspan7); group 3 is partly decreased by PIP4K2B depletion and more strongly suppressed by loss of the PI interaction site (e.g., Igfbp4), and group 4 is not regulated by PIP4K2B depletion but is regulated by PI interaction. 

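In differentiated cells 5 genes were lower on PIP4K2B depletion and lower again in KK-TAF3 cells, against 0.162 for independent lists. Igfbp4 changed by -0.63 (SE 0.07, adjusted p = 3.52e-05) on depletion and -0.93 (SE 0.07, adjusted p = 3.20e-07) in KK-TAF3 cells, the matrix protein Prelp by -0.99 (SE 0.10, adjusted p = 1.10e-05) and -0.77 (SE 0.10, adjusted p = 2.53e-04), Dkk3 by -0.54 (SE 0.11) and -0.62 (SE 0.11), the surface marker Cd34 by -0.64 (SE 0.07) and -0.52 (SE 0.07), and Gpr141 by -0.62 (SE 0.17) and -0.74 (SE 0.17). Igfbp4 was the 1 lower gene of 17 of the insulin-like growth factor axis in KK-TAF3 cells (camera adjusted p = 0.00108, and adjusted p = 0.239 with an estimated correlation), and on depletion the list held Igfbp4 and the higher Pappa (adjusted p = 0.448). The call of Dkk3 on depletion was lost without WT-TAF3 sh-PIP4K2B replicate 3. Both calls of Gpr141, on depletion and in KK-TAF3 cells, were lost in more than 1 of the fits that left out an array. With the array median in the fit the calls of Dkk3 and Gpr141 on depletion were lost. Genes past the threshold in KK-TAF3 cells alone numbered 54 higher and 21 lower after differentiation and 45 higher and 11 lower after etoposide. Ncam2, a neural adhesion molecule, was one of the 21, at -1.19 (SE 0.11, adjusted p = 5.11e-06) in KK-TAF3 cells and 0.00 (SE 0.11, adjusted p = 0.998) on depletion. Passing in one comparison alone does not show that the 2 effects differ, which was not tested for these counts. Myog passed in the KK-TAF3 comparison and not on depletion, and Tspan7 was not analysed here.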

A simple hypothesis that might give account for these groups is that 1 and 2 are regulated by PI5P, the substrate of PIP4K2B, whereas group 3 is positively regulated by PI(4,5)P_2_, the product of PIP4K2B activity. Because the pool of PI(4,5)P_2_ regulated by PIP4K2B is likely to be small compared to total nuclear PI(4,5)P_2_ this would likely require additional mechanisms to target TAF3 to this small pool such as its interaction with PIP4K2B. Group 4 is likely to be regulated by other nuclear PI that are not influenced by PIP4K2B depletion such as PI4P. Groups 1 and 2 suggest that nuclear PI can both positively and negatively affect TAF3-mediated gene expression through a single interaction site.

PI modulates the interaction of TAF3 PHD finger with H3K4me3 in vitro and in vivo. However, chromatin occupancy cannot be the sole driver of PI-regulated gene expression because KK-TAF3 has increased occupancy at promoters but actually shows decreased transcriptional output. The interaction of TAF3 with H3K4me3 is also affected by other histone signals such as H3R2 methylation, H3K9 acetylation (Vermeulen et al., 2007), and H3T3 phosphorylation (Varier et al., 2010), and PI interaction may differentially affect how TAF3 interacts with these combinatorial modifications. 

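Among the genes past the threshold between KK-TAF3 and WT-TAF3 cells, 84.0% were higher in KK-TAF3 cells after etoposide, against 58.3% after differentiation. Tested as a difference between the treatments, 30 genes had a KK-TAF3 effect that differed by more than 1.4-fold at an adjusted p under 0.05, 3 with the higher and 27 with the lower value in differentiated cells. They include Mymk, with a difference of -1.4997 (SE 0.15, adjusted p = 8.64e-05), Myog at -0.86 (SE 0.13, adjusted p = 0.00521), Tnnc1 at -1.14 (SE 0.15) and Casq2 at -1.37 (SE 0.12), all lower in KK-TAF3 cells after differentiation. Their mean log2 signals in etoposide-treated WT-TAF3 sh-PIP4K2B cells were 7.86, 6.93, 8.33 and 6.59. In differentiated KK-TAF3 cells they were 8.10, 6.93, 8.68 and 6.52. Whether this low level after etoposide gives the difference was not tested. Of the genes past the threshold in each treatment 21 were shared, all in the same direction, against 0.418 for independent lists, among them Sprr2b, Pdgfd, Mctp1, Itga4 and Irak3. The share of 84.0% was 73.2% with the array median in the fit and 73.3% with quantile normalization within each treatment, and of the drawn splits of the arrays 5 of 100 gave as many genes with a difference as the real one. The 30 were 60 without etoposide-treated WT-TAF3 sh-PIP4K2B replicate 1, and 18 or 19 without differentiated WT-TAF3 sh-PIP4K2B replicate 2 or 3 or KK-TAF3 replicate 2 or 3.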

The observed switch between predominantly negative regulation of TAF3-mediated transcription (during etoposide treatment) to both positive and negative regulation during myoblast differentiation might implicate a role for PI in regulating different TAF3 complexes. Myoblast differentiation switches TAF3-mediated transcription from the canonical TFIID complex to a simpler TAF3/TRF3 complex (Deato and Tjian, 2007). TAF3 also regulates transcription through modulating chromatin looping. Thus, positive and negative effects of nuclear PI on gene transcription might reflect their differential influence on different TAF3 complexes. Furthermore, we suggest that nuclear PI exist as proteolipid signaling platforms (Shah et al., 2013; Blind et al., 2012) that function as organizing centers to recruit chromatin regulators and other enzymes that coordinate pathway specific gene transcription. Therefore, TAF3-mediated changes in transcriptional output in response to changes in PI may depend on the context of other PI interacting chromatin regulators. Nuclear PI platforms may also explain why not all TAF3-dependent genes are influenced by nuclear PI. For example, MyoD is strongly regulated by TAF3 but its expression levels are not influenced by either PIP4K2B depletion or by loss of the PI interaction site on TAF3. This group of genes may not be localized within a nuclear PI platform and thus might not be influenced by TAF3-PI interaction.

PIP4K2B depletion deregulated more genes than the loss of the PI interaction site of TAF3, suggesting that nuclear PI can also regulate gene expression independently of TAF3. 

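Without the limit on the fold, 1225 genes differed on PIP4K2B depletion in differentiated cells at an adjusted p under 0.05 from limma, against 195 between KK-TAF3 and WT-TAF3 cells, and 628 against 179 after etoposide. With the 1.4-fold limit the counts were 211 against 103 and 173 against 81, and with the median signal of each array in the fit 144 against 108 and 177 against 71, so that the gap in differentiated cells depends on that setting. Several of the genes raised by depletion had smaller values between KK-TAF3 and WT-TAF3 cells. Cd200 differed between KK-TAF3 and WT-TAF3 cells by -0.29 (SE 0.09, adjusted p = 0.189) after differentiation, Glipr1 by -0.53 (SE 0.14, adjusted p = 0.115), Pkp2 by -0.35 (SE 0.09), Pappa by -0.01 (SE 0.09) and Sh2d1b1 by -0.22 (SE 0.14), and among the lowered genes Lum by -0.35 (SE 0.09), Fbln5 by -0.31 (SE 0.07) and Ak5 by 0.25 (SE 0.09), none past the threshold. After etoposide Cd200 differed by 0.09 (SE 0.09), Nqo1 by 0.08 (SE 0.13), Kif20a by 0.07 (SE 0.06) and Lum by 0.10 (SE 0.09), again short of it. A value short of the threshold in the KK-TAF3 comparison does not show that such a gene was untouched by the mutation.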

17 of 32 PHD fingers showed PI interaction, implicating nuclear PI in regulation and interpretation of histone modifications (e.g., PHF6, NSD1, MYST4, BAZ1B, TAF3, CXXC1, ING3, ING4, and UHRF1). Furthermore, PI-PHD finger interaction may explain the requirement for developmental switches in PHD finger proteins (Lessard et al., 2007) as well as the role of mutations in cancers. For example, PHF6 is mutated in the human disease Börjeson–Forssman–Lehman syndrome (Lower et al., 2002) and in human leukemia (Van Vlierberghe et al., 2010). In both conditions, nonsense mutations downstream of the second PHD finger have been found that are unlikely to disrupt the PHD finger structure but would delete a PBR. We predict that these mutations would also disrupt interaction with phosphoinositides observed in this study.

In conclusion, this study reveals a pathway linking the regulation of nuclear PI directly to a core promoter component of the transcriptional machinery and further highlights how TAF3 can act to transduce signaling inputs to modulate transcriptional output.

## Experimental Procedures

### C2C12 Maintenance and Differentiation

C2C12 cells were routinely cultured in F12-HAMS medium in 10% fetal calf serum. RNAi knockdown was accomplished using either retroviral (pRetrosuper) or lentiviral transduction (PLKO1 or 2). Cells overexpressing kinase active or inactive PIP4K2B were generated by retroviral transduction (pBabe); 300,000 cells were plated in six-well plates, and the next day differentiation was initiated by switching the cells into F12-HAMS medium containing 2% horse serum. Medium was replaced every 2 days. Cells were washed free of medium and either used in immunofluorescence studies, lysed in SDS-loading buffer for analysis by western blotting or RNA was isolated using RNAeasy and used for QRT-PCR and microarray analysis (accession number GSE66353).

### Phosphoinositide Analysis

Nuclei were isolated from control and differentiated cells and PI5P was analyzed as previously described (Jones et al., 2013) and its levels were normalized to the total amount of nuclear phospholipid phosphate. Other PIs were measured using mass spectrometry (Clark et al., 2011).

PHD fingers were identified using the SMART module and fragments were amplified with Phusion polymerase using specific primers (available on request) and cloned in frame with GST (pGEX-4T1). Proteins were purified and assessed for lipid interaction and for interaction with histone tails. Purified WT and mutant TAF3 PHD finger was also analyzed for interaction with H3K4me3 in the presence and absence of different PI using fluorescence polarization (Gelato et al., 2014).

### ChIP Analysis

TAF3 and RNAPII ChIP assays were performed either as described elsewhere (Lauberth et al., 2007) or using the Diagenode high cell ChIP kit. Immunocomplexes were eluted, crosslinks reversed, and DNA was purified using DNA spin columns. qPCR was performed to measure relative amounts of ChIP DNA (primer details available on request).

### Zebrafish Studies

Zebrafish were handled in compliance with local animal welfare regulations and were maintained according to standard protocols (http://zfin.org). The culture was approved by the local animal welfare committee of the University of Leiden and all protocols adhered to the international guidelines specified by the EU Animal Protection Directive 2010/63/EU or using standard methods at the UCSF CVRI zebrafish facility conducted in conformity with UCSF IACUC and AAALAC guidelines.

The use of the morpholino (3.5 ng MO2) and characterization of the phenotypes associated with knockdown of PIP4K has been previously described (Elouarrat et al., 2013). RNA was isolated using RNA easy kit (QIAGEN) and analyzed by qRT-PCR using suitable primers (available on request). Morpholinos designed to inhibit translation of zebrafish TAF3 and PIP4K have been previously described (Elouarrat et al., 2013; Hart et al., 2009). Morpholinos were microinjected into one cell stage WT zebrafish embryos, 3.5 ng per embryo of PIP4K MO, and 2.5 ng per embryo of TAF3 MO. One nanoliter of 50 ng/ul working solutions of DNA constructs were injected per embryo in rescue experiments.

Immunohistochemistry was performed in whole embryos according to standard protocols. Antibodies used were mouse anti-MyHC F59 (1:30, DSHB), mouse anti-MyHC, MF-20 (1:20, DSHB), and Alexa fluor 488 goat anti-mouse IgG (Life Technologies, 1:400) (secondary). Microscopy on fixed and stained zebrafish was carried out using a Leica DM 5500 microscope.

## Author Contributions

S.-B.Y. performed the initial PHD interaction screen, experiments to determine the role of PIP4K2B and its relationship with TAF3 in myoblast differentiation, and the TAF3 ChIP. L.S. performed SPR analysis of PHD fingers, characterized the interaction of TAF3 with PI and its role in differentiation, and edited the manuscript. M.T., K.A.G., Z.H., and W.F. analyzed the interaction of TAF3 with H3K4me3. M.B. and D.H. analyzed the role of TAF3 in Zebrafish, and P.G., J.v.P., S.-B.Y., and A.-P.G.H. analyzed the role of PIP4K in mespa regulation. H.R., C.T., and S.M.L. provided the TAF3 antibody and carried out the ChIP experiments. K.E.A., D.R.J., and P.H. analyzed nuclear PtdIns levels. The laboratories of W.F., A.-P.G.H., D.H., and S.M.L., contributed equally to this study. N.D. carried out the initial PHD screens, devised and analyzed the experiments, and wrote the manuscript.

## Figures and Tables

**Figure 1:**
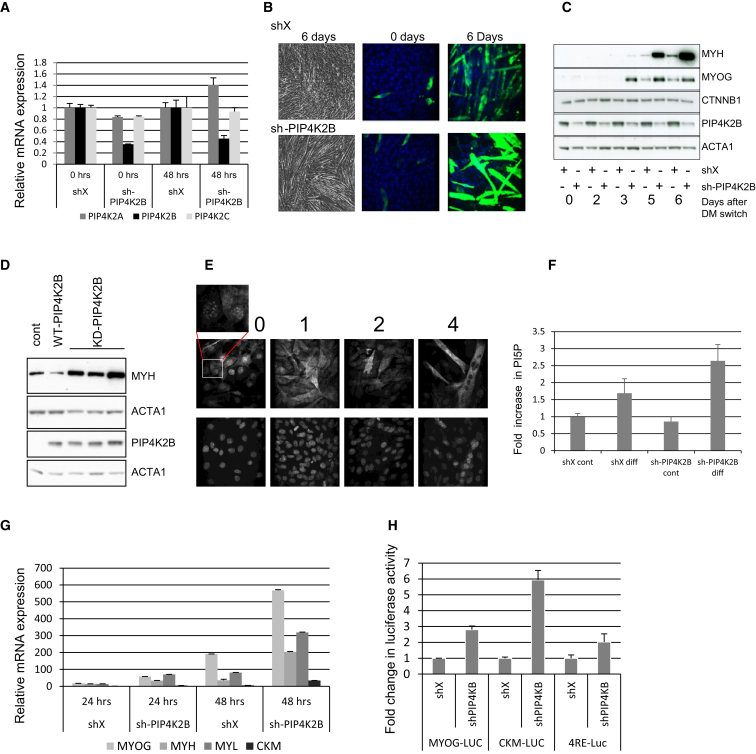
PIP4K2B Regulates Myogenic Differentiation in C2C12 Myoblasts (A) Control (shX) and PIP4K2B knockdown (sh-PIP4K2B) C2C12 cells were differentiated for 0 hr or 48 hr and expression of PIP4K isoforms was determined by QRT-PCR. (B) shX or sh-PIP4K2B C2C12 cells were differentiated for the indicated times, fixed, stained with an anti-MYH antibody (right four images), and myotube formation was depicted with by brightfield microscopy (left images). (C) shX or sh-PIP4K2B C2C12 cells were differentiated for the times shown and the levels of proteins indicated were determined by immunoblotting. (D) Control (Cont), wild-type PIP4K2B (WT-PIP4K2B), or kinase inactive PIP4K2B (KD-PIP4K2B) overexpressing C2C12 cells were differentiated for 4 days and lysed. Levels of proteins indicated were determined by immunoblotting. (E) C2C12 cells overexpressing PIP4K2B were fixed at the indicated times (top). Top: localization of PIP4K2B as assessed by antibody staining. Bottom: nuclear staining (DAPI). The inset shows a higher magnification of the cells in the square. (F) shX or sh-PIP4K2B C2C12 cells were differentiated for 2 days before isolation of nuclei by hypotonic lysis. PI5P levels were measured using a specific mass assay. (G) shX or sh-PIP4K2B C2C12 cells were differentiated for the times indicated (hours) and expression levels of indicated genes were determined with QRT-PCR. (H) shX or sh-PIP4K2B C2C12 cells were transfected with luciferase constructs driven by the MYOG, CKM, or a synthetic MRF promoter (4RE) and differentiated for 48 hr. Luciferase activity was measured and normalized to firefly luciferase driven by a CMV promoter. The values in (A), (F), (G), and (H) show fold changes compared to shX sample and represent the mean of triplicates +SD. See also Figure S1.

**Figure 2:**
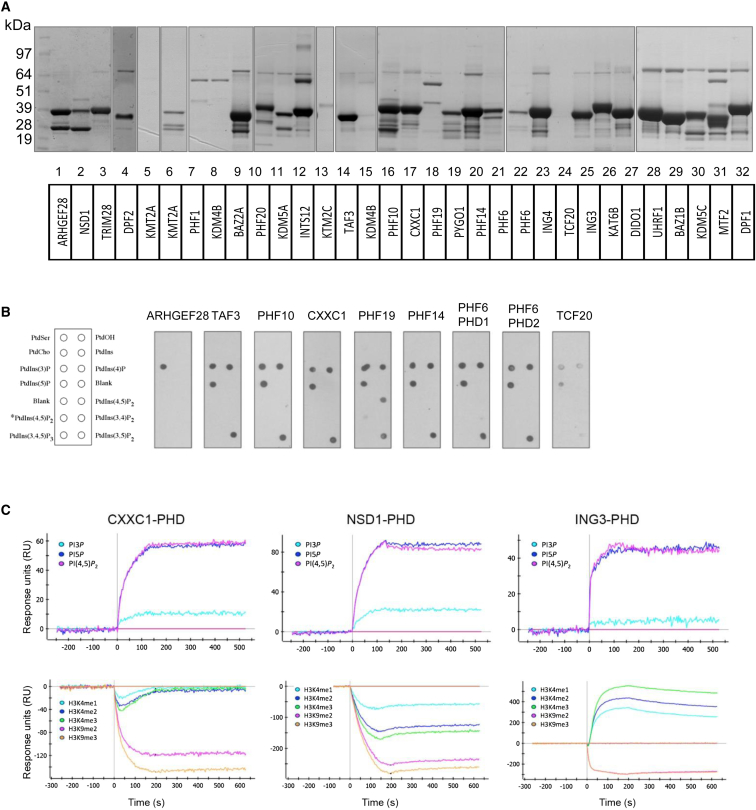
A Small-Scale Screen Identifies PHD Fingers as PI Interactors (A) 32 PHD finger sequences were PCR-amplified, cloned into pGEX-4T1, and expressed and purified as GST-fusion proteins. Proteins were analyzed by SDS-PAGE and Coomassie blue staining. Numbers correspond to numbers in Table S1. (B) Lipid dot blots (schematic left) were probed with GST-PHD fingers as indicated and interactions were visualized using an anti-GST antibody. (C) GST-PHD fingers were analyzed for interaction with PI (top) and histone H3 peptides (bottom) by SPR. Positive controls are shown in Figure S2. The PI-PHD finger interaction was dependent on the presence of Zn in the analyte buffer, which could not be replaced by magnesium. ING3 strongly interacts with H3K4me3 peptide, whereas both CXXC1 and NSD1 interact best with unmodified H3 (as shown by negative SPR responses after referencing to H3-unmodified peptide). See also Figure S2 and Table S1.

**Figure 3:**
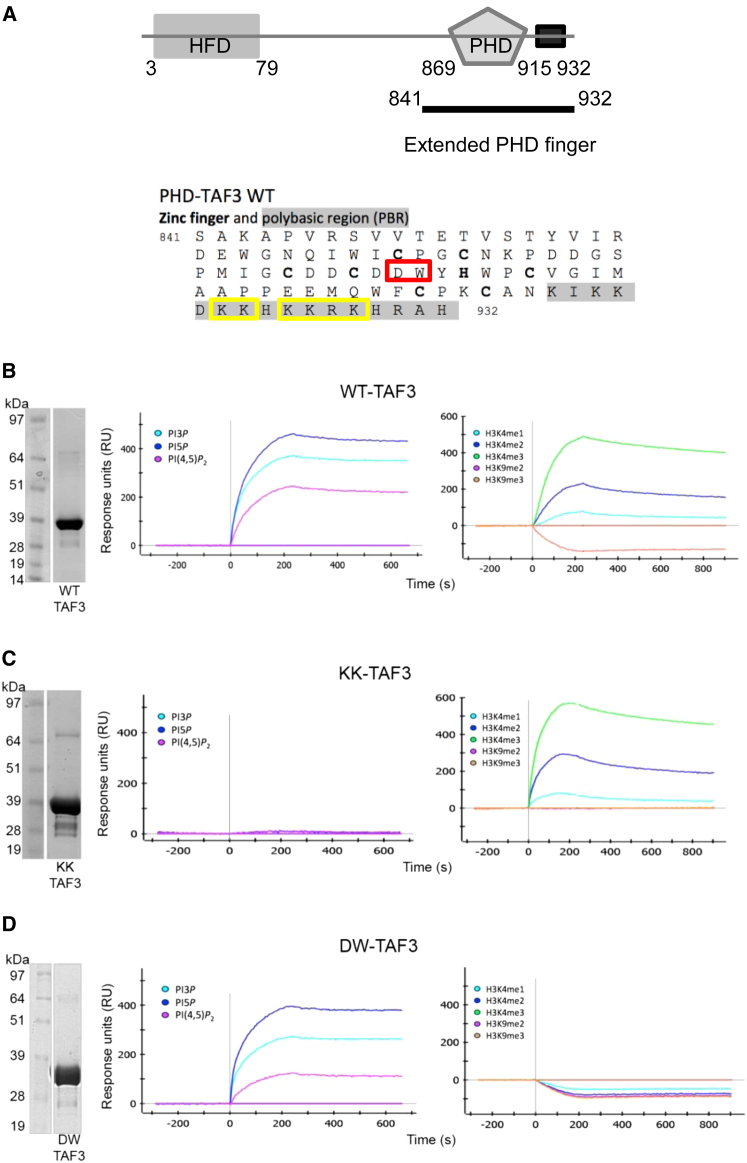
The Extended PHD Finger of TAF3 Mediates Its Interaction with PI (A) Cartoon depicting the structure of TAF3 including the extended PHD. Amino acids in bold are required for the interaction with zinc, those boxed in red are required for the interaction with H3K4me3 and mutated in the DW-TAF3 mutant, and those boxed in yellow are mutated in the KK-TAF3 mutant to attenuate interaction with PI. (B–D) Interaction of WT (B), KK mutant (C), and DW mutant (D) TAF3 PHD finger with PI (left) and modified histone peptides (right) assessed with SPR. See also Figure S3.

**Figure 4:**
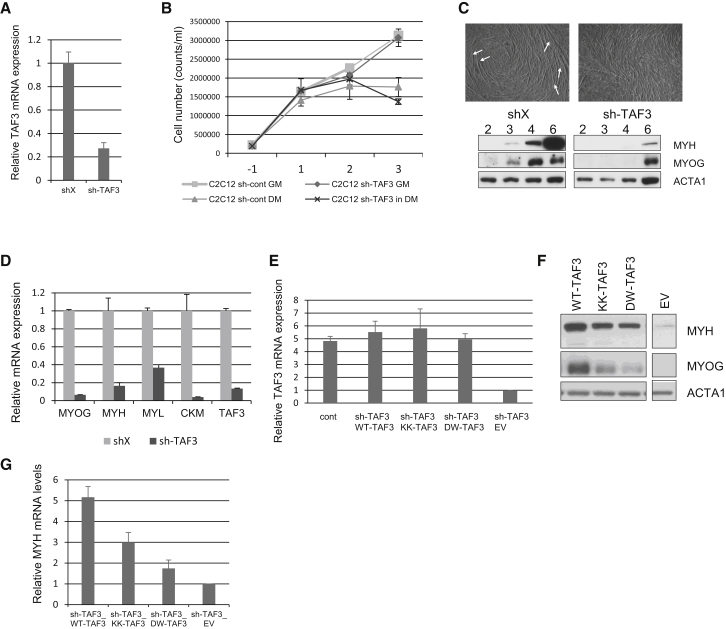
TAF3-Mediated Gene Expression during Differentiation Requires the PI and H3K4me3 Interaction Sites (A) A combination of two sh-constructs targeting the 3′UTR of mouse TAF3 were used to generate C2C12 cells with stable TAF3 knockdown, and assessed for TAF3 expression compared to shX with QRT-PCR. (B) Proliferation of shX or sh-TAF3 C2C12 cells in growth (GM) or differentiation medium (DM). The graph shows cell numbers and days of differentiation, and data represent the mean of triplicates + SD. (C) shX or sh-TAF3 C2C12 cells were differentiated for 6 days and myotubes were depicted with brightfield microscopy. Cell lysates from cells differentiated for the days indicated were analyzed for protein expression by immunoblotting. (D) shX or sh-TAF3 C2C12 cells were differentiated for 4 days and gene expression changes determined by QRT-PCR as indicated. (E) TAF3-depleted C2C12 cells (sh-TAF3) were reconstituted with wild-type TAF3 (WT-TAF3), or mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3) respectively, or with empty vector (EV). Control cells were not depleted of TAF3 (cont). TAF3 expression was determined by QRT-PCR. (F) TAF3-depleted C2C12 cells were reconstituted with the indicated constructs and were differentiated for 4 days and levels of proteins indicated were determined by immunoblotting. (G) TAF3-depleted C2C12 cells (sh-TAF3) were reconstituted as indicated and were differentiated for 4 days and MYH expression was determined by QRT-PCR. The values in (A), (D), (E), and (G) show fold changes compared to control sample (shX for A and D; shTAF3-EV for E and G) and represent the mean of triplicates +SD. See also Figure S4.

**Figure 5:**
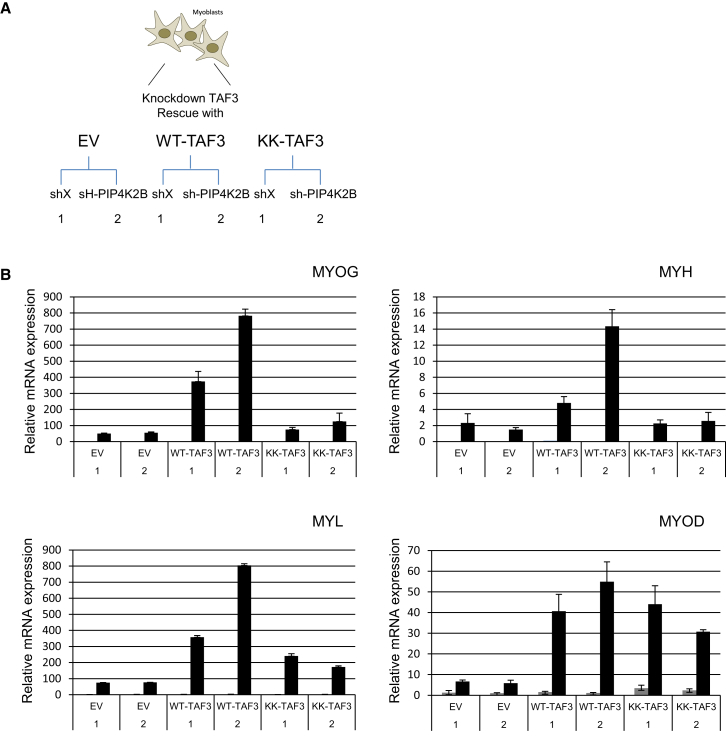
PIP4K2B Increases Gene Expression during Differentiation through the PI Interaction Site of TAF3 (A) Scheme depicting the cell types generated and used to study the relationship between PIP4K2B and TAF3. (B) C2C12 cells depicted in Figure 5A were differentiated and gene expression determined by QRT-PCR as indicated. Expression of early myogenic markers (MYOG, MYOD) was assessed after 2 days of differentiation, whereas late myogenic marker expression (MYH, CKM) was assessed at 4 days. The full time course is shown in Figure S5B. 1 indicates control knockdown (shX) and 2 indicates knockdown of PIP4K2B (sh-PIP4K2B) in the respective TAF3 rescue cell lines. The data represent fold changes compared to the 0 hr shX sample (not shown) and represent the mean of triplicates + SD. See also Figure S5.

**Figure 6:**
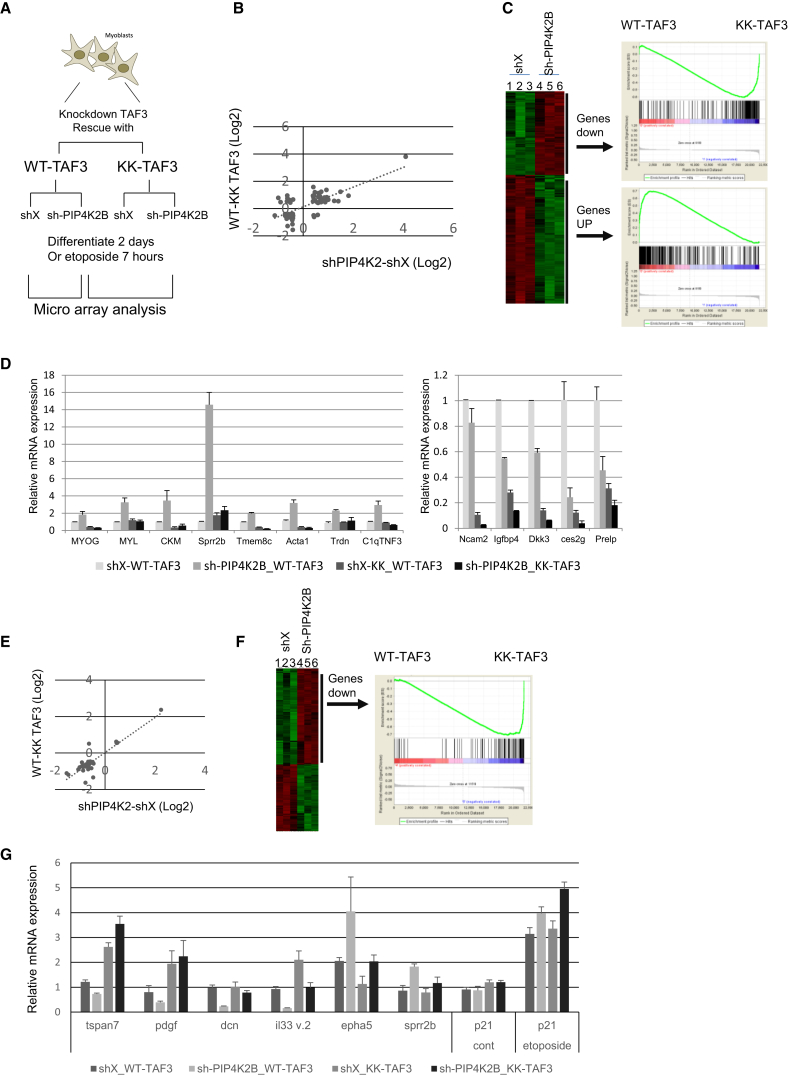
PIP4K2B and TAF3 Coordinate Both Positive and Negative Regulation of Gene Expression during Differentiation and Etoposide Treatment (A) Scheme depicting cells used for microarray gene expression analysis. Comparisons were aimed at identifying genes regulated by PIP4K2B knockdown and PI-TAF3 interaction during differentiation or etoposide treatment of C2C12 cells. (B) Correlation plot of changes in the expression of the 63 overlapping genes (Figure S6C) regulated by PIP4K2B depletion and expression of KK-TAF3 after differentiation for 2 days. (C) Left: heatmap showing expression of genes in shX (1, 2, and 3) and sh-PIP4K2B (4, 5, and 6) knockdown C2C12 cells differentiated for 2 days. Defined gene sets that were up- or downregulated were used for GSEA to probe a ranked list of gene expression changes between WT-TAF3- and KK-TAF3-expressing cells. GSEA demonstrated that genes upregulated upon PIP4K2B knockdown (increased nuclear PI5P) are highly enriched in WT-TAF3 (interacts with PI5P) expressing cells (normalized enrichment score 3.22 and FWER p = 0.0 with 156 of 335 enriched) whereas downregulated genes are highly enriched in KK-TAF3 (does not interact with PI5P) (normalized enrichment score −3.21 FWER p = 0.0 with 112 of 215 genes enriched). (D) Gene expression was assessed by QRT-PCR as indicated in C2C12 cells depicted in Figure 6A after differentiation for 2 days. (E) Correlation plot of changes in the expression of the 30 overlapping genes (Figure S6D) regulated by PIP4K2B depletion and expression of KK-TAF3 after etoposide treatment. (F) Left: heatmap showing expression of genes in triplicate shX (1, 2, and 3) and sh-PIP4K2B (4, 5, and 6) C2C12 cells after etoposide treatment. A gene set that was decreased upon PIP4K2B depletion was used for GSEA to probe a ranked list of gene expression changes between WT-TAF3- and KK-TAF3-expressing cells. Genes downregulated by PIP4K2B depletion (increased nuclear PI5P) are more highly expressed in cells expressing KK-TAF3 compared to WT-TAF3. (G) Gene expression was assessed by QRT-PCR as indicated in C2C12 cells depicted in Figure 6A after etoposide treatment for 7 hr. The values in (D) and (G) represent fold changes compared to the shX-WT-TAF3 sample and represent the mean of triplicates +SD. See also Figure S6.

**Figure 7:**
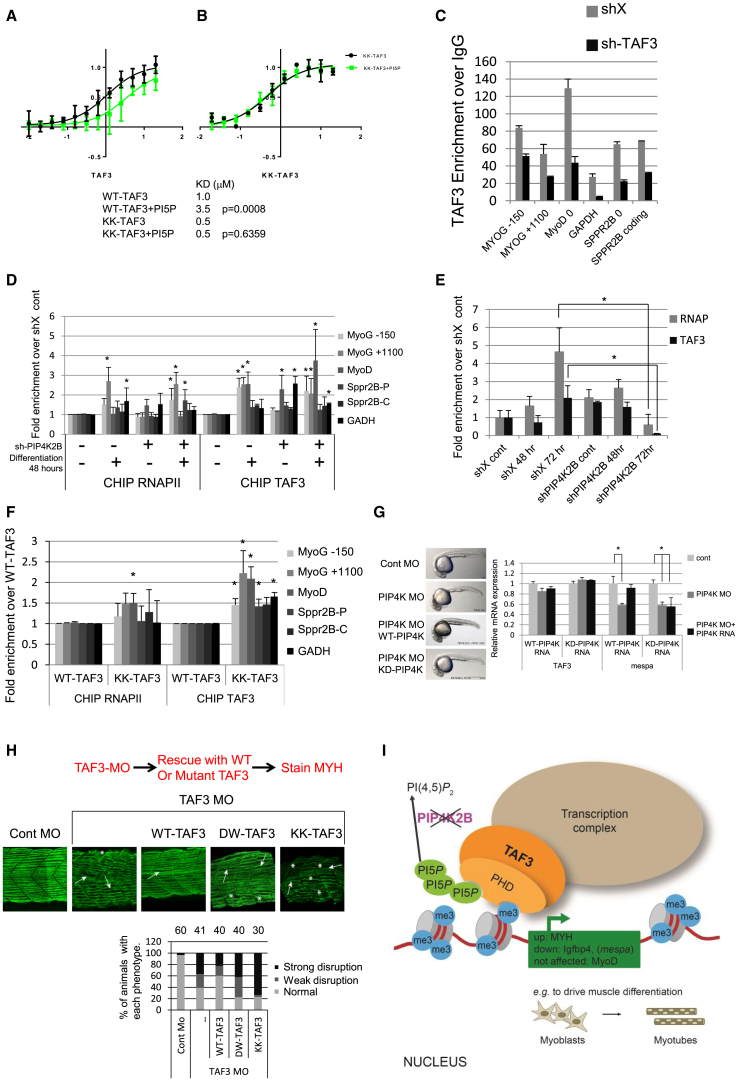
PI Modulates the Interaction of TAF3 PHD Finger with H3K4me3 and the Role of a Conserved PIP4K/PI5P/TAF3 in Zebrafish (A and B) Interaction of increasing concentrations of WT-TAF3 (A) and KK-TAF3 (B) PHD finger with fluorescent H3K4me3 peptide in the absence (black line) and presence (green line) of PI5P. The table indicates apparent KD values for the interactions. PI5P significantly (p = 0.0008) changed the KD of the interaction of WT-TAF3 but not KK-TAF3 PHD finger with H3K4me3 peptide. (C) TAF3 ChIP analysis at the genes indicated of shX or sh-TAF3 C2C12 cells. The data are shown as enrichment over the IgG control and represent the mean of triplicates + SD. (D) RNAPII and TAF3 ChIP analysis at the genes indicated of control (−) or sh-PIP4K2B (+) cells before and after differentiation for 48 hr. Data are presented as mean +SEM (RNAPII n = 5 and TAF3 n = 2). The data were analyzed by a one way ANOVA with a post Hoc Dunnets test to compare conditions to the control sample (undifferentiated SHX). ^∗^p < 0.05. (E) RNAPII and TAF3 ChIP analysis at the promoter of the MYH gene of shX or shPIP4K2B C2C12 cells before and after differentiation for 48 hr and 72 hr. Data are presented as means +SEM (n = 2). Data are presented as mean +SEM (RNAPII n = 5 and TAF3 n = 2). The data were analyzed with one-way ANOVA. ^∗^p < 0.05. (F) C2C12 cells depicted in Figure 6A were analyzed by ChIP for the presence of RNAPII and TAF3 at the genomic regions indicated after differentiation for 48 hr. The data are fold changes over the WT-TAF3 sample and are presented as means +SEM (n = 2). The data were analyzed with one-way ANOVA. ^∗^p < 0.05. (G) Zebrafish embryos injected with control MO or PIP4K targeting MO. PIP4K MO injected embryos were also co-injected with RNA encoding the wild-type human PIP4K2A (WT-PIP4K) or the kinase inactive enzyme (KD-PIP4K). Embryos were collected 24 hr post-fertilization. Left: representative images are shown. Right: QRT-PCR analysis of mRNA isolated from injected embryos for TAF3 or *mespa* (a direct TAF3 target) expression. The data represent fold changes compared to control and represent the mean of triplicates +SD, and were normalized to GAPDH. (H) Zebrafish embryos injected with control MO or TAF3 targeting MO. TAF3 MO injected embryos were also co-injected with RNA encoding human WT-TAF3, or mutant TAF3 constructs unable to interact with PI (KK-TAF3) and methylated histone H3 (DW-TAF3). Embryos were collected 24 hr post-fertilization and stained using F59 (MYHC). Representative images of the disruption of the myosin filament architecture by the indicated injections are shown. The severity of the phenotypes was categorized into strong and weak and presented graphically. The number of injected embryos is indicated above each graph. (I) Schematic showing that interaction of TAF3 with nuclear PI regulated by PIP4K2B modulates transcriptional output. PIP4K2B phosphorylates and regulates the levels of nuclear PI5P and a small pool of PI(4,5)P_2_. Knockdown of PIP4K2B increases PI5P levels that interact with and regulate TAF3 transcriptional complexes. PI interaction with TAF3 can lead to both upregulation and downregulation of specific genes, which eventually affects cell fates such as myoblast differentiation. See also Figure S7.

# Supplementary material for: The Basal Transcription Complex Component TAF3 Transduces Changes in Nuclear Phosphoinositides into Transcriptional Output
**Source:** Mol Cell. 2015 May 7;58(3):453–67. doi: 10.1016/j.molcel.2015.03.009
**Supplement:** Document S2. Article plus Supplemental Information

# Molecular Cell

## The Basal Transcription Complex Component TAF3 Transduces Changes in Nuclear Phosphoinositides into Transcriptional Output

### Graphical Abstract

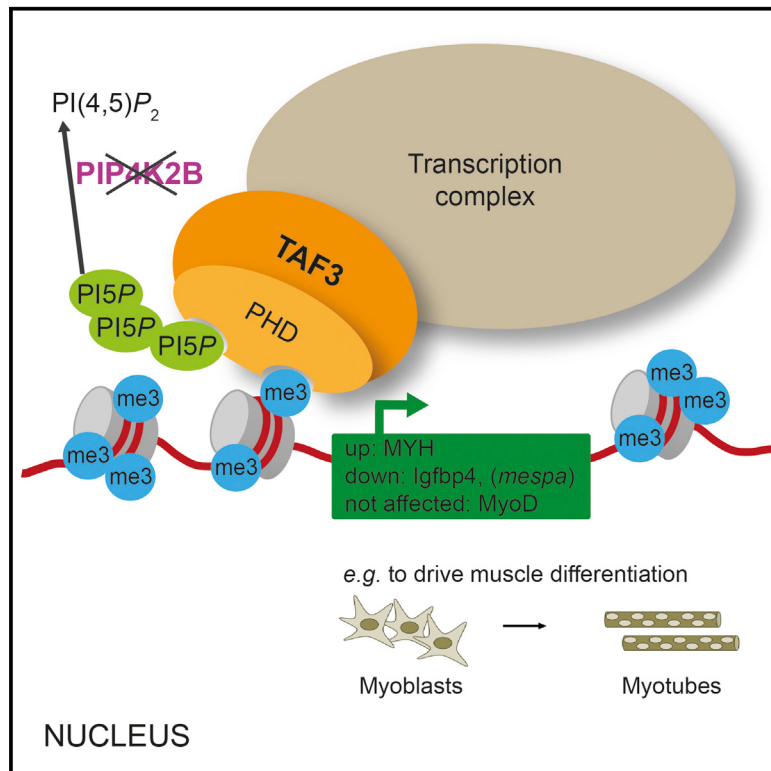

### Authors

Yvette Stijf-Bultsma, Lilly Sommer, ..., Wolfgang Fischle, Nullin Divecha

### In Brief

Bultsma et al. show that the basal transcriptional complex protein TAF3 directly binds phosphoinositides and transduces changes in nuclear phosphoinositides into differential transcriptional output that affects myoblast differentiation. The lipid kinase PIP4K2B, phosphoinositides, and TAF3 form a conserved nuclear signaling pathway that selectively regulates transcription.

### Highlights

- PIP4K2B regulates nuclear PI5P and myogenic gene expression during differentiation
- A screen identifies 17 of 32 PHD fingers interacting with phosphoinositides
- The basal transcription component TAF3 interacts strongly with phosphoinositides
- TAF3 transduces changes in nuclear phosphoinositides into transcriptional output

### Accession Numbers

GSE66353

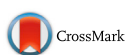

Stijf-Bultsma et al., 2015, Molecular Cell 58, 453–467  
May 7, 2015 ©2015 The Authors  
<http://dx.doi.org/10.1016/j.molcel.2015.03.009>

CellPress

# The Basal Transcription Complex Component TAF3 Transduces Changes in Nuclear Phosphoinositides into Transcriptional Output

Yvette Stijf-Bultsma,<sup>1,2,8</sup> Lilly Sommer,<sup>2,8</sup> Maria Tauber,<sup>3</sup> Mai Baalbaki,<sup>4</sup> Panagiota Giardoglou,<sup>5</sup> David R. Jones,<sup>2</sup> Kathy A. Gelato,<sup>3</sup> Jason van Pelt,<sup>5</sup> Zahid Shah,<sup>1</sup> Homa Rahnamoun,<sup>6</sup> Clara Toma,<sup>6</sup> Karen E. Anderson,<sup>7</sup> Philip Hawkins,<sup>7</sup> Shannon M. Lauberth,<sup>6</sup> Anna-Pavlina G. Haramis,<sup>5</sup> Daniel Hart,<sup>4</sup> Wolfgang Fischle,<sup>3</sup> and Nullin Divecha<sup>1,2,\*</sup>

<sup>8</sup>Co-first author

<http://dx.doi.org/10.1016/j.molcel.2015.03.009>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

## SUMMARY

Phosphoinositides (PI) are important signaling molecules in the nucleus that influence gene expression. However, if and how nuclear PI directly affects the transcriptional machinery is not known. We report that the lipid kinase PIP4K2B regulates nuclear PI5P and the expression of myogenic genes during myoblast differentiation. A targeted screen for PI interactors identified the PHD finger of TAF3, a TATA box binding protein-associated factor with important roles in transcription regulation, pluripotency, and differentiation. We show that the PI interaction site is distinct from the known H3K4me3 binding region of TAF3 and that PI binding modulates association of TAF3 with H3K4me3 in vitro and with chromatin in vivo. Analysis of TAF3 mutants indicates that TAF3 transduces PIP4K2B-mediated alterations in PI into changes in specific gene transcription. Our study reveals TAF3 as a direct target of nuclear PI and further illustrates the importance of basal transcription components as signal transducers.

## INTRODUCTION

Pre-initiation complex (PIC) formation of eukaryotic type II RNA polymerase requires the general transcription factor TFIID. TFIID contains the TATA box binding protein (TBP) and TBP-associated factors (TAFs) and nucleates the PIC on core promoters by binding to the TATA box (Burley and Roeder, 1996; Thomas and Chiang, 2006). Recent studies have demonstrated that tissue-specific and selective gene transcription can be imposed

by core promoter components (Hochheimer and Tjian, 2003). For instance, TAF3 regulates specific gene transcription as part of the large canonical TFIID PIC, and of a developmentally regulated smaller transcription complex with TBP and the TBP-like protein TRF3 (Deato and Tjian, 2007, 2008; Hart et al., 2009; Maston et al., 2012). These non-canonical complexes are involved in the regulation of transcriptional programs during differentiation (Hart et al., 2009; Deato and Tjian, 2007).

How TAF3 regulates gene expression is incompletely understood. Its plant homeodomain (PHD) finger mediates the interaction with histone H3 trimethylated at lysine 4 (H3K4me3) (Vermeulen et al., 2007), which is required to regulate selective gene expression in response to stress signaling (Vermeulen et al., 2007; Lauberth et al., 2013). However, chromatin association studies have shown that while TAF3 and TFIID complexes are constitutively associated with H3K4me3, knock-down of TAF3 does not strongly affect constitutive gene expression (Lauberth et al., 2013; Liu et al., 2011), suggesting that other induced regulators may influence TAF3's role as a transducer of cellular inputs to control differential transcriptional outputs.

Phosphoinositides (PI) are a family of seven signaling lipids regulating a wide variety of cellular processes including cell survival, proliferation, adhesion, and ion channel function (van den Bout and Divecha, 2009). PI are interconverted by the action of kinases and phosphatases, and degraded by phospholipases (Maffucci, 2012). The presence of different PI-modulating enzymes in subcellular compartments generates compartment-specific PI profiles that underpin organelle identity and function. PI and PI-modulating enzymes are present in the nuclear membrane, as well as within the nucleus (Shah et al., 2013; Divecha et al., 1991; Lindsay et al., 2006; Watt et al., 2004). In the latter, they are associated with interchromatin domains and affect nuclear functions. For example, the level of phosphatidylinositol 5-phosphate (PI5P) in chromatin is increased in response to stress

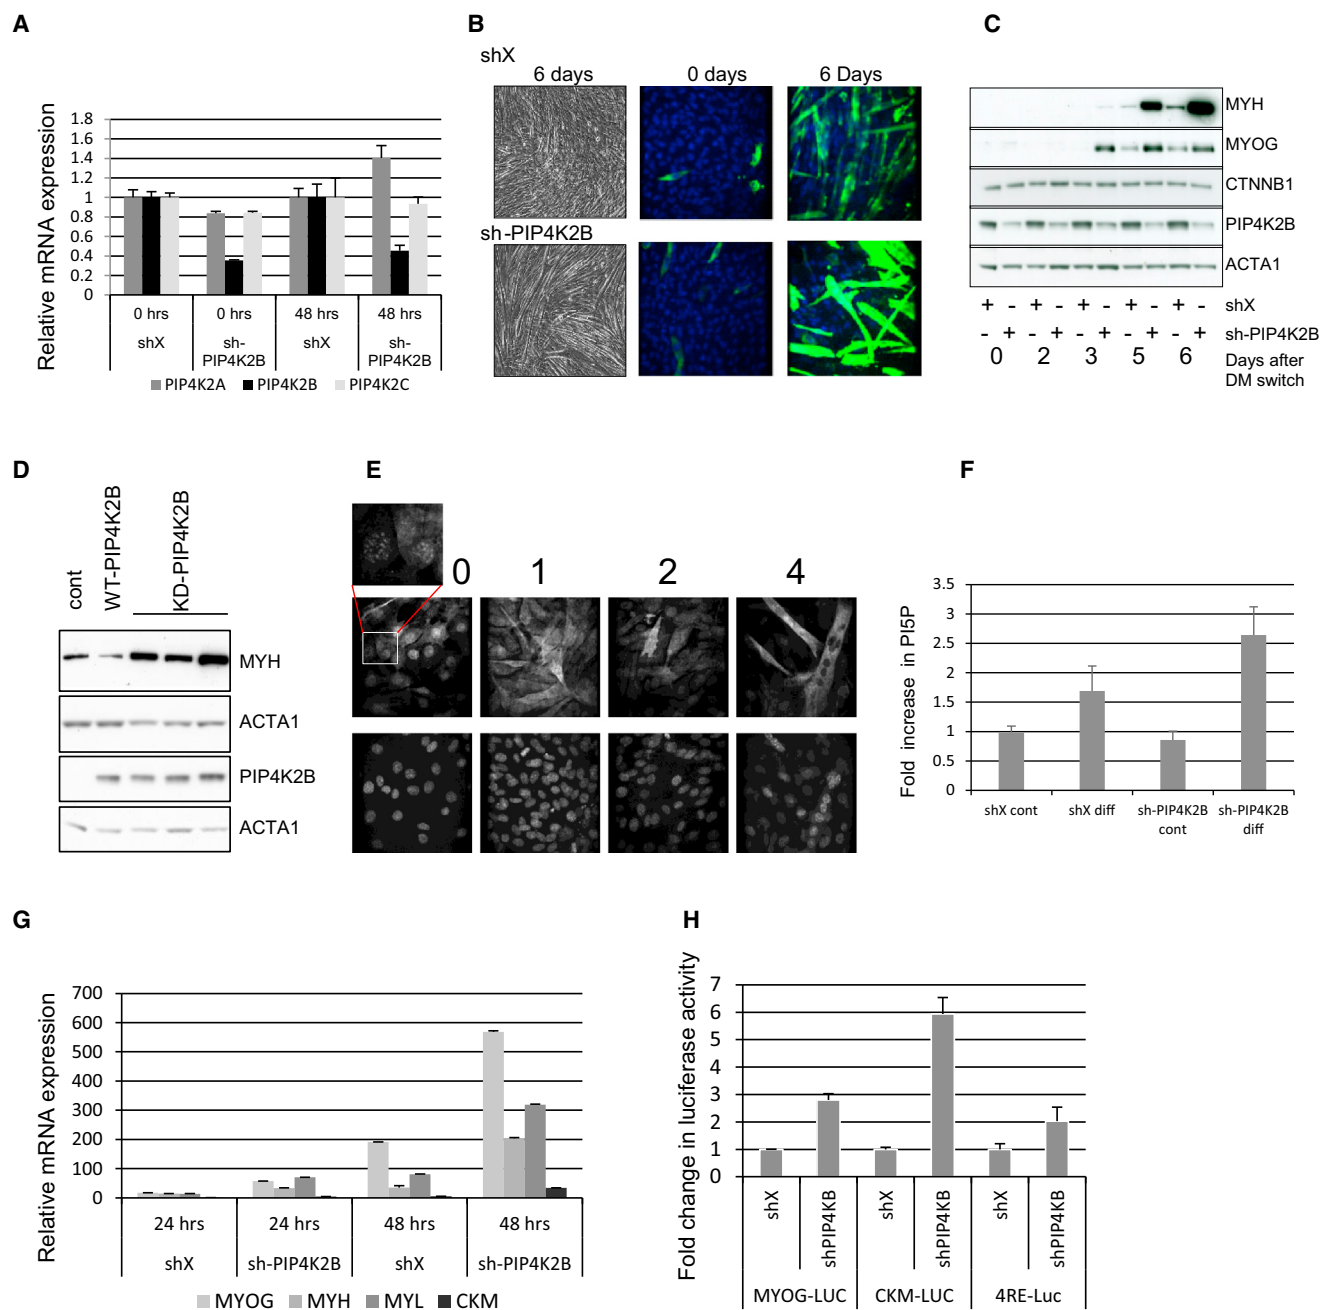

**Figure 1. PIP4K2B Regulates Myogenic Differentiation in C2C12 Myoblasts**

(A) Control (shX) and PIP4K2B knockdown (sh-PIP4K2B) C2C12 cells were differentiated for 0 hr or 48 hr and expression of PIP4K isoforms was determined by QRT-PCR.

(B) shX or sh-PIP4K2B C2C12 cells were differentiated for the indicated times, fixed, stained with an anti-MYH antibody (right four images), and myotube formation was depicted with by brightfield microscopy (left images).

(C) shX or sh-PIP4K2B C2C12 cells were differentiated for the times shown and the levels of proteins indicated were determined by immunoblotting.

(D) Control (Cont), wild-type PIP4K2B (WT-PIP4K2B), or kinase inactive PIP4K2B (KD-PIP4K2B) overexpressing C2C12 cells were differentiated for 4 days and lysed. Levels of proteins indicated were determined by immunoblotting.

(E) C2C12 cells overexpressing PIP4K2B were fixed at the indicated times (top). Top: localization of PIP4K2B as assessed by antibody staining. Bottom: nuclear staining (DAPI). The inset shows a higher magnification of the cells in the square.

(F) shX or sh-PIP4K2B C2C12 cells were differentiated for 2 days before isolation of nuclei by hypotonic lysis. PI5P levels were measured using a specific mass assay.

(legend continued on next page)

signaling (Jones et al., 2006) and affects p53 acetylation and gene transcription (Gozani et al., 2003).

PIP4K2A and 2B are isoforms within the PIP4K family of lipid kinases that phosphorylate and remove nuclear PI5P (Rameh et al., 1997; Bultsma et al., 2010; Wang et al., 2010; Clarke et al., 2007; Jones et al., 2006). PIP4K2A and 2B are downregulated in human cancers (Jude et al., 2014; Keune et al., 2013; Emerling et al., 2013), leading to expression changes of genes involved in cell-cycle progression, epithelial-mesenchymal transition (EMT), reactive oxygen accumulation and metabolism, ultimately affecting tumor growth. However, how PIP4K and PI5P directly influence specific gene transcription is yet unknown.

Nuclear PI regulate processes through their interaction with proteins containing PI-interacting domains (Lewis et al., 2011; Bidlingmaier and Liu, 2007; Bidlingmaier et al., 2011; Jungmichel et al., 2014) and their identification has linked nuclear PI to protein folding, DNA and chromatin regulation (Lewis et al., 2011), mRNA splicing and polyadenylation (Lewis et al., 2011; Mellman et al., 2008), and allosteric regulation of histone binding modules (Gelato et al., 2014). The PHD finger of Inhibitor of growth protein 2 (ING2) was one of the first convincingly shown to interact with nuclear PI, including PI5P (Gozani et al., 2003). PHD-fingers are present predominantly in nuclear proteins (Bienz, 2006) and are often mutated or deleted in human diseases (Musselman and Kutateladze, 2009). They are zinc-finger motifs facilitating protein/protein and protein/ligand interactions, for example by recognizing specific histone modifications (Pena et al., 2006a; Wysocka et al., 2006). The interaction of PHD fingers with both PI and histone tails suggests possible direct cross talk between a lipid signaling pathway and chromatin.

PIP4K2B is highly expressed in muscle tissue and, in this study, we show that it regulates the expression of muscle-specific genes as well as the extent of myoblast differentiation. We also show that the PHD finger is a common motif for PI binding, and that the basal transcription component TAF3 is a strong interactor of PI, particularly PI5P. Detailed studies revealed a pathway linking the PIP4K2B signal transduction pathway directly to the regulation of TAF3 and gene expression.

## RESULTS

### The Nuclear PI Kinase PIP4K2B Regulates Myoblast Differentiation

Because PIP4K2B is highly expressed in muscle tissue, we analyzed the role of PIP4K2B in myoblast differentiation using the C2C12 cell model. C2C12 myoblast cells can exit the cell cycle, synthesize muscle specific proteins, such as myogenin (MYOG) and myosin heavy chain (MYH), and finally fuse to form large multinucleate myotubes, resembling the differentiation of primary muscle myoblasts (Asp et al., 2011). We generated C2C12 cell lines stably depleted of PIP4K2B expression, without strongly affecting expression of the 2A or 2C PIP4K-isoforms (Figure 1A).

Although PIP4K2B knockdown did not significantly alter cell-cycle progression during differentiation (Figure S1A), it strongly increased myotube formation (Figure 1B) and significantly increased the myoblast fusion index ( $\text{shX} = 4.2 \pm 1.2$  [SD] and  $\text{sh-PIP4K2B} = 10.59 \pm 3.0$  [SD],  $p < 0.000001$  Student's *t* test). PIP4K2B depletion increased the expression of late (MYH) (Figure 1B) and (early (MYOG) (Figure 1C) myogenic markers. Overexpression of wild-type kinase active PIP4K2B suppressed MYH expression whereas kinase-inactive mutants of PIP4K2B increased the expression of MYH in a similar manner to the knockdown of PIP4K2B (Figure 1D). These data show that PIP4K2B kinase activity is important in controlling the expression of muscle-specific proteins and the extent of C2C12 myoblasts differentiation.

PIP4K2B localizes in the nucleus in many cell types (Bultsma et al., 2010; Jones et al., 2006; Richardson et al., 2007; Boronenkov et al., 1998; Ciruela et al., 2000) and we thus assessed its localization in C2C12 cells undergoing differentiation. In 88% of undifferentiated C2C12 myoblasts, PIP4K2B was nuclear and showed defined punctate nuclear staining (Figure 1E and 0 days). After 1 day of differentiation, PIP4K2B staining became diffuse throughout the cell and after 4 days when myotubes were formed, PIP4K2B was excluded from the nuclei (Figure 1E, day 4). Loss of endogenous nuclear PIP4K2B was also observed by immunoblotting (Figure S1B). Correlating with decreased nuclear PIP4K2B during differentiation, we observed a 1.7-fold increase in nuclear PI5P levels. Depletion of PIP4K2B further increased nuclear PI5P levels (Figure 1F). Knockdown of PIP4K2B did not alter the nuclear levels of total PIP (predominantly PI4P) or PIP<sub>2</sub> (predominantly PI(4,5)P<sub>2</sub>) as assessed by mass spectrometry. A small decrease in both phosphatidylserine and phosphatidylinositol was observed (Figure S1C).

Because PIP4K2B is nuclear in undifferentiated cells, we postulated that it might affect myoblast differentiation by regulating gene expression. Knockdown of PIP4K2B increased the expression of early and late myogenic marker genes including MYOG, MYH, myosin light chain (MYL), and muscle creatine kinase (CKM) (Figures 1G and S1D). Increased expression of myogenic markers was observed with three different sh-RNA constructs targeting PIP4K2B (Figure S1E) and all three increased myotube formation (Figure S1F). The increased expression of MYH and MYL could be partially rescued by overexpression of a PIP4K2B-PIP4K2A fusion protein (Figure S1G). Increased myogenic gene expression was not solely a consequence of increased numbers of cells undergoing differentiation as they were increased in isolated myotubes (Yoshida et al., 1998) depleted of PIP4K2B (Figure S1H). Increased myogenic transcription was implicated using luciferase expression driven by endogenous promoters of MYOG, CKM or from a synthetic MRF promoter (4RE) which revealed increased transcriptional activity upon PIP4K2B depletion (Figure 1H).

These data are consistent with a role for PIP4K2B in regulating nuclear PI5P levels that affect the expression of muscle-specific genes during myogenic differentiation.

(G) shX or sh-PIP4K2B C2C12 cells were differentiated for the times indicated (hours) and expression levels of indicated genes were determined with QRT-PCR. (H) shX or sh-PIP4K2B C2C12 cells were transfected with luciferase constructs driven by the MYOG, CKM, or a synthetic MRF promoter (4RE) and differentiated for 48 hr. Luciferase activity was measured and normalized to firefly luciferase driven by a CMV promoter.

The values in (A), (F), (G), and (H) show fold changes compared to shX sample and represent the mean of triplicates  $\pm$ SD. See also Figure S1.

### PHD Finger Containing Proteins as Potential Downstream Targets of PIP4K2B

We reasoned that PHD finger containing proteins may be plausible downstream targets to couple changes in nuclear PI to gene expression (Gozani et al., 2003; Ndamukong et al., 2010). We cloned 32 different human PHD fingers and expressed them as GST fusion proteins in bacteria. Purified proteins (Figure 2A) were tested for interaction with PI using lipid dot blots (Figure 2B) and surface plasmon resonance (SPR) (Figures 2C and S2), together identified 17 PHD fingers as interactors of PI (Table S1). The specificity of PI interaction differed between the two lipid interaction assays, presumably reflecting differing presentation of the lipids.

PHD fingers also interact with methylated (Peña et al., 2006b; Shi et al., 2006) and non-methylated histone H3 tails (Rajakumar et al., 2011). Only three of the 32 PHD fingers preferentially interacted with a methylation modified H3 peptide (TAF3, ING3, and DIDO1), whereas many of the others preferred unmodified H3 peptide, which in some cases was reduced by methylation of the peptide at either K4 or K9 (Figure 2C and Table S1). For example, CXXC1 bound preferentially to the unmodified H3 peptide, while methylation of K9 but not K4 decreased its interaction (Figure 2C).

### The PHD Finger of the Basal Transcription Complex Component TAF3 Interacts with PI

Among the 17 PI interacting PHD fingers, we identified TAF3 (Figure 3A), a component of the basal transcription complex that interacts with H3K4me3 (Vermeulen et al., 2007) (Figure 3B) and is a regulator of C2C12 myoblast differentiation and muscle-specific gene transcription (Deato et al., 2008; Deato and Tjian, 2007).

We first determined how PI interacted with the PHD finger of TAF3. Mutation of conserved cysteine residues for zinc coordination ablated interaction with PI, demonstrating the requirement for an intact PHD finger (Figure S3A). Alignment of PI interacting PHD finger sequences suggested that a polybasic region (PBR) at the C terminus may be important for the interaction with PI (data not shown), which was confirmed by deletion of the PBR (Figures S3B–S3E). Combinatorial mutagenesis of lysine 922, 923, 925, 926 and 928, and arginine 927 completely ablated PI interaction of PHD-TAF3, while maintaining the specificity and interaction of the PHD finger with H3K4me3 peptide (Figures 3C and S3B–S3E). In contrast, mutagenesis of D890 and W891 residues disrupted the H3K4me3 interaction (Figure 3D, right) but did not significantly alter its interaction with PI (Figure 3D, left).

These data show that the PHD finger of TAF3 interacts independently with PI and histone methylation marks enabling the generation of PHD-TAF3 mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3), which we used to further study the relationship between PI5P and TAF3 during myoblast differentiation.

### PI Interaction Regulates TAF3-Dependent Gene Expression during Myoblast Differentiation

Stable knockdown of TAF3 in C2C12 cells (Figures 4A and S4) did not alter their cell growth or the cessation of proliferation upon differentiation (Figure 4B), but severely attenuated C2C12

myoblast differentiation (Deato and Tjian, 2007) and expression of MYOG and MYH (Figure 4C). As expected, mRNA levels of specific myogenic markers (MYOG, CMK, MYL, and MYH) were reduced in TAF3 knockdown cells (Figures 4D and S4A).

TAF3-depleted cells were rescued using either murine wild-type (WT) TAF3 or mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3), which were all similarly expressed (Figure 4E). These cell lines were differentiated and the expression of myogenic markers was determined. As expected, the expression of both MYH and MYOG was rescued by WT TAF3 (Figure 4F), whereas their expression was compromised by rescue with either KK-TAF3 or DW-TAF3 (Figures 4F and 4G). Late-stage myotube formation was also compromised in both the KK- and the DW-TAF3 mutant (Figure S4B).

These data show that PHD finger interactions with both PI and H3K4me3 are required for TAF3 to drive proper muscle-specific gene transcription during differentiation of C2C12 cells.

### PIP4K2B Regulates Specific Gene Expression through the PI Interacting Site of TAF3

We next explored the specific relationship between PIP4K2B expression and the TAF3-PI interaction site in the regulation of muscle differentiation. Specifically, we analyzed if myogenic genes that are regulated by PIP4K2B knockdown require the PI interaction site of TAF3. TAF3-depleted cells were rescued with either WT or KK-TAF3 and were additionally depleted of PIP4K2B (Figures 5A and S5A). QRT-PCR and immunoblotting showed that WT and KK-TAF3 (Figures S5A and S5B) were expressed to similar levels. After differentiation the expression levels of MYOG, MYH and MYL were rescued by the expression of WT-TAF3 and were further increased when PIP4K2B was depleted (Figure 5B, bars 3 and 4). KK-TAF3-expressing cells showed attenuated expression of myogenic markers that were not further induced by PIP4K2B depletion (Figures 5B, S5C, and S5D). In contrast, expression of the myogenic factor MYOD, which is dependent on TAF3 expression, was similarly expressed in both WT and KK-TAF3 rescued cells (Figures 5B, S5C, and S5D). These data directly link TAF3-PI interaction to the regulation of the expression of a subset of myogenic markers.

### PIP4K2B Positively and Negatively Regulates TAF3-Mediated Gene Expression

To gain further insight into the relationship between PIP4K2B and transcriptional regulation by TAF3, we carried out microarray gene expression analysis of the cell lines outlined in Figure 5A, which were either differentiated for 2 days or treated with etoposide for seven hours. Etoposide treatment increased nuclear PI5P in other cell types (Jones et al., 2006), allowing the study of TAF3-PI interaction in a setting unrelated to differentiation (accession number GSE66353). Principal component (PC) analysis (Figure S6A) of the top 500 most variable genes showed that the biological triplicate arrays for each genotype were highly coherent and that the variation within the data sets could cluster C2C12 cells based on their specific genotype. Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) indicated that gene expression programmes upregulated either during myoblast differentiation (GSE19968) (van Oevelen et al., 2010) or by MYOD overexpression were highly enriched in cells with

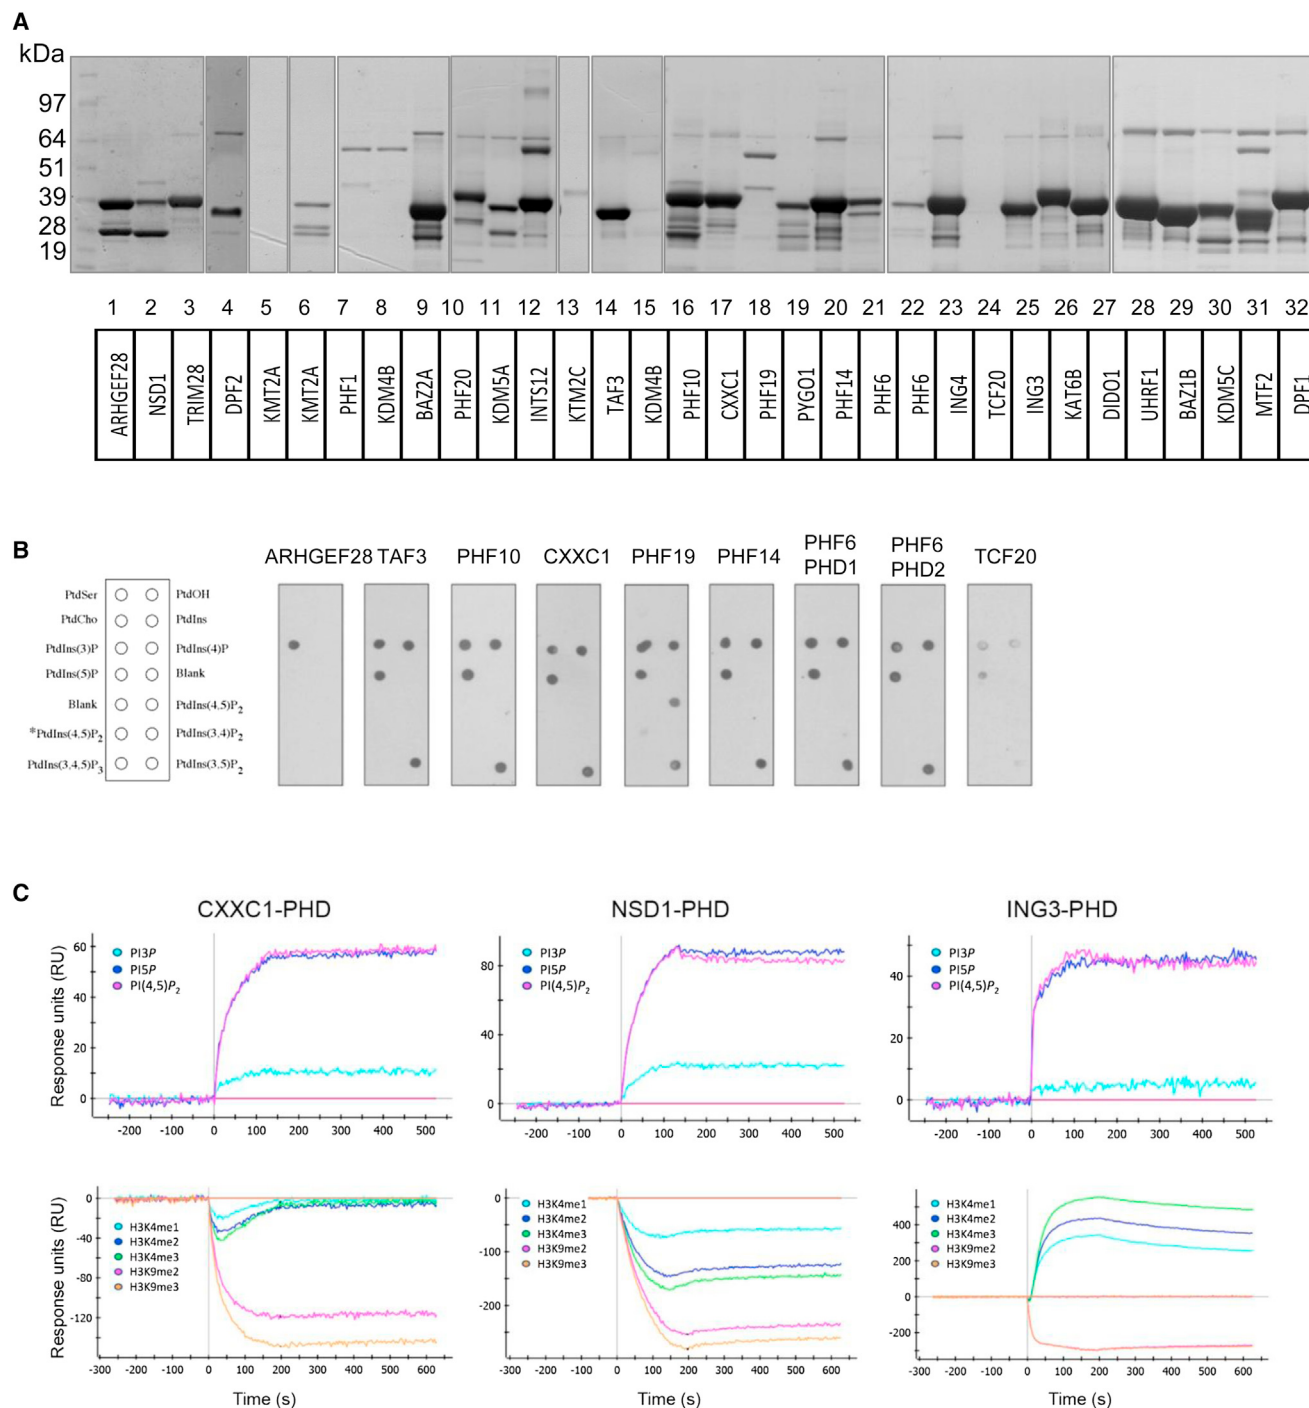

**Figure 2. A Small-Scale Screen Identifies PHD Fingers as PI Interactors**

(A) 32 PHD finger sequences were PCR-amplified, cloned into pGEX-4T1, and expressed and purified as GST-fusion proteins. Proteins were analyzed by SDS-PAGE and Coomassie blue staining. Numbers correspond to numbers in Table S1.

(B) Lipid dot blots (schematic left) were probed with GST-PHD fingers as indicated and interactions were visualized using an anti-GST antibody.

(C) GST-PHD fingers were analyzed for interaction with PI (top) and histone H3 peptides (bottom) by SPR. Positive controls are shown in Figure S2. The PI-PHD finger interaction was dependent on the presence of Zn in the analyte buffer, which could not be replaced by magnesium. ING3 strongly interacts with H3K4me3 peptide, whereas both CXXC1 and NSD1 interact best with unmodified H3 (as shown by negative SPR responses after referencing to H3-unmodified peptide). See also Figure S2 and Table S1.

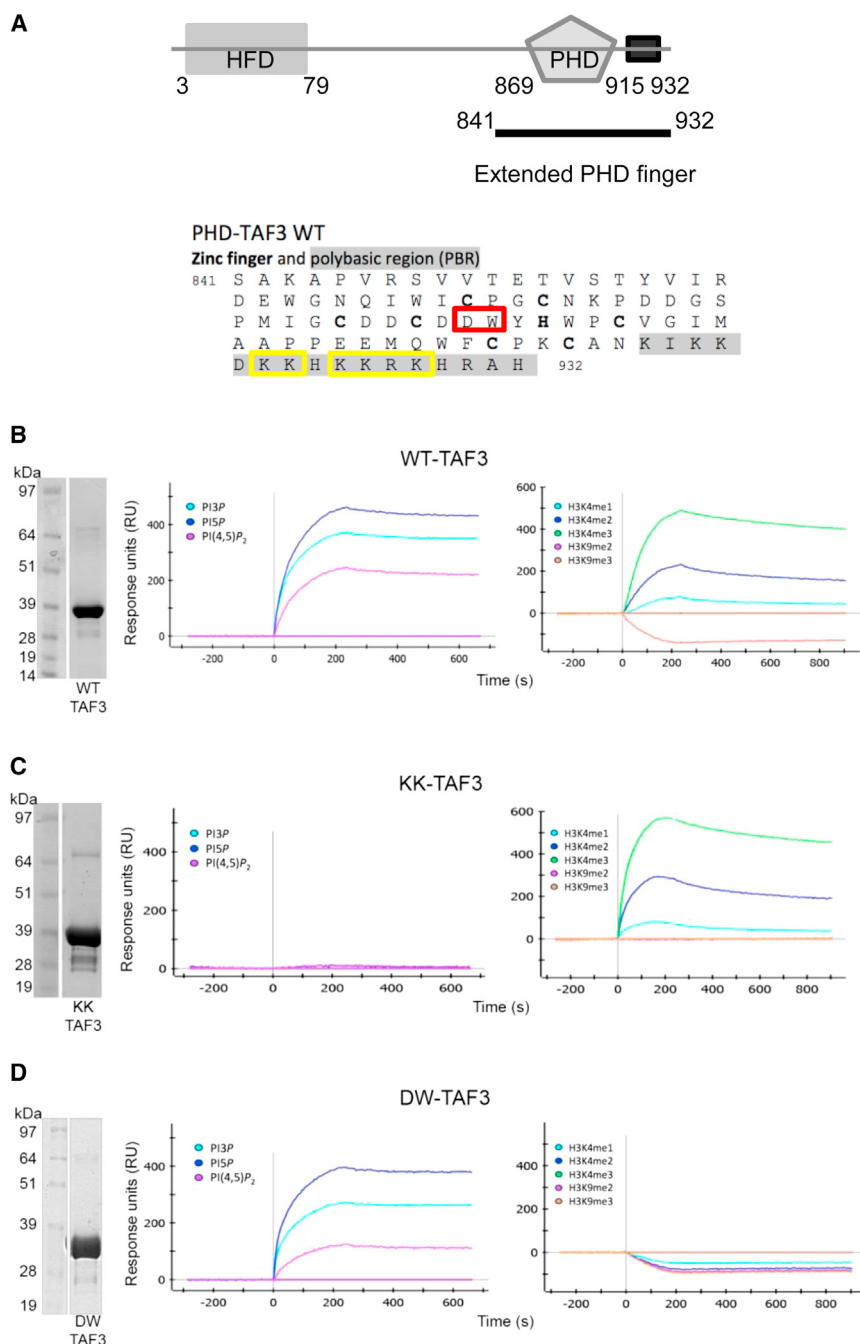

**Figure 3. The Extended PHD Finger of TAF3 Mediates Its Interaction with PI**

(A) Cartoon depicting the structure of TAF3 including the extended PHD. Amino acids in bold are required for the interaction with zinc, those boxed in red are required for the interaction with H3K4me3 and mutated in the DW-TAF3 mutant, and those boxed in yellow are mutated in the KK-TAF3 mutant to attenuate interaction with PI.

(B–D) Interaction of WT (B), KK mutant (C), and DW mutant (D) TAF3 PHD finger with PI (left) and modified histone peptides (right) assessed with SPR.

See also Figure S3.

( $p < 0.05$ , 1.4-fold cut off) (Figure S6C). Sixty-three genes were deregulated in both conditions (Figure S6B) and analysis of changes in the overlapping genes showed that those that are increased by PIP4K2B depletion are decreased in KK-expressing cells. Conversely, genes downregulated when PIP4K2B is depleted are more highly expressed in KK-TAF3 rescue cells (Figure 6B). GSEA also demonstrated that genes upregulated upon PIP4K2B knockdown (increase in nuclear PI5P) were highly enriched in WT-TAF3 expressing cells, whereas those downregulated in PIP4K2B knockdown cells were highly enriched in KK-TAF3 cells. These data suggest that PIP4K2B regulates gene transcriptional output by changing the levels of nuclear PI, which modulates TAF3 function by directly interacting with the PBR domain of TAF3.

To verify the microarray analysis we analyzed gene expression by QRT-PCR. Another six genes (CKM, Sprr2b, Tmem8C, Acta1, Trdn, and C1qTNF3) showed similar patterns of expression as MYOG, MYH, and MYL (Figures 5B and 6D). Their upregulation when PIP4K2B was depleted was suppressed in KK-TAF3 rescue cells (Figure 6D). We also identified another group of genes (Ncam2, Igfbp4, Dkk3, Ces2g, and Prepl)

PIP4K2B depletion and in cells expressing WT-TAF3 compared to KK-TAF3 (Figure S6B). However, depletion of PIP4K2B or expression of KK-TAF3 did not affect all aspects of differentiation because genes that are normally downregulated during differentiation (van Oevelen et al., 2010) were not enriched (data not shown).

Comparative expression analysis showed that 550 genes changed upon depletion of PIP4K2B ( $p < 0.05$ ,  $>1.4$ -fold difference), of which 331 were upregulated. 202 genes were differentially expressed between WT and KK-TAF3 rescued C2C12 cells

whose expression was partially decreased in PIP4K2B knockdown cells and strongly decreased in KK-TAF3 cells (Figure 6D).

In etoposide-treated cells, 236 genes were differentially expressed in PIP4K2B-depleted cells, whereas 127 genes were differentially expressed between WT-TAF3 and KK-TAF3 rescue cells, with a highly significant overlap of 30 genes (Figure S6D). These 30 genes again highlighted a co-regulated response. However, most of the genes in the overlap were downregulated in PIP4K2B depleted cells and correspondingly upregulated in KK-TAF3 rescue cells (Figure 6E). GSEA of the genes

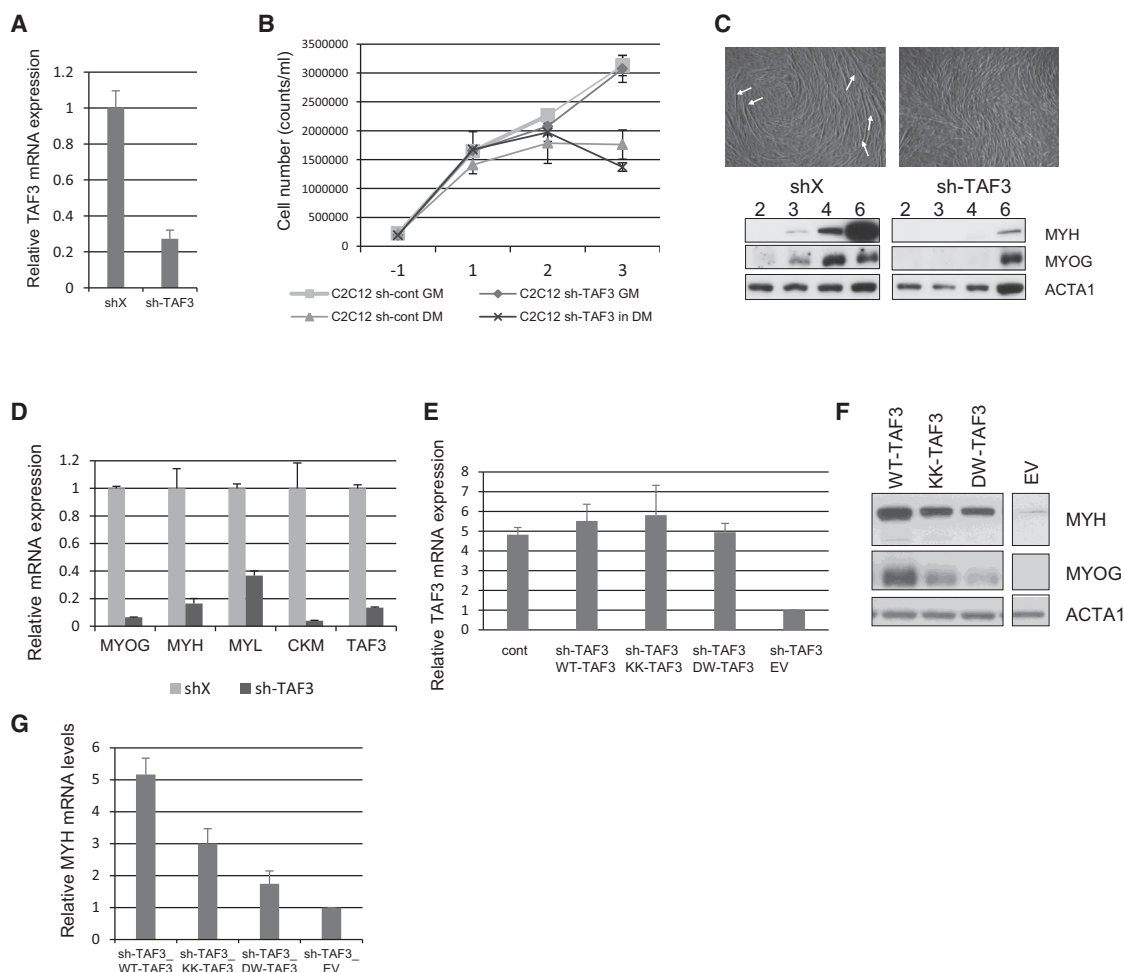

**Figure 4. TAF3-Mediated Gene Expression during Differentiation Requires the PI and H3K4me3 Interaction Sites**

(A) A combination of two sh-constructs targeting the 3'UTR of mouse TAF3 were used to generate C2C12 cells with stable TAF3 knockdown, and assessed for TAF3 expression compared to shX with QRT-PCR.

(B) Proliferation of shX or sh-TAF3 C2C12 cells in growth (GM) or differentiation medium (DM). The graph shows cell numbers and days of differentiation, and data represent the mean of triplicates + SD.

(C) shX or sh-TAF3 C2C12 cells were differentiated for 6 days and myotubes were depicted with brightfield microscopy. Cell lysates from cells differentiated for the days indicated were analyzed for protein expression by immunoblotting.

(D) shX or sh-TAF3 C2C12 cells were differentiated for 4 days and gene expression changes determined by QRT-PCR as indicated.

(E) TAF3-depleted C2C12 cells (sh-TAF3) were reconstituted with wild-type TAF3 (WT-TAF3), or mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3) respectively, or with empty vector (EV). Control cells were not depleted of TAF3 (cont). TAF3 expression was determined by QRT-PCR.

(F) TAF3-depleted C2C12 cells were reconstituted with the indicated constructs and were differentiated for 4 days and levels of proteins indicated were determined by immunoblotting.

(G) TAF3-depleted C2C12 cells (sh-TAF3) were reconstituted as indicated and were differentiated for 4 days and MYH expression was determined by QRT-PCR.

The values in (A), (D), (E), and (G) show fold changes compared to control sample (shX for A and D; shTAF3-EV for E and G) and represent the mean of triplicates +SD. See also Figure S4.

downregulated by PIP4K2B knockdown (increase in PI5P) showed that they were more highly expressed in KK-TAF3 compared to WT-TAF3 rescue cells (normalized enrichment score  $-1.408$ , FWER  $p = 0.05$  with 72 of 151 genes enriched) (Figure 6F). However, there was no enrichment of genes upregulated by PIP4K2B knockdown (data not shown). QRT-PCR showed a decrease in expression of Tspan7, Pdgf, IL33 v.2,

and Decorin (Dcn) in response to PIP4K2B depletion in WT-TAF3 rescue cells, which was suppressed in KK-TAF3 rescue cells. Eph5 and Sprr2b expression increased upon PIP4K2B knockdown, which was suppressed in KK-TAF3 rescue cells. Expression of p21 was not effected by any of the conditions but as expected was upregulated in response to etoposide (Figure 6G).

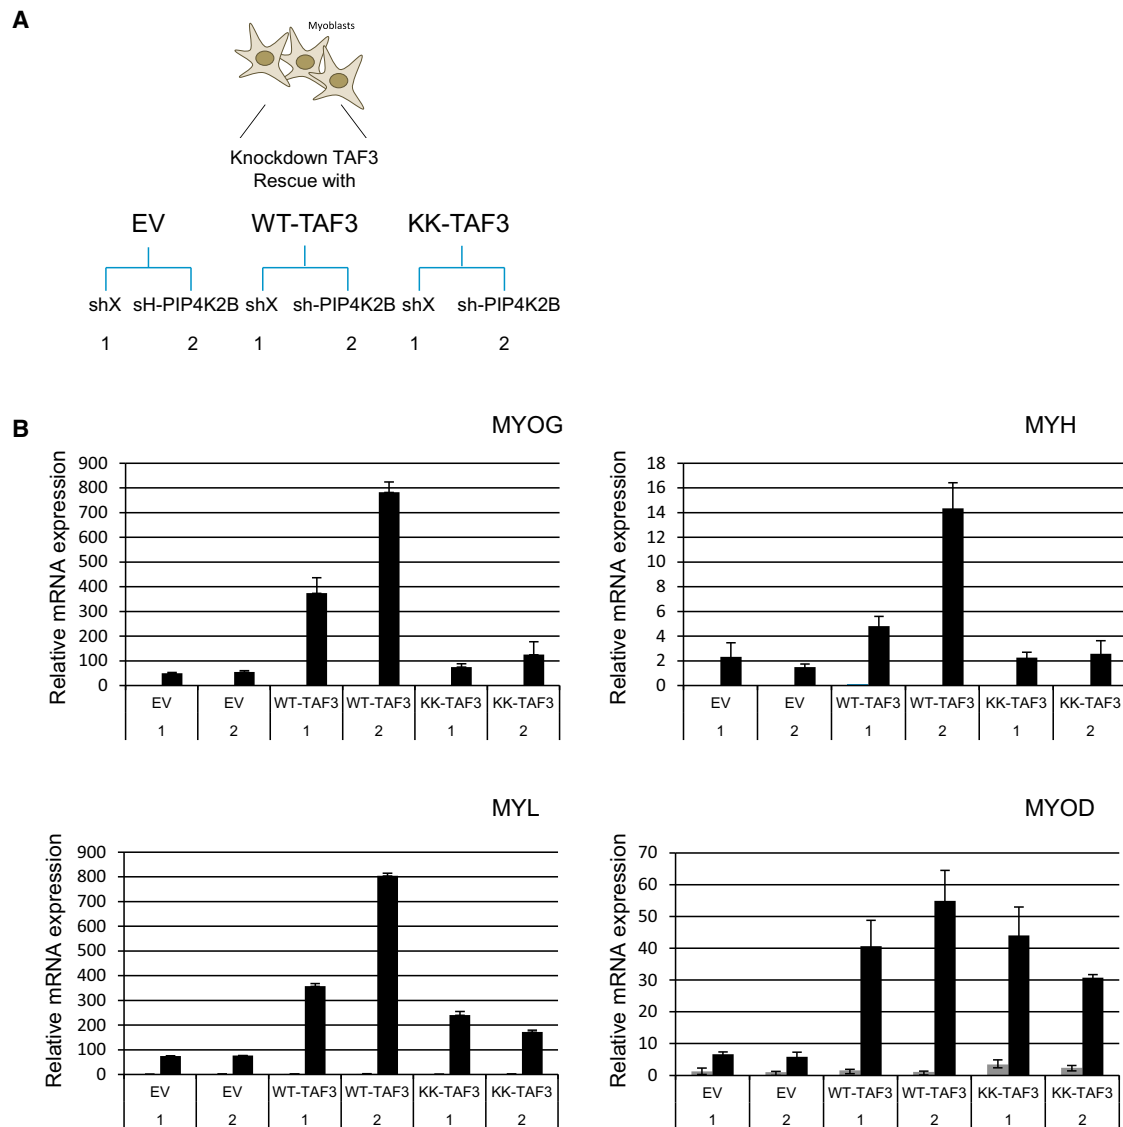

**Figure 5. PIP4K2B Increases Gene Expression during Differentiation through the PI Interaction Site of TAF3**

(A) Scheme depicting the cell types generated and used to study the relationship between PIP4K2B and TAF3.

(B) C2C12 cells depicted in Figure 5A were differentiated and gene expression determined by QRT-PCR as indicated. Expression of early myogenic markers (MYOG, MYOD) was assessed after 2 days of differentiation, whereas late myogenic marker expression (MYH, CKM) was assessed at 4 days. The full time course is shown in Figure S5B. 1 indicates control knockdown (shX) and 2 indicates knockdown of PIP4K2B (sh-PIP4K2B) in the respective TAF3 rescue cell lines. The data represent fold changes compared to the 0 hr shX sample (not shown) and represent the mean of triplicates + SD.

See also Figure S5.

The simplest interpretation of these data is that PIP4K2B-mediated changes in nuclear PI can stimulate and repress the expression of specific genes through the TAF3-PI interaction site.

#### PI Interaction Modulates TAF3 PHD Finger Interaction with H3K4me3

How might TAF3-PI interaction mediate transcriptional regulation? TAF3 regulates gene expression through its interaction with H3K4me3 (Vermeulen et al., 2007), the myogenic transcrip-

tion factor MyoD (Deato et al., 2008) and the TFIID complex. However, interaction with these transcriptional components was not altered in the KK-TAF3 mutant. Full-length WT-TAF3 and KK-TAF3 showed similar interactions with H3K4me3 peptides, while DW-TAF3 as expected was compromised in this interaction (Figure S7A). WT-TAF3, KK-TAF3, and DW-TAF3 similarly interacted with TAF10 (Figure S7B), which mediates the association of TAF3 with the canonical TFIID complex. Finally, both WT-TAF3 and KK-TAF3 interacted similarly with MyoD (Figure S7C) as assessed with co-immunoprecipitation (coIP).

Using fluorescence polarization, we next tested if PI modulates the conformation of the PHD finger. Measurements with labeled H3K4me3 peptide showed that WT-TAF3 PHD finger interacted with H3K4me3 (KD  $\approx$  1  $\mu$ M, Figure 7A) but as expected not with non-methylated peptide (data not shown). Addition of a 5-fold molar excess of PI5P increased the KD to 3.5  $\mu$ M (Figure 7A). In contrast, the KK-TAF3 PHD finger exhibited a KD of 0.5  $\mu$ M and showed no change in KD upon addition of PI5P (Figure 7B). Interestingly, PI(4,5)P<sub>2</sub> which also interacted with TAF3 by SPR, also modulates the interaction of the PHD finger with H3K4me3 (Figure S7D). These data suggest that PI interaction can modulate the interaction of TAF3 with H3K4me3.

To determine if this occurs in vivo, we assessed the promoter occupancy of endogenous TAF3 using chromatin immunoprecipitation (ChIP). Upon differentiation, TAF3 was highly enriched at PIP4K2B regulated genes (MYOG and Sprr2b) and other genes (MYOD and GAPDH), and knockdown of TAF3 validated antibody specificity (Figure 7C). Differentiation modestly increased both RNA polymerase II (RNAPII) and TAF3 occupancy at the MYOG promoter and gene body as well as at the MyoD promoter. Occupancy of RNAPII and TAF3 after differentiation was not altered by PIP4K2B knockdown (Figure 7D). There was a modest significant increase in TAF3 occupancy at the MyoD and GAPDH promoter in undifferentiated conditions suggesting that nuclear PI might stimulate TAF3 binding in the absence of differentiation (Figure 7D). TAF3 and RNAPII occupancy was also determined at later points of differentiation at both the MYH (Figure 7E) and MYOG promoter (Figure S7E). RNAPII and TAF3 occupancy increased during differentiation and there was a modest increase in TAF3 binding in PIP4K2B depleted undifferentiated cells. Strikingly, 72 hr after differentiation, TAF3 occupancy was strongly decreased in PIP4K2B-depleted cells at both the MYH and the MYOG promoter, suggesting that PI negatively regulates chromatin interaction of TAF3 in vivo. To determine if PI interaction alone could regulate TAF3 in vivo, we assessed the occupancy of KK-TAF3 compared to WT-TAF3. KK-TAF3 occupancy was significantly increased at all genomic regions (Figure 7F), directly linking TAF3 chromatin occupancy with PI interaction.

### PIP4K Regulates TAF3-Mediated Gene Expression in Zebrafish

To determine whether a PIP4K/PI/TAF3 pathway is evolutionarily conserved, we analyzed its function in *Mespa* expression and on muscle morphology in zebrafish (*Danio rerio*). *Mespa* is an essential transcription factor in primitive hematopoiesis initiation and is a direct target of TAF3. TAF3 binds the promoter of the *mespa* gene and TAF3 depletion reduces *mespa* expression and attenuates hematopoiesis (Hart et al., 2009). Alignment of the sequence of *taf3* from different organisms showed that residues within the PBR region that are crucial for PI interaction are highly conserved (Figure S7F). Depletion of PIP4K in zebrafish embryos (Elouarrat et al., 2013) led to a developmental phenotype that was suppressed by the co-injection of mRNA coding for a kinase active PIP4K but not a kinase inactive enzyme (Figure S7G), suggesting that regulation of PI underlies in part the phenotypic defect of PIP4K depletion. At 1 day post fertilization (dpf), depletion of PIP4K did not induce gross

morphological abnormalities (Figure 7G) nor did they affect TAF3 expression levels. PIP4K depletion however, significantly decreased the expression of *mespa*. The decrease in *mespa* was rescued by the co-expression of kinase active PIP4K but not by the inactive PIP4K, strongly suggesting that *mespa* expression is regulated by changes in PI (Figure 7G). The expression of early hematopoiesis markers (*scl* and *lmo2*) was also decreased in PIP4K-depleted zebrafish (Figure S7H) in line with decreased *Mespa* function.

Although TAF3 has been implicated in C2C12 myoblast differentiation, its role in muscle development in zebrafish is not known. We therefore depleted zebrafish TAF3 and assessed myosin filament architecture by immunostaining. TAF3 knockdown led to a significant disruption of myofibril alignment, somite boundaries, and shape as monitored by MYH staining. The phenotype could be rescued by co-injection of human WT-TAF3 (Figure 7H) but not by the mutants that only maintain H3K4me3 (KK-TAF3) or PI interaction (DW-TAF3). In fact, expression of the KK-TAF3 appeared to enhance the disorganization of myosin filaments. A similar disorganization of myofibril alignment was observed upon depletion of PIP4K in zebrafish (Figure S7I). Furthermore, mutation of *mespa* leads to muscle phenotypes that resemble those for TAF3-depleted embryos (D.H., unpublished data). These data support a role for a PIP4K/TAF3/*mespa* pathway in the regulation of zebrafish muscle development and strongly implicate nuclear PI in transcriptional regulation during development in vivo.

### DISCUSSION

Levels of nuclear PI change in response to cell-cycle progression (Clarke et al., 2001), differentiation (Divecha et al., 1995), and in response to stress signaling (Jones et al., 2006) in both animals and plants (Meijer et al., 2001; Ndamukong et al., 2010) and are transduced into functional outputs by their interaction with proteins. Their interactors have implicated roles for nuclear PI in regulating histone modification (Ndamukong et al., 2010), chromatin binding (Gozani et al., 2003; Jones et al., 2006; Gelato et al., 2014), mRNA polyadenylation (Mellman et al., 2008), and topoisomerase activity (Lewis et al., 2011). Here, we show that PIP4K2B modulates C2C12 differentiation and muscle-specific gene expression. Detailed analysis revealed a pathway that directly links PIP4K2B and nuclear PI to the regulation of TAF3, a component of the basal transcription complex.

The effect of PIP4K2B knockdown on C2C12 myoblast differentiation is notable because PIP4K2B is highly expressed in muscle tissue. C2C12 cells resemble activated satellite like cells that are poised to differentiate to repair muscle after injury. This might implicate the PIP4K2B/TAF3 pathway in regulating satellite cell function and muscle biology in vivo. In zebrafish, we show that compromising the interaction of TAF3 with either H3K4me3 or PI and depleting PIP4K affects muscle fiber alignment in vivo. We suggest that this may occur through the regulation of *mespa* because both TAF3 and PIP4K regulate its expression and mutating *mespa* confers a similar phenotype (D.H., unpublished data).

Previous studies in human cells demonstrated that while 43% (11,000 genes) of protein-coding genes are bound by TAF3, the

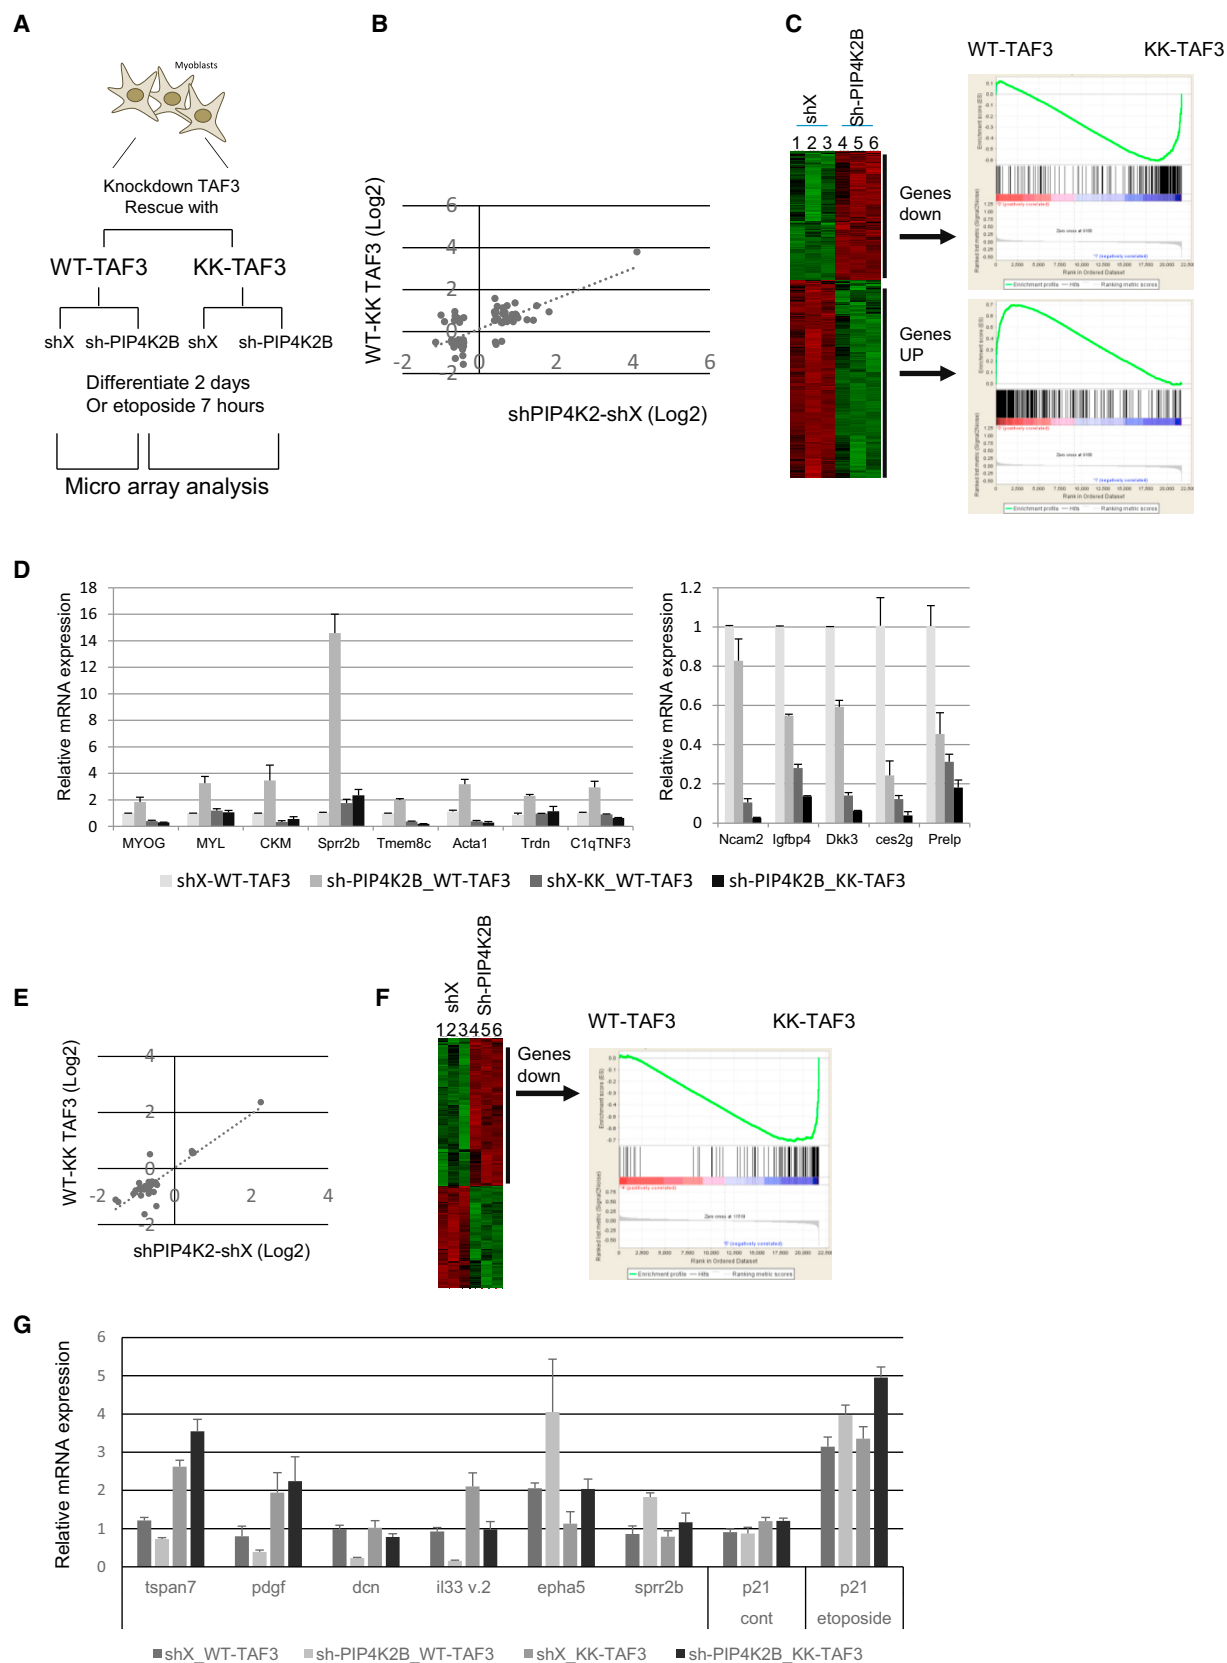

(legend on next page)

transcription of only 119 genes is affected by TAF3 knockdown, whereas after doxorubicin treatment thousands of genes are affected (Lauberth et al., 2013). A similar effect was observed during differentiation (Liu et al., 2011). This strongly suggests that signal-induced regulation of TAF3 is essential for TAF3 to modulate gene transcription. While changes in H3K4me3 are clearly important for TAF3 signaling, we propose that changes in nuclear PI are another such relevant signal. Our studies in C2C12 cells reveal at least four different groups of genes that are regulated by the PI interaction site of TAF3: group 1 increase on PIP4K2B depletion and is suppressed by loss of the TAF3 PI interaction site (e.g., MYOG); group 2 is downregulated by PIP4K2B depletion and increased by loss of the PI interaction site (e.g., Tspan7); group 3 is partly decreased by PIP4K2B depletion and more strongly suppressed by loss of the PI interaction site (e.g., Igfbp4), and group 4 is not regulated by PIP4K2B depletion but is regulated by PI interaction. A simple hypothesis that might give account for these groups is that 1 and 2 are regulated by PI5P, the substrate of PIP4K2B, whereas group 3 is positively regulated by PI(4,5)P<sub>2</sub>, the product of PIP4K2B activity. Because the pool of PI(4,5)P<sub>2</sub> regulated by PIP4K2B is likely to be small compared to total nuclear PI(4,5)P<sub>2</sub> this would likely require additional mechanisms to target TAF3 to this small pool such as its interaction with PIP4K2B. Group 4 is likely to be regulated by other nuclear PI that are not influenced by PIP4K2B depletion such as PI4P. Groups 1 and 2 suggest that nuclear PI can both positively and negatively affect TAF3-mediated gene expression through a single interaction site.

PI modulates the interaction of TAF3 PHD finger with H3K4me3 in vitro and in vivo. However, chromatin occupancy cannot be the sole driver of PI-regulated gene expression because KK-TAF3 has increased occupancy at promoters but actually shows decreased transcriptional output. The interaction of TAF3 with H3K4me3 is also affected by other histone signals such as H3R2 methylation, H3K9 acetylation (Vermeulen et al., 2007), and H3T3 phosphorylation (Varier et al., 2010), and PI interaction may differentially affect how TAF3 interacts with these combinatorial modifications. The observed switch

between predominantly negative regulation of TAF3-mediated transcription (during etoposide treatment) to both positive and negative regulation during myoblast differentiation might implicate a role for PI in regulating different TAF3 complexes. Myoblast differentiation switches TAF3-mediated transcription from the canonical TFIID complex to a simpler TAF3/TRF3 complex (Deato and Tjian, 2007). TAF3 also regulates transcription through modulating chromatin looping. Thus, positive and negative effects of nuclear PI on gene transcription might reflect their differential influence on different TAF3 complexes. Furthermore, we suggest that nuclear PI exist as proteolipid signaling platforms (Shah et al., 2013; Blind et al., 2012) that function as organizing centers to recruit chromatin regulators and other enzymes that coordinate pathway specific gene transcription. Therefore, TAF3-mediated changes in transcriptional output in response to changes in PI may depend on the context of other PI interacting chromatin regulators. Nuclear PI platforms may also explain why not all TAF3-dependent genes are influenced by nuclear PI. For example, MyoD is strongly regulated by TAF3 but its expression levels are not influenced by either PIP4K2B depletion or by loss of the PI interaction site on TAF3. This group of genes may not be localized within a nuclear PI platform and thus might not be influenced by TAF3-PI interaction.

PIP4K2B depletion deregulated more genes than the loss of the PI interaction site of TAF3, suggesting that nuclear PI can also regulate gene expression independently of TAF3. 17 of 32 PHD fingers showed PI interaction, implicating nuclear PI in regulation and interpretation of histone modifications (e.g., PHF6, NSD1, MYST4, BAZ1B, TAF3, CXXC1, ING3, ING4, and UHRF1). Furthermore, PI-PHD finger interaction may explain the requirement for developmental switches in PHD finger proteins (Lessard et al., 2007) as well as the role of mutations in cancers. For example, PHF6 is mutated in the human disease Börjeson-Forssman-Lehman syndrome (Lower et al., 2002) and in human leukemia (Van Vlierberghe et al., 2010). In both conditions, nonsense mutations downstream of the second PHD finger have been found that are unlikely to disrupt the PHD finger structure but would delete a PBR. We predict that these

#### Figure 6. PIP4K2B and TAF3 Coordinate Both Positive and Negative Regulation of Gene Expression during Differentiation and Etoposide Treatment

(A) Scheme depicting cells used for microarray gene expression analysis. Comparisons were aimed at identifying genes regulated by PIP4K2B knockdown and PI-TAF3 interaction during differentiation or etoposide treatment of C2C12 cells.

(B) Correlation plot of changes in the expression of the 63 overlapping genes (Figure S6C) regulated by PIP4K2B depletion and expression of KK-TAF3 after differentiation for 2 days.

(C) Left: heatmap showing expression of genes in shX (1, 2, and 3) and sh-PIP4K2B (4, 5, and 6) knockdown C2C12 cells differentiated for 2 days. Defined gene sets that were up- or downregulated were used for GSEA to probe a ranked list of gene expression changes between WT-TAF3- and KK-TAF3-expressing cells. GSEA demonstrated that genes upregulated upon PIP4K2B knockdown (increased nuclear PI5P) are highly enriched in WT-TAF3 (interacts with PI5P) expressing cells (normalized enrichment score 3.22 and FWER  $p = 0.0$  with 156 of 335 enriched) whereas downregulated genes are highly enriched in KK-TAF3 (does not interact with PI5P) (normalized enrichment score  $-3.21$  FWER  $p = 0.0$  with 112 of 215 genes enriched).

(D) Gene expression was assessed by QRT-PCR as indicated in C2C12 cells depicted in Figure 6A after differentiation for 2 days.

(E) Correlation plot of changes in the expression of the 30 overlapping genes (Figure S6D) regulated by PIP4K2B depletion and expression of KK-TAF3 after etoposide treatment.

(F) Left: heatmap showing expression of genes in triplicate shX (1, 2, and 3) and sh-PIP4K2B (4, 5, and 6) C2C12 cells after etoposide treatment. A gene set that was decreased upon PIP4K2B depletion was used for GSEA to probe a ranked list of gene expression changes between WT-TAF3- and KK-TAF3-expressing cells. Genes downregulated by PIP4K2B depletion (increased nuclear PI5P) are more highly expressed in cells expressing KK-TAF3 compared to WT-TAF3.

(G) Gene expression was assessed by QRT-PCR as indicated in C2C12 cells depicted in Figure 6A after etoposide treatment for 7 hr.

The values in (D) and (G) represent fold changes compared to the shX-WT-TAF3 sample and represent the mean of triplicates  $\pm$ SD. See also Figure S6.

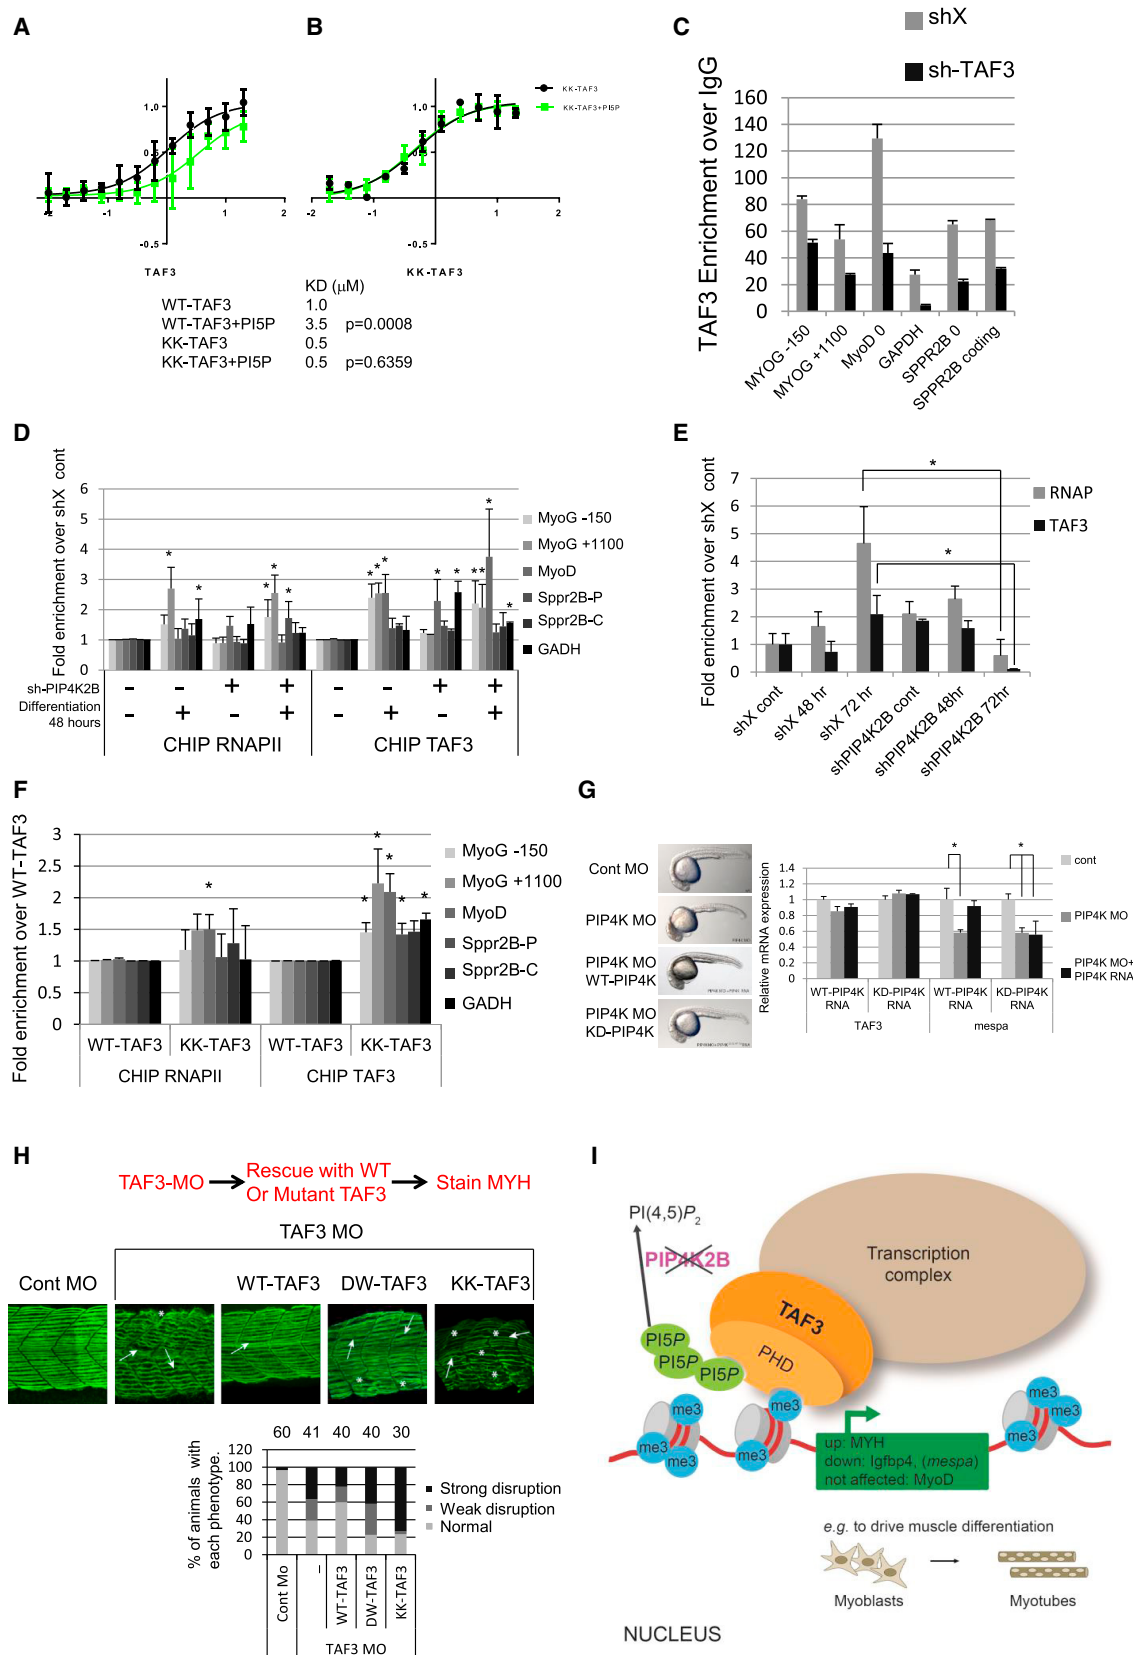

(legend on next page)

mutations would also disrupt interaction with phosphoinositides observed in this study.

In conclusion, this study reveals a pathway linking the regulation of nuclear PI directly to a core promoter component of the transcriptional machinery and further highlights how TAF3 can act to transduce signaling inputs to modulate transcriptional output.

## EXPERIMENTAL PROCEDURES

### C2C12 Maintenance and Differentiation

C2C12 cells were routinely cultured in F12-HAMS medium in 10% fetal calf serum. RNAi knockdown was accomplished using either retroviral (pRetro-super) or lentiviral transduction (PLKO1 or 2). Cells overexpressing kinase active or inactive PIP4K2B were generated by retroviral transduction (pBabe); 300,000 cells were plated in six-well plates, and the next day differentiation was initiated by switching the cells into F12-HAMS medium containing 2% horse serum. Medium was replaced every 2 days. Cells were washed free of medium and either used in immunofluorescence studies, lysed in SDS-loading buffer for analysis by western blotting or RNA was isolated using RNeasy and used for QRT-PCR and microarray analysis (accession number GSE66353).

### Phosphoinositide Analysis

Nuclei were isolated from control and differentiated cells and PI5P was analyzed as previously described (Jones et al., 2013) and its levels were normalized to the total amount of nuclear phospholipid phosphate. Other PIs were measured using mass spectrometry (Clark et al., 2011).

PHD fingers were identified using the SMART module and fragments were amplified with Phusion polymerase using specific primers (available on request) and cloned in frame with GST (pGEX-4T1). Proteins were purified and assessed for lipid interaction and for interaction with histone tails. Purified WT and mutant TAF3 PHD finger was also analyzed for interaction with H3K4me3 in the presence and absence of different PI using fluorescence polarization (Gelato et al., 2014).

### ChIP Analysis

TAF3 and RNAPII ChIP assays were performed either as described elsewhere (Laubert et al., 2007) or using the Diagenode high cell ChIP kit. Immunocom-

plexes were eluted, crosslinks reversed, and DNA was purified using DNA spin columns. qPCR was performed to measure relative amounts of ChIP DNA (primer details available on request).

### Zebrafish Studies

Zebrafish were handled in compliance with local animal welfare regulations and were maintained according to standard protocols (<http://zfin.org>). The culture was approved by the local animal welfare committee of the University of Leiden and all protocols adhered to the international guidelines specified by the EU Animal Protection Directive 2010/63/EU or using standard methods at the UCSF CVRI zebrafish facility conducted in conformity with UCSF IACUC and AAALAC guidelines.

The use of the morpholino (3.5 ng MO2) and characterization of the phenotypes associated with knockdown of PIP4K has been previously described (Elouarrat et al., 2013). RNA was isolated using RNA easy kit (QIAGEN) and analyzed by qRT-PCR using suitable primers (available on request). Morpholinos designed to inhibit translation of zebrafish TAF3 and PIP4K have been previously described (Elouarrat et al., 2013; Hart et al., 2009). Morpholinos were microinjected into one cell stage WT zebrafish embryos, 3.5 ng per embryo of PIP4K MO, and 2.5 ng per embryo of TAF3 MO. One nanoliter of 50 ng/ul working solutions of DNA constructs were injected per embryo in rescue experiments.

Immunohistochemistry was performed in whole embryos according to standard protocols. Antibodies used were mouse anti-MyHC F59 (1:30, DSHB), mouse anti-MyHC, MF-20 (1:20, DSHB), and Alexa fluor 488 goat anti-mouse IgG (Life Technologies, 1:400) (secondary). Microscopy on fixed and stained zebrafish was carried out using a Leica DM 5500 microscope.

### ACCESSION NUMBERS

The Gene Expression Omnibus accession number for the microarray expression data is GSE66353.

### SUPPLEMENTAL INFORMATION

Supplemental Information includes Supplemental Experimental Procedures, seven figures, and one table and can be found with this article online at <http://dx.doi.org/10.1016/j.molcel.2015.03.009>.

## Figure 7. PI Modulates the Interaction of TAF3 PHD Finger with H3K4me3 and the Role of a Conserved PIP4K/PI5P/TAF3 in Zebrafish

(A and B) Interaction of increasing concentrations of WT-TAF3 (A) and KK-TAF3 (B) PHD finger with fluorescent H3K4me3 peptide in the absence (black line) and presence (green line) of PI5P. The table indicates apparent KD values for the interactions. PI5P significantly ( $p = 0.0008$ ) changed the KD of the interaction of WT-TAF3 but not KK-TAF3 PHD finger with H3K4me3 peptide.

(C) TAF3 ChIP analysis at the genes indicated of shX or sh-TAF3 C2C12 cells. The data are shown as enrichment over the IgG control and represent the mean of triplicates  $\pm$  SD.

(D) RNAPII and TAF3 ChIP analysis at the genes indicated of control (–) or sh-PIP4K2B (+) cells before and after differentiation for 48 hr. Data are presented as mean  $\pm$  SEM (RNAPII  $n = 5$  and TAF3  $n = 2$ ). The data were analyzed by a one way ANOVA with a post Hoc Dunnett's test to compare conditions to the control sample (undifferentiated SHX). \* $p < 0.05$ .

(E) RNAPII and TAF3 ChIP analysis at the promoter of the MYH gene of shX or shPIP4K2B C2C12 cells before and after differentiation for 48 hr and 72 hr. Data are presented as means  $\pm$  SEM ( $n = 2$ ). Data are presented as mean  $\pm$  SEM (RNAPII  $n = 5$  and TAF3  $n = 2$ ). The data were analyzed with one-way ANOVA. \* $p < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

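RNA was measured on 18 Affymetrix mouse gene arrays, 3 for each of 6 groups: C2C12 cells depleted of TAF3 and rescued with WT-TAF3 and shX, WT-TAF3 and sh-PIP4K2B, or KK-TAF3 and sh-PIP4K2B, each after differentiation for 2 days or after etoposide at 10 µM for 7 hours. The labels of the WT-TAF3 arrays without PIP4K2B depletion name no control shRNA; that these cells carried shX is taken from the paper's figures. The authors made the deposited log2 values with RMA in Affymetrix Expression Console, which corrects the background, normalizes the arrays by quantiles and summarises the probes of each transcript cluster; they give no version of the program. The values were used as deposited. The table holds 35556 transcript clusters, of which 21789 have 1 gene symbol in the annotation used, 1621 have several and 12146 are not listed there. The paper's supplement names a later generation of the chip than the one whose annotation lists these identifiers, so the gene names rest on that annotation, and why clusters are missing from it was not resolved. For the 999 genes with more than 1 cluster the one with the highest mean over all arrays was kept, which gave 19938 genes. Clusters with several symbols or none were left out, except where every transcript cluster was tested as an alternative.

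Differences were tested in R 4.3.3 with limma 3.58.1, in 1 linear model of the 6 group means with moderated statistics (12 residual and 6.06 prior degrees of freedom). A gene was past the threshold at a Benjamini-Hochberg adjusted p under 0.05 with a change above 1.4-fold. The comparisons were PIP4K2B depletion (WT-TAF3 sh-PIP4K2B minus WT-TAF3 shX), KK-TAF3 against WT-TAF3 (both with sh-PIP4K2B), KK-TAF3 sh-PIP4K2B against WT-TAF3 shX, the difference of the first pair of effects between treatments, and etoposide against differentiation in WT-TAF3 shX cells. Changes of known size were planted in a simulation of the comparisons in differentiated cells. For PIP4K2B depletion the test recovered 65 of 66 genes at a log2 change of 0.75 and 67 of 67 at 1. For KK-TAF3 it recovered 66 of 66 and 67 of 67. Within the simulation false calls numbered 2 and 3 among 19938 genes. This does not show how many the noise of the real arrays gives. The comparisons after etoposide were not simulated. With 3 arrays in a group, a standard error of a comparison comes mainly from the spread pooled over all groups.

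Gene lists were tested with camera at a preset correlation between genes of 0.01, with an estimated correlation and with fry, and adjusted over 28 lists in 4 comparisons. They cover the sarcomere, excitation-contraction coupling, regulators of myogenesis, myoblast fusion, muscle metabolism, quiescent reserve cells, the G2 and M phases, DNA replication, p53 targets, collagens and matrix, proteoglycans, the insulin-like growth factor axis, the interferon response, secreted inflammatory genes, cholesterol synthesis, the unfolded protein response, phosphoinositide enzymes, TFIID and the core promoter, PHD finger proteins, small proline-rich and epidermal genes, smooth muscle and fibroblasts, fat cells, bone and cartilage, macrophages, neural adhesion and axon guidance, PDGF and related ligands, Wnt and TGF-beta ligands and antagonists, and housekeeping genes. Sets of PIP4K2B-dependent genes were also ranked with fgsea 1.28.0. Components were computed on the 500 genes of the largest variance, with an exact permutation of genotypes over 280 divisions in each treatment. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

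Genes were named by a fixed rule. The first part was every gene the paper names that was analysed, and p21 and Tspan7, for example, were not. The second was the 10 largest rises and the 10 largest falls past the threshold in each main comparison. It took only genes for which every array of 1 group lay above every array of the other. The third was up to 4 members past the threshold of each list with a called test or at least 3 such members. The fourth was up to 8 genes per direction of each overlap. Predicted genes and small RNA genes were left out of the second and the fourth part. Some single members past the threshold of other lists were named too. Alternatives were an unadjusted p, no fold limit, a test against 1.1-fold, fits on fewer groups, a trended robust prior, genes above the median signal, every transcript cluster, quantile normalization within each treatment, median centring, a replicate block and leaving out each array; 3 more were added after the data had been seen, among them the median of each array as a covariate.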

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

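Tests chosen in this part after the data had been seen are those with the median of each array as a covariate, for the difference between treatments and for the genes of the G2 and M phases, the reading of the sets from the other treatment as a test of the shared arrays, and the comparison of the genes past the threshold in both comparisons with the limits of the share of Pip4k2b.

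The effect of PIP4K2B depletion differed between differentiated and etoposide-treated cells in 801 genes by the interaction test of limma, 413 with the higher value in differentiated cells and 388 with the lower. That balance depends on the setting: 1290 and 66 with each array centred on its median, 387 and 96 among genes above the median signal, 102 and 13 in the test against 1.1-fold, 289 and 145 with quantile normalization and 57 and 39 with the array median in the fit. The count depends on single arrays: among differentiated cells it was 180 and 228 without WT-TAF3 shX replicate 1 and 2 and 185 and 349 without WT-TAF3 sh-PIP4K2B replicate 2 and 3, and among etoposide-treated cells 252 and 482 without shX replicate 1 and 3 and 2668, 193 and 356 without sh-PIP4K2B replicate 1, 2 and 3. Of 106 named genes tested, 53 differed. The values of the difference (log2 change in differentiated minus etoposide-treated cells) were higher in differentiated cells for Sprr2b 1.86, Car9 1.59, Fmo1 1.43, Lrrn1 1.43, BC023105 1.41, C1qtnf3 1.37, Frmpd1 1.29, Myl1 1.26, Lix1 1.25, Cd200 1.19, Trdn 1.17, Dcn 1.14, Sema3d 1.13, Pfn2 1.11, Serpinb6b 1.06, Hjv 1.06, Mylpf 1.00, Casq2 1.00, Pdlim3 0.99, Tnnt3 0.99, Pkp2 0.98, Idi1 0.93, Aspn 0.89, Il33 0.87, Msmo1 0.87, Chrnd 0.86, Hmgcs1 0.84, Sema3c 0.80, Fam107a 0.75, Glipr1 0.70, Insig1 0.69, Enpp5 0.68, Gfra1 0.66, Lss 0.66, Chrng 0.65, Itga4 0.63, Camk1g 0.58, Mymk 0.53, Pappa 0.51 and Srl 0.51. They were lower for Kif18b -0.51, Plk1 -0.55, Ces2g -0.56, Cd74 -0.57, Cdt1 -0.59, Ak5 -0.62, Fbln5 -0.66, Sh3rf3 -0.67, Plxna4 -0.67, Dpt -0.73, Slc16a11 -0.73, Grem1 -1.14 and Trp53i11 -1.16.

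For this difference a shift in overall brightness between arrays was weighed. With the median signal of each array in the fit, 68 of the 801 genes, or 8.49%, were still called in the same direction, which argues against brightness for the 68. The calls that ended do not decide the question. In differentiated cells every shX array had a higher median (7.355 to 7.414) than every WT-TAF3 sh-PIP4K2B array (7.250 to 7.329). Calls can then end through lost precision as well as through brightness. The mean of the array medians differed by -0.0969 on depletion in differentiated cells and by 0.0461 after etoposide, and the first axis of the differences between arrays of 1 group followed the array median (r = 0.804 over 18 arrays, permutation p = 0.00433). Median centring, for its part, moved the median change of all genes in this difference from -0.0405 to 0.102, and 1356 genes were then called. Of 100 drawn splits of the arrays 2 gave as many genes as the real one (801), which excludes chance at a share under 0.05, but the highest of the others called 1897, which points to a structure among the arrays, and what else separates differentiation from etoposide was not tested.

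The effect of KK-TAF3 differed between the treatments in 30 genes by the same test, and in 18 of 80 named genes tested. The values were higher in differentiated cells for Setbp1 0.88 and Ptgfr 0.74, and lower for Cd34 -0.57, Dcn -0.76, Fmo1 -0.79, C1qtnf3 -0.84, Il33 -0.84, Fam107a -0.85, Myog -0.86, Nptx1 -0.86, Ncam2 -0.90, Myh3 -0.90, Myl4 -0.91, Lrrn1 -1.06, Tnnc1 -1.14, Casq2 -1.37, Sprr2b -1.43 and Mymk -1.4997. Of 100 drawn splits 5 gave as many genes as the real one (30), with 152 as the highest of the others, so chance is not excluded.

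Most genes shared by the comparisons changed in opposite directions on PIP4K2B depletion and in KK-TAF3 cells. The same arrays of WT-TAF3 sh-PIP4K2B cells enter both with opposite sign, while a set from the other treatment shares no array. Both treatments use cells of the same genotypes, however. A deviation of the WT-TAF3 sh-PIP4K2B cells as a line would therefore enter both comparisons in both treatments. On the third component these cells lay below the other genotypes in both, at -4.12 and -3.22. Such a deviation was not tested, and whether the arrays of a group come from more than 1 line was not resolved. In differentiated cells the 64 genes raised after etoposide lay towards WT-TAF3 (p = 0.00133 with an estimated correlation, n = 64 genes). This argues against noise of the shared arrays as the whole cause for those 64 genes. It does not cover the 136 genes raised in differentiated cells, as only 33 genes of either direction passed on depletion in both treatments. For the 136 genes noise and an effect cannot be told apart. The same holds for the lowered genes (p = 0.245, n = 109 genes), because a shift seen with the preset correlation was lost with an estimated one. After etoposide noise and an effect cannot be told apart in either set (p = 0.429, n = 136 genes, and p = 0.773, n = 75 genes). There the raised set that shares no array was shifted towards KK-TAF3, against the pattern, with the preset correlation (p = 0.00176, n = 136 genes). A weaker depletion in the KK-TAF3 cells, with effects in proportion to Pip4k2b, cannot be told apart over the changed genes: Pip4k2b goes back by 27.1% of its fall after differentiation (limits 9.50 to 43.1) and 19.5% after etoposide (-4.85 to 40.3), the median changed gene by 29.7% and 26.7%, and the 11.4% of 210 (exact interval 7.46 to 16.5) and 11.6% of 172 (7.25 to 17.4) that differed from the share of Pip4k2b have intervals on both sides of the 10% set before as the bound, while 8 of the 23 and 7 of the 24 shared genes that changed in opposite directions went back by more than every share within the limits by their own test, genes that were chosen for their change in KK-TAF3 cells, against 2 of 182 and 0 of 147 changed genes outside the overlap that differed from every such share. Of 100 drawn assignments of the arrays 2 gave as many shared genes as the real 28 in differentiated cells (highest other 40), which excludes chance, and 9 gave as many as the real 25 after etoposide (highest other 94), which does not.

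The paper names Dkk3, Prelp and decorin, and reports no significant change of cell-cycle progression during differentiation, but gives no array result for the groups to which these belong. Past the threshold were 4 genes of cholesterol synthesis, 3 proteoglycans and 4 Wnt and TGF-beta genes on depletion in differentiated cells, and 16 genes of the G2 and M phases, 3 of DNA replication and 5 proteoglycans after etoposide.

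The rise of the G2 and M genes on depletion after etoposide was set against brightness and single arrays. With the median of each array in the fit 15 of the 16 genes stayed past the threshold and 23 of the list were past it, with a median change of 0.51 against 0.46, which argues against brightness as the whole cause. Without any 1 of the arrays the camera adjusted p of the list was at most 2.70e-22 at the preset correlation, so that result did not rest on 1 array. With the estimated correlation of 0.339 the adjusted p was 0.034 with all arrays. Arrays were not left out at that setting, so whether that result rests on 1 array is open. A higher share of cycling cells in the depleted culture is a candidate explanation that was not tested, and it rests on the same data.

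Each comparison of 3 arrays with 3 has 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 211 and 0 for PIP4K2B depletion in differentiated cells (1 split as large, the real one), 103 and 0 for KK-TAF3 there (1), 173 and 138 for depletion after etoposide (1), 81 and 87 for KK-TAF3 after etoposide (2), 251 and 0 for KK-TAF3 sh-PIP4K2B against WT-TAF3 shX in differentiated cells (1), 230 and 0 after etoposide (1), and 1522 and 0 for the treatments in shX cells (1). For the number of gene lists called the same values were 12 and 11 (1 split as large), 9 and 7 (1), 10 and 9 (1) and 9 and 11 (2) in the 4 main comparisons in that order.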

How the results depend on the processing

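Chosen after the results had been seen were the array median as a covariate, the sets of the other treatment with an estimated correlation, and both settings at an unadjusted p over transcript clusters. Of 263 values of named genes none turned its direction where it was past the threshold, in the text or under a setting (values short of it in both were not compared by direction), and with the trended robust prior, an unadjusted p and the replicate block all 263 kept their side of the threshold. The numbers that did were 247 with the array median as a covariate, 251 with every transcript cluster, 239 and 250 with fits on 2 and 3 groups, 244 with median centring, 246 with quantile normalization and 234 with the test against 1.1-fold; of 1578 values without 1 array 1463 did, and 36 of 162 calls were lost without at least 1 array. Of 112 list results 76 kept their side with an estimated correlation, 91 with fry and 95 with the array median as a covariate. In the latter, 2 called lists turned on PIP4K2B depletion in differentiated cells: PHD finger proteins (adjusted p = 0.470, or 0.798 with an estimated correlation, n = 29 genes) and phosphoinositide enzymes (adjusted p = 0.607, or 0.88, n = 63 genes). Where no cause is given below, the cause was not tested; fewer genes are tested above the median signal, fewer arrays enter the smaller fits, and dropping the fold limit or the adjustment can only add genes. Signal over background of the arrays was not analysed here, so what it limits is open.

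Counts of genes, with those in the text first: PIP4K2B depletion in differentiated cells 211, with 1225 without a fold limit, 123 in the test against 1.1-fold, 140 above the median signal, 349 with median centring, 914 over every transcript cluster at an unadjusted p and 376 over those from the first named identifier on. KK-TAF3 there 103, with 195, 57 (above the median signal), 482 and 190 over the clusters. Depletion after etoposide 173, with 628, 99 in a fit on 2 groups and 546 over every cluster. KK-TAF3 after etoposide 81, with 179, 45 (against 1.1-fold), 26 and 45 in fits on 2 and 3 groups, and 330 and 152 over the clusters. KK-TAF3 sh-PIP4K2B against WT-TAF3 shX in differentiated cells 251, with 1727, 150, 138 above the median signal, 415 over every cluster and 433 with centring, and after etoposide 230, with 617. The treatments in shX cells 1522, with 4609. The difference of depletion between treatments 801, with 1365 at an unadjusted p, 1329 without a fold limit, 115 against 1.1-fold, 483 above the median signal, 274 over every cluster, 434 with quantile normalization, 1356 with centring and 96 with the array median as a covariate. The difference of KK-TAF3 30, with 143 at an unadjusted p, 17 against 1.1-fold and 16 over every cluster. The overlap in differentiated cells 28, with 100 without a fold limit, 16 above the median signal, 117 over every cluster and 50 from the first named identifier on, and after etoposide 25, with 63, 13 in fits on 2 groups and 82.

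Without 1 array, in a fit that takes the remaining ones to vary as the other groups do, these ranged from 140 to 323, 88 to 91, 165 to 348, 52 to 188, 197 to 381, 197 to 287, 1316 to 1782, 180 to 2668, 18 to 60, 25 to 29 and 16 to 63 in this order. The genes lowered by depletion in differentiated cells, replaced by those of etoposide-treated cells, gave p = 0.245 with an estimated correlation (n = 109 genes). The genes raised after etoposide (p = 0.0560, n = 64 genes) gave 0.0433 with sets at an unadjusted p, 0.0499 with the replicate block, 0.0280 with the array median as a covariate and between 9e-06 and 0.508 without 1 array, and turned with the sets of the other treatment (p = 0.00176, n = 136 genes, enrichment score -1.76). Those lowered after etoposide gave 0.618 and 0.773 with the sets of the other treatment (n = 75 genes). The components over all genes separated the genotypes after etoposide with p = 0.0679 (exact permutation test).

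With the replicate block the counts were 208, 109, 177 and 83 in the 4 main comparisons, 654 and 31 for the differences and 29 and 27 for the overlaps; 2 of 112 lists lost their call. Nothing in the paper or the labels says that arrays of 1 number share a day, and their deviations correlated between -0.418 and 0.593 over 45 pairs (median 0.0303), with 16 above 0.1. Of 18 arrays 6 correlated best with one of their own number, so the numbers were not taken as pairs.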

Differences from the paper's values

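Counts are at the paper's limits of 1.4-fold and p under 0.05, with the p adjusted here, where the paper names no adjustment. The alternatives set before the data were examined are those of the part above; the settings over transcript clusters were chosen after seeing the values, and since the paper gives no list of its called genes, how many of them a setting drops cannot be counted.

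For PIP4K2B depletion in differentiated cells the paper gives 550 genes and 211 passed here; no alternative set before came within 1.5 times, and 376 from the first named identifier on at an unadjusted p did, a setting chosen after seeing the values. The paper gives 331 of these as higher, and 335 in the set of its Figure 6C, against 136; median centring (318) came close, as did the same later setting (262), and the other alternatives did not. For the lower set the paper gives 215 against 75; leaving out WT-TAF3 sh-PIP4K2B replicate 1 (145) came within 1.5 times, as did every cluster at an unadjusted p (277), chosen after seeing the values, and no other did. For KK-TAF3 the paper gives 202 against 103; no fold limit (195) came close, and so did the later setting from the first named identifier on (190), and the others did not. The paper gives 63 genes in both comparisons against 28, which only that later setting reached (50). Its representation factor of 11.9 stands against 25.7; dropping the fold limit (8.35) and leaving out shX replicate 3 (17.4) came within 1.5 times, as did every cluster at an unadjusted p (9.44), chosen after seeing the values.

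For KK-TAF3 after etoposide the paper gives 127 genes against 81; an unadjusted p (106), no fold limit (179), the trended robust prior (86), every cluster (89) and leaving out WT-TAF3 sh-PIP4K2B replicate 1 (188) or KK-TAF3 replicate 1 (141) came within 1.5 times, as did the setting from the first named identifier on (152), chosen after seeing the values, and the others did not. Its representation factor there is 21 against 35.6; an unadjusted p (30.0), genes above the median signal (22.3), leaving out WT-TAF3 sh-PIP4K2B replicate 1 (19.2) or KK-TAF3 replicate 1 (24.2) came within 1.5 times, as did both settings chosen after seeing the values (16.2 and 26.9).

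The paper's normalized enrichment score of the raised genes in differentiated cells is 3.22 against 3.574, with a difference inside the spread only without KK-TAF3 replicate 3 (3.29). For the lowered genes it is -3.21 against -2.003, which no alternative reached, and after etoposide -1.408 against -3.208, which only the sets of the other treatment reached (-1.58). The paper counts 156 genes of the raised and 112 of the lowered set in differentiated cells as enriched, against 69 and 40 in the leading part here, from smaller sets, and no alternative came within 1.5 times.

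After etoposide the paper reports no enrichment of the genes raised by depletion. Here camera gave p = 0.0560 (n = 64 genes) and fgsea a score of 1.80 (permutation p = 0.000412, n = 64 genes).

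The paper gives a rise on depletion, suppressed in KK-TAF3 cells, for Ckm, Mymk and Acta1 by QRT-PCR, as for Myog. On the arrays depletion changed them by 0.07, 0.41, 0.47 and 0.25, none past the threshold, while Sprr2b, Trdn and C1qtnf3, which it gives beside them, were past it at 4.11, 0.53 and 0.93. The paper gives a partial fall of Ncam2 on depletion, as of 4 other genes, and a stronger one in KK-TAF3 cells. Relative to WT-TAF3 shX cells, as in the paper's figure, Ncam2 stood at 0.00 on depletion and -1.19 in KK-TAF3 cells, while Ces2g (-0.90 and -1.36), Igfbp4 (-0.63 and -1.57), Dkk3 (-0.54 and -1.16) and Prelp (-0.99 and -1.76) were past the threshold in both and lower in the second. After etoposide the paper gives a rise of EpH5 on depletion, suppressed in KK-TAF3 cells. That label was taken here as Epha5, which is an assumption. Relative to shX cells Epha5 stood at 0.24 on depletion and 0.07 in KK-TAF3 cells, neither past the threshold. The ephrin receptor Epha4 had a mean log2 signal of 7.57 in shX cells, 8.02 on depletion and 7.41 in KK-TAF3 cells. Sprr2b rose on depletion and stood at -0.10 in KK-TAF3 cells.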

Other observations

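The tests of gene lists between KK-TAF3 sh-PIP4K2B and WT-TAF3 shX cells were chosen after the results had been seen; those between the treatments in shX cells and of the lists in the 4 main comparisons were set before.

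Etoposide-treated and differentiated WT-TAF3 shX cells differed in 1522 genes, 940 higher and 582 lower after etoposide. Targets of p53 were higher: 19 of 36 rose and 2 fell (camera adjusted p = 1.44e-16, and adjusted p = 0.00302 with an estimated correlation), with the stress protein Sesn2 at 1.71 (SE 0.09, adjusted p = 2.11e-10), Btg2 at 1.21 (SE 0.07), Trp53inp1 at 1.21 (SE 0.07) and the p53 ligase Mdm2 at 0.97 (SE 0.07). Genes of the G2 and M phases were lower, 21 of 39 with none higher (adjusted p = 1.14e-17, and adjusted p = 0.0969 with an estimated correlation), among them Cenpf at -1.14 (SE 0.14, adjusted p = 8.59e-06) and Mki67 at -1.13 (SE 0.18). The inhibitors of differentiation Id2 and Id3 were higher at 2.69 (SE 0.10, adjusted p = 2.71e-12) and 1.77 (SE 0.12) and Myog was lower at -0.77 (SE 0.09), in a list of 23 regulators with 5 higher and 1 lower (adjusted p = 0.0135, and adjusted p = 0.0871 with an estimated correlation). Of 55 sarcomere genes 5 were higher and 5 lower (adjusted p = 0.65), with Tnnc1 at -0.81 (SE 0.10) and Acta1 at -0.58 (SE 0.10). Medium, time and drug differ together here.

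After etoposide KK-TAF3 sh-PIP4K2B cells had more mitotic transcripts than WT-TAF3 shX cells: 31 of 39 genes of the G2 and M phases were higher and none lower (33 adjusted over the list alone), with a median of 0.60 (camera adjusted p = 1.55e-75, and adjusted p = 0.00302 with an estimated correlation). Of 39 genes of DNA replication 9 were higher and none lower (adjusted p = 1.02e-40, and adjusted p = 0.0104 with an estimated correlation), and of 24 proteoglycans 3 were lower (adjusted p = 2.66e-07, and adjusted p = 0.0177 with an estimated correlation). In differentiated cells 6 of 55 sarcomere genes were lower in the same comparison (adjusted p = 1.16e-04, and adjusted p = 0.174 with an estimated correlation).

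Lists not given above, with camera adjusted p in the order PIP4K2B depletion and KK-TAF3 in differentiated cells, then after etoposide: housekeeping genes 0.288, 0.916, 0.643 and 0.32; macrophage genes 0.652, 0.63, 0.318 and 0.716; smooth muscle and fibroblast genes 0.415, 0.994, 0.36 and 0.211, with Ccn2 and Dpt lower in the first; secreted inflammatory genes 0.994, 0.363, 0.563 and 0.982; genes of the unfolded protein response 0.467, 0.916, 0.00479 and 0.0869, lower in the third (adjusted p = 0.422 with an estimated correlation). Interferon response genes gave 0.333 in the first, 0.0272 in the third, where they were lower (adjusted p = 0.529 with an estimated correlation), and 0.597 in the fourth, and genes of TFIID and the core promoter 0.0222 in the third, lower (adjusted p = 0.498 with an estimated correlation).

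Other members past the threshold stood in lists that camera did not call: on depletion in differentiated cells 2 lower of 29 axon guidance and neural adhesion genes (adjusted p = 0.0902); in KK-TAF3 cells there 1 higher and 1 lower of 27 Wnt and TGF-beta genes (adjusted p = 0.982); on depletion after etoposide 1 lower of 40 collagens (adjusted p = 0.802), of 55 sarcomere genes (0.994) and of 23 reserve cell genes (0.24), 1 higher of 17 genes of the insulin-like growth factor axis (0.994), of 36 p53 targets (0.604) and of 18 PDGF and related ligands (0.539), and 1 higher and 1 lower Wnt and TGF-beta gene (0.982); and in KK-TAF3 cells after etoposide 1 higher Wnt and TGF-beta gene (0.348).

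Among the genes of the paper's QRT-PCR, Ces2g stood at -0.46 (SE 0.10, adjusted p = 0.018) between KK-TAF3 and WT-TAF3 cells after differentiation. Relative to WT-TAF3 shX cells it stood at -1.36 (SE 0.10, adjusted p = 8.20e-08). Epha5 was taken for the paper's label EpH5 by assumption. After etoposide it stood at 0.24 (SE 0.11, adjusted p = 0.264) on depletion and -0.17 (SE 0.11, adjusted p = 0.431) in KK-TAF3 cells. The PDGF gene that fits the paper's label is not given. In the same comparisons Pdgfb stood at 0.22 (SE 0.09, adjusted p = 0.243) and 0.40 (SE 0.09, adjusted p = 0.0472). Pdgfd is given above, and p21 and Tspan7 were not analysed here. After etoposide C1qtnf3 stood at -0.44 (SE 0.09, adjusted p = 0.00998) on depletion and changed by -0.52 (SE 0.09, adjusted p = 0.00851) in KK-TAF3 cells.

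Over all genes the effects of PIP4K2B depletion in the 2 treatments correlated with r = -0.228, and those of KK-TAF3 with r = 0.290. Both lay within what redrawn residuals gave with no change (-0.610 to 0.711 and -0.707 to 0.709, 95% of 100 draws). Depletion in differentiated cells and KK-TAF3 after etoposide, which share no array, gave r = 0.391, within -0.691 to 0.676. Their covariance of 0.01125 lay above the range with no change, -0.00872 to 0.00819. For depletion after etoposide and KK-TAF3 in differentiated cells r was -0.0985 and the covariance -0.00197, both within their ranges. Of the genes past the threshold on depletion 33 were shared by the treatments, 31 in the same direction, against 1.83 for independent lists. Every array of 1 group lay above every array of the other in 44.5%, 20.95%, 15.0% and 10.8% of all genes in the 4 main comparisons in the order above, where chance gives 10%.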
